# Single-cell RNA sequencing reveals the suppressive effect of PPP1R15A inhibitor Sephin1 in antitumor immunity

**DOI:** 10.1016/j.isci.2023.105954

**Published:** 2023-01-13

**Authors:** Rongjing Wang, Yuchao Zhang, Shiwei Guo, Siyu Pei, Wei Guo, Zhenchuan Wu, Hailong Wang, Minghui Wang, Yizhe Li, Yufei Zhu, Ling-Hua Meng, Jingyu Lang, Gang Jin, Yichuan Xiao, Landian Hu, Xiangyin Kong

**Keywords:** Biological sciences, Molecular biology, Immunology, Transcriptomics

## Abstract

Protein phosphatase 1 regulatory subunit 15A (PPP1R15A) is an important factor in the integrated stress response (ISR) in mammals and may play a crucial role in tumorigenesis. In our studies, we found an inhibitor of PPP1R15A, Sephin1, plays a protumorigenic role in mouse tumor models. By analyzing the single-cell transcriptome data of the mouse tumor models, we found that in C57BL/6 mice, Sephin1 treatment could lead to higher levels of ISR activity and lower levels of antitumor immune activities. Specifically, Sephin1 treatment caused reductions in antitumor immune cell types and lower expression levels of cytotoxicity-related genes. In addition, T cell receptor (TCR) repertoire analysis demonstrated that the clonal expansion of tumor-specific T cells was inhibited by Sephin1. A special TCR + macrophage subtype in tumor was identified to be significantly depleted upon Sephin1 treatment, implying its key antitumor role. These results suggest that PPP1R15A has the potential to be an effective target for tumor therapy.

## Highlights

• Inhibition of PPP1R15A can lead to antitumor immunity suppression
• Complete the single-cell transcriptome and TCR profiling of B16F1 tumor immune cells
• TCR + macrophages can have important functions in antitumor immunity

## Introduction

Immunotherapy has become the most promising treatment for many cancers because of its unique advantages related to improved tumor specificity and reduced side effects. The development of immunotherapy has depended on research on the tumor immune microenvironment (TIME),^1^ including research on cytokines, interferons, and interleukins for nonspecific immunostimulatory therapy^2^^,^^3^; studies developing approaches for the transfer or stimulation of T cells and natural killer (NK) cells for specific immunotherapy^4^^,^^5^; research on regulatory T cells for checkpoint-based immunotherapy^6^; and studies on dendritic cell (DC)-based immunotherapy.^7^ Some kinds of lymphocytes are crucial in antitumor immune activities, including cytotoxic T cells, which recognize tumor cells and perform precise cytotoxic functions,^8^^,^^9^ and NK cells, which kill tumor cells independent of antigen presentation.^10^^,^^11^^,^^12^ Some myeloid cells are also important in the TIME, including DCs and tumor-associated macrophages (TAMs).^13^^,^^14^ Because of the complexity of the TIME and the heterogeneity among different tumor types, there is still much to be explored regarding the regulatory mechanism and related cytokines in the tumor microenvironment. Therefore, understanding the roles of different cells in the TIME and identifying the key genes and proteins that affect their functions are very important for cancer immunotherapy.

Protein phosphatase 1 regulatory subunit 15A (PPP1R15A), which is also known as growth arrest and DNA damage-inducible protein 34 (GADD34),^15^ is a key factor in an essential biological process in mammalian cells, the integrated stress response (ISR).^16^ As an evolutionarily conserved process, the ISR can be coupled to both the unfolded-protein response (UPR) and the Heme-regulated eukaryotic translation initiation factor 2α (eIF2α) kinase (HRI) activation^17^^,^^18^ and is activated by both the endoplasmic reticulum (ER) and cytosolic lumen,^19^ which makes this process crucial for cells, tissues, and organisms to adapt to variable environments and maintain homeostasis.^20^ PPP1R15A can bind to catalytic subunit protein phosphatase 1 (PP1c) and promote the dephosphorylation of eIF2α,^21^^,^^22^ which regulates the ISR through its phosphorylation and dephosphorylation process.^20^^,^^23^ When eIF2α is phosphorylated, global protein synthesis is reduced, and the translation of activating transcription factor 4 (ATF4) is activated,^24^ which benefits cell survival and recovery. In contrast, the dephosphorylation of eIF2α allows the cell to recover normal protein synthesis processes.^25^^,^^26^ ATF4 can bind to a basic region/leucine zipper motif (bZIP) transcription factor, namely, CCAAT/enhancer binding protein (C/EBP) homologous protein (CHOP),^27^^,^^28^ to form the ATF4-CHOP complex. The ATF4-CHOP complex plays an important role in mammalian autophagy, including the induction of autophagy and activation of autophagy-related genes,^28^^,^^29^ such as activating trasncription factor 3 (ATF3), PPP1R15A, and Tribbles pseudokinase 3 (TRIB3).^30^

Because of the importance of the ISR in mammalian cells, many cell types and diseases can be affected by this process. Several studies have suggested that the ISR functions in cognitive and neurodegenerative disorders,^31^^,^^32^^,^^33^ metabolic disorders,^34^^,^^35^ and cancers.^36^^,^^37^ Previous studies have found that the influence of the ISR on cancers can be dual because the induced hypoxia can either induce tumor apoptosis or promote the growth of tumor cells that tolerate hypoxia.^38^^,^^39^ In addition, the ISR also has a significant influence on mammalian immunity. Studies have shown that the ISR can affect the innate immune response^40^^,^^41^ and the secretion of some kinds of cytokines, including interleukin-1β (IL1β) and interleukin-6 (IL6).^42^^,^^43^ These influences may be highly dependent on the phosphorylation and dephosphorylation of the eIF2 complex,^44^ especially the eIF2α subunit. On the other hand, the activation of ATF4 is also important in immune-related processes.^45^

Because of the key roles of the ISR in cancer and immunity, we decided to investigate the relationship between the ISR and antitumor immune activities. The dephosphorylation of eIF2α is performed by the combined influence of the PPP1R15A-PP1c complex and PPP1R15B-PP1c complex. However, PPP1R15B functions in a steady and constitutive way,^46^ while PPP1R15A is part of a feedback mechanism that antagonizes the relative strength of ISR activation.^25^ Therefore, the selective suppression of the function of PPP1R15A could be safer,^47^ and selective inhibitors of PPP1R15A are better regulators of the ISR process in cells.

Based on these facts, we chose a selective inhibitor of PPP1R15A, Sephin1, to conduct our experiments. Sephin1 can selectively bind to PPP1R15A, thus inhibiting the formation of the PPP1R15A-PP1c complex without affecting the function of PPP1R15B, which makes it safer for use in animals.^48^ Because of its effect to PPP1R15A and ISR, Sephin1 is now used as a potential treatment in neuron-, motor-, and proteostasis-related diseases.^48^^,^^49^^,^^50^ In this study, we used Sephin1 as an inhibitor of PPP1R15A to explore the effect of Sephin1 on the TIME, especially the impact on antitumor immune cells. We performed both *in vivo* and *in vitro* experiments and studied two different cell lines, B16F1 and 4T1. By single-cell sequencing of C57BL/6 mice implanted with B16F1 cells, we found that the influence of Sephin1 on the mouse tumor microenvironment was complicated and that an immunosuppressive effect impacted multiple immune cell types. The protumorigenic effect of Sephin1 was also verified in BALB/c mice implanted with 4T1 cells. In addition, *in vitro* experiments proved the suppressive effect of Sephin1 on mouse Cd8+ T cells. These results all indicate that Sephin1 can suppress antitumor immune activities in different tumor types, which implies that PPP1R15A has potential as a target in tumor immunotherapy.

## Results

### Sephin1 accelerates tumor progression with ISR activation and immune response suppression

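Single-cell RNA sequencing covered 12 libraries from male C57BL/6 mice. PBMCs of day 0, PBMCs of day 15 and immune cells of B16F1 tumors of day 15 were each taken from 2 mice of the normal group and 2 mice of the Sephin1 group. By the methods, blood and tumors of day 15 come from the same mice, and which of them pair up is not stated. B16F1 is a mouse melanoma cell line, and Sephin1 inhibits PPP1R15A, a subunit of the phosphatase that restores eIF2α after stress. Libraries were made with the 5′ droplet chemistry of 10X Genomics. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with CellRanger. The deposited values are these raw counts, with mouse genes listed by Ensembl identifier and symbol. The files name no genome build, so that no coordinates are given. Cells with more than 100 and fewer than 4000 genes were kept, as the methods state. The paper's text gives no number for its limit on mitochondrial reads, and cells with less than 10% mitochondrial UMIs were kept here. Barcodes with more than 50% haemoglobin UMIs were left out as red blood cells. Counts were scaled to 10000 per cell, and 30 principal components of 2000 variable genes were clustered with the Leiden method at resolution 2, without integration across libraries. Cell types were named from marker genes. Shares of cells were compared with edgeR's quasi-likelihood test on the number of cells per type and library, with Benjamini-Hochberg adjustment over the types of a sample type. Expression was compared with the same test on UMI counts summed per library and cell type, because cells of the same mouse are not replicates. An exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.33, so that it cannot reach 0.05 at any difference.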

Three types of samples including peripheral blood mononuclear cells (PBMCs) harvested on day 0 (the day of tumor cell injection) and day 15 (15 days after tumor cell injection) and immune cells isolated from tumor tissues harvested on day 15 were collected for single-cell sequencing (Figure 1A). Tumor growth curves showed that the tumor growth rate in the Sephin1 group was significantly higher than that in the normal group (Figure 1B). Tumor tissues taken from both groups on day 15 demonstrated that the tumor volume and weight in the Sephin1 group were also significantly higher than those in the normal group (Figures 1C and 1E). Apart from these findings, we repeated the *in vivo* Sephin1 experimental procedure with female BALB/c mice implanted with the mouse triple-negative breast cancer cell line 4T1. The tumor growth rate of 4T1 cells in the Sephin1 group was also higher than that in the normal group, indicating that the suppressive effect of Sephin1 on antitumor immunity may be common among different tumor types. However, the result was not as significant as that for the B16F1 cell line in male C57BL/6 mice (Figure S10C), implying that the mechanism underlying the difference between the two cell lines needs to be further explored.

**Figure 1:**
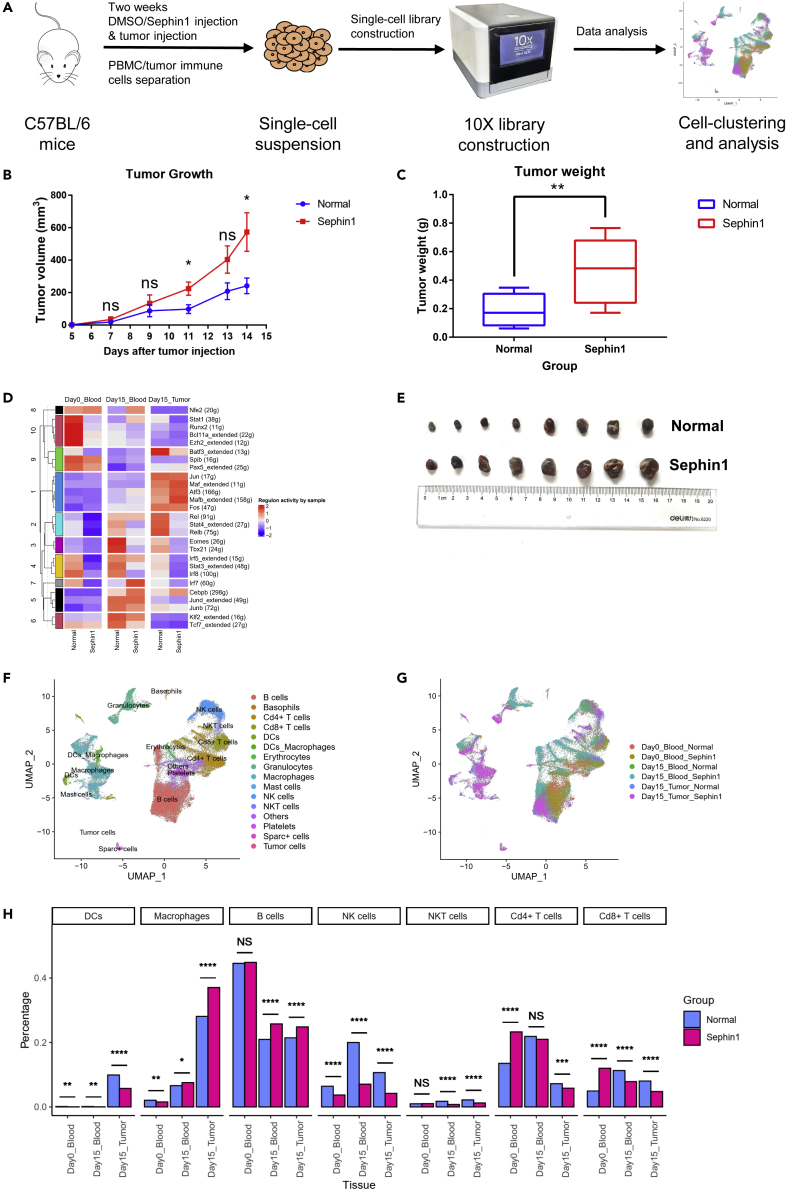
Differences in tumor development and regulon activities and cell distribution between the normal and Sephin1 groups (A) Overall experimental design. Mice were first separated into the normal group and Sephin1 group and injected with solvent or Sephin1 for two weeks. Then, B16F1 cells were injected. PBMCs were collected on days 0 and 15 after tumor injection, and immune cells were isolated from tumor tissues on day 15 and subjected to single-cell sequencing. (B) Tumor growth curves of the normal group and Sephin1 group (n = 8). The tumor volume in the Sephin1 group was significantly higher than that in the normal group. Multiple t tests were used without adjustments, and each row was analyzed individually. Bars: mean; error bars: SEM; ∗: p < 0.05. (C) Tumor weights of the two groups (n = 8) on day 15. The tumor weight of the Sephin1 group was significantly higher. Unpaired, two-tailed t test was used. Bars: mean; error bars: SEM; ∗∗: p < 0.01. (D) SCENIC analysis based on the single-cell sequencing data for different samples. The Atf3 regulon had higher activity in the Sephin1 group in all three sample types. The number of genes in each regulon is shown in brackets. (E) Tumor images from the normal (top) and Sephin1 (bottom) groups. (F) Cell type annotation of all 12 samples. Sixteen cell types were identified. (G) Cell distribution of all 6 sample types (2 samples of each type). (H) Distribution of major cell types in different sample types. Day 0_Blood—PBMCs in blood samples collected on day 0. Day 15_Blood—PBMCs in blood samples collected on day 15. Day 15_Tumor—Cd45 + immune cells in tumor tissues collected on day 15. Chi-squared test was used to evaluate the distribution of normal/Sephin1 groups. ∗: p < 0.05; ∗∗: p < 0.01; ∗∗∗: p < 0.001; ∗∗∗∗: p < 0.0001.

Raw single-cell sequencing data were first analyzed using CellRanger software developed by 10X Genomics and then merged, filtered, and clustered with Seurat. 

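The deposited matrices held 114347 barcodes over the 12 libraries, from 1521 to 29622 per library. Of these, 60241 were kept. Red blood cells took most of the barcodes that were left out in the day 15 blood libraries, with 4195 and 9967 barcodes in the normal group and 7751 and 21307 in the Sephin1 group. The median of detected genes per kept cell was 670 to 1011 in day 0 blood, 727 to 932 in day 15 blood and 1114 to 1694 in tumor. Median UMIs per kept cell ran from 1351 to 2362 in blood and from 2916 to 4615 in tumor. In day 0 blood both Sephin1 libraries were deeper than both normal libraries, with medians of 1715 and 2362 UMIs against 1404 and 1351.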

After quality control, 68,531 cells from 12 samples were included (Table S1). 

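By group, 8967 kept cells came from day 0 blood of the normal group and 13390 from that of the Sephin1 group. Day 15 blood gave 4844 and 13724 cells, and tumor gave 5723 and 13593 cells, in the same order. The paper's reported number over all libraries is 68531, from the same barcodes with its own limits. The smallest library was normal replicate 2 of the tumor samples with 1295 cells, and the largest was Sephin1 replicate 1 of the tumor samples with 7948 cells.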

The 12 samples were analyzed by sample type, and the samples included the normal and Sephin1 samples of blood collected on day 0 and day 15 and tumor immune cell samples collected on day 15, for a total of 6 sample types. Single-cell regulatory network inference and clustering (SCENIC) analysis was performed and used to compare the samples to analyze regulon activity. A regulon is a coexpression module with significant motif enrichment of a certain upstream regulator, and higher regulon activity reveals higher *cis*-regulatory activity.^51^ Twenty-seven regulons were identified in all six sample types, and the regulons were separated into 10 clusters by K-means based on their activity profiles (Figure 1D). 

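Regulon activity was not computed here, and the values are mRNA levels in all kept cells summed per library. Fold changes are Sephin1 against normal. Atf3 (ENSMUSG00000026628) had a log2 fold change of 1.19 (standard error 0.28, edgeR adjusted p = 0.227) in day 0 blood, -0.26 (standard error 0.26, edgeR adjusted p = 0.548) in day 15 blood and 0.30 (standard error 0.26, edgeR adjusted p = 0.703) in tumor. For Atf4 (ENSMUSG00000042406), the values were -0.10 (standard error 0.19, edgeR adjusted p = 0.909), -0.28 (standard error 0.19, edgeR adjusted p = 0.383) and 0.37 (standard error 0.19, edgeR adjusted p = 0.489). The Sephin1 target, Ppp1r15a (ENSMUSG00000040435), changed by 0.29 (standard error 0.15, edgeR adjusted p = 0.586), -0.04 (standard error 0.15, edgeR adjusted p = 0.903) and 0.37 (standard error 0.15, edgeR adjusted p = 0.399). In tumor it was 224 ± 30.0 CPM (counts scaled to a common library total; SD, n = 2) in the normal group and 289 ± 0.973 in the Sephin1 group. Of 6 ISR genes (Atf4, Atf3, Ddit3, Ppp1r15a, Ppp1r15b and Trib3), 0, 0 and 0 had an adjusted p under 0.05 over all genes in day 0 blood, day 15 blood and tumor, and 1, 0 and 3 had an unadjusted p under 0.05. Adjusted over the list alone, the counts were 1, 0 and 2. They were Atf3 in day 0 blood, and Trib3 (ENSMUSG00000032715) and Ddit3 (ENSMUSG00000025408) in tumor, the latter pair named after the values were seen, with log2 fold changes of 1.63 and 0.52 (edgeR p adjusted over the list 0.00376 and 0.0283). As a set, 6 of 6 ISR genes were higher in Sephin1 tumors (median log2 fold change 0.37, limma camera adjusted p = 0.00482 with a preset correlation). The set's value was 0.11 in day 0 blood (limma camera adjusted p = 0.106) and -0.06 in day 15 blood (limma camera adjusted p = 0.889). The adjusted p in tumor was 0.566 with the correlation estimated from the fit, the alternative that moved it most, and 0.145 with fry. No set with a limma camera adjusted p under 0.05, in any cell type or sample type, kept it under fry or the estimated correlation.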

The Atf3 regulon, which includes genes involved in the ISR, such as Atf4 and Atf3, and related regulatory genes, had higher activity levels in the Sephin1 group blood samples collected on day 0 and day 15 and tumor samples collected on day 15. 

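The mRNAs of the transcription factors were taken from the same sums. Jun (ENSMUSG00000052684) had a log2 fold change of 0.44 (standard error 0.20, edgeR adjusted p = 0.532) in day 0 blood, -0.14 in day 15 blood and 0.24 in tumor. For Fos (ENSMUSG00000021250) the change was 1.02 (standard error 0.28, edgeR adjusted p = 0.340) in day 0 blood, -0.03 in day 15 blood and 0.10 in tumor. Maf (ENSMUSG00000055435) fell by 1.01 in day 15 blood (edgeR adjusted p = 0.0594) and changed by -0.35 in day 0 blood and -0.08 in tumor. Libraries differ in their share of macrophages, so that a sum over all cells moves with composition as well as with expression per cell. None of the regulon factors on the list had an adjusted p under 0.05 over all genes in the 3 sample types. At an unadjusted p under 0.05 there were 3 in day 0 blood, 2 in day 15 blood and 2 in tumor. Adjusted over the list alone the counts were 2, 1 and 1.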

Regulons in the same cluster as Atf3, including Jun, Maf_extended, Mafb_extended, and Fos regulons, had activity profiles same as to that of the Atf3 regulon. However, regulons related to immune cell activities and differentiation, such as Stat1-, Stat3-, and Stat4-related regulons, were downregulated in the Sephin1 group. In addition, regulon specificity score (RSS) analysis also indicated that the Atf3 regulon was the most specific regulon in the day 15 tumor samples (Figure S1B).

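Stat4 (ENSMUSG00000062939) mRNA was lower in both Sephin1 tumors than in both normal tumors, with a log2 fold change of -1.09 (standard error 0.18, edgeR adjusted p = 0.237), and its p adjusted over the list alone was 8.6e-04. It was 92.1 ± 5.98 CPM (SD, n = 2) in the normal group and 43.3 ± 4.78 in the Sephin1 group. These sums over all kept cells move with composition, and the share of NK cells was lower in both Sephin1 tumors. The fall thus cannot be assigned to expression per cell. In day 15 blood Stat4 fell by 0.54 (edgeR adjusted p = 0.0929), and in day 0 blood its log2 fold change was -0.04. For Stat3 (ENSMUSG00000004040), the changes were -0.26 in tumor, 0.05 in day 0 blood and 0.41 in day 15 blood.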

### Sephin1 causes suppression of antitumor immunity mediated by multiple immune cell types

To further explore the modulatory effect of Sephin1 on the immune microenvironment, we analyzed the compositional changes in the broad categories of immune cells in the peripheral blood and tumors. Cells from all 12 samples were first separated into 6 sample types (Figures 1G and S1C) and then preprocessed, integrated, and clustered with Seurat, and a total of 58 clusters were identified (Figure S1A). These clusters were classified as different cell types based on classic cell markers, and all cells were separated into 16 types, including 5 lymphocyte cell types (NK cells, natural killer T (NKT) cells, Cd8+ T cells, Cd4+ T cells, and B cells) and 6 myeloid cell types (Basophils, Granulocytes, DCs_Macrophages, Macrophages, DCs, and Mast cells; Figure 1F). 

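The 60241 kept cells formed 50 Leiden clusters at resolution 2. There were 38 clusters at resolution 1 and 59 at resolution 3, so that the number of clusters follows this setting.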

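Clusters were named where at least 3 marker genes of a type stood out, and T and NK cells were clustered again to part them. B cells were the largest type with 18990 cells, followed by Cd4+ T cells with 8529 cells and macrophages (monocytes included) with 8177 cells. There were 4730 Cd8+ T cells, 4103 NK cells, 1831 DCs, 4207 granulocytes and 481 NKT cells. Fscn1+ cells, which carry Ccr7 and Ccl22 as migratory DCs also do, were kept as a type of their own with 870 cells. The 1848 remaining T cells fell in clusters that showed neither Cd4 nor Cd8 clearly. Clusters without a clear name held 17.9% ± 12.3 (SD, n = 2) of the cells in day 15 blood of the Sephin1 group and 6.36% ± 1.43 in that of the normal group, a limit on the shares of the other types there. In the tumor libraries such clusters held 1.06% and 1.06%.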

The marker gene expression profiles of different cell types are also shown (Figure S2A). 

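Without integration across libraries, 10 of the 50 clusters took more than 50% of their cells from 1 library, and 0 took more than 90%. The largest contribution of a library to a cluster had a median of 35.7%. The labels and the paper's text name no sequencing batch, so that no shares could be recomputed within batches.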

In the Uniform Manifold Approximation and Projection (UMAP) graph grouped by sample (Figure 1G), we saw that the clustering between samples did not have a significant batch effect, which demonstrated that the sequencing data were comparable among different samples. The percentages of different cell types were calculated and analyzed (Figures 1H and S2B), and different samples showed different cell type distribution profiles. 

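As a share of all kept cells of a tumor library, Cd8+ T cells made up 9.08% ± 4.85 (SD, n = 2) in the normal group and 4.04% ± 2.43 (SD, n = 2) in the Sephin1 group (log2 fold change -1.16, edgeR adjusted p = 0.285), and the libraries of the groups overlapped. Leaving out a library moved this fold change most, from -1.96 without Sephin1 replicate 1 to -0.48 without normal replicate 2. A mitochondrial limit of 5% moved it to -1.09. NK cells made up 9.78% and 19.3% in the normal libraries and 5.16% and 3.74% in the Sephin1 libraries of tumor samples, a log2 fold change of -1.70 with an edgeR adjusted p of 0.0748. For NKT cells the shares were 2.48% ± 1.08 (SD, n = 2) and 1.33% ± 0.0553 (SD, n = 2) (log2 fold change -0.87, edgeR adjusted p = 0.433), and for DCs they were 13.4% ± 4.15 (SD, n = 2) and 6.93% ± 0.0689 (SD, n = 2) (log2 fold change -0.95, edgeR adjusted p = 0.388). In each of NK cells, NKT cells and DCs, both Sephin1 tumors lay below both normal tumors, the most extreme outcome that 2 libraries against 2 allow (exact permutation p = 0.33). In day 15 blood NK cells fell from 20.0% ± 11.2 (SD, n = 2) to 5.19% ± 1.48 (SD, n = 2) (log2 fold change -1.95, edgeR adjusted p = 0.0260), and both Sephin1 libraries lay below both normal libraries. This adjusted p was no longer under 0.05 when barcodes with more than 20% haemoglobin UMIs were left out (log2 fold change -1.68) or when only the 4 libraries of this sample type were fitted. It was 0.0751 (edgeR) without the T and NK subclusters led by genes of another cell type, an alternative chosen after the data had been seen. Without normal replicate 1 the log2 fold change was -1.22. Cd8+ T cells of day 15 blood made up 11.2% ± 0.853 (SD, n = 2) in the normal group and 6.35% ± 0.489 (SD, n = 2) in the Sephin1 group (log2 fold change -0.83, edgeR adjusted p = 0.447), and those of day 0 blood 6.04% ± 1.13 (SD, n = 2) and 13.3% ± 1.03 (SD, n = 2) (log2 fold change 1.14, edgeR adjusted p = 0.272). In that alternative the fold change of Cd8+ T cells reversed to 2.07 in day 15 blood (edgeR adjusted p = 0.0995), with shares of 0.373% and 0.453% against 3.08% and 0.406%. NK cells of day 0 blood had a log2 fold change of -0.88 (edgeR adjusted p = 0.351), and NKT cells of day 15 blood -1.13 (edgeR adjusted p = 0.272). 

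**Figure D1:**
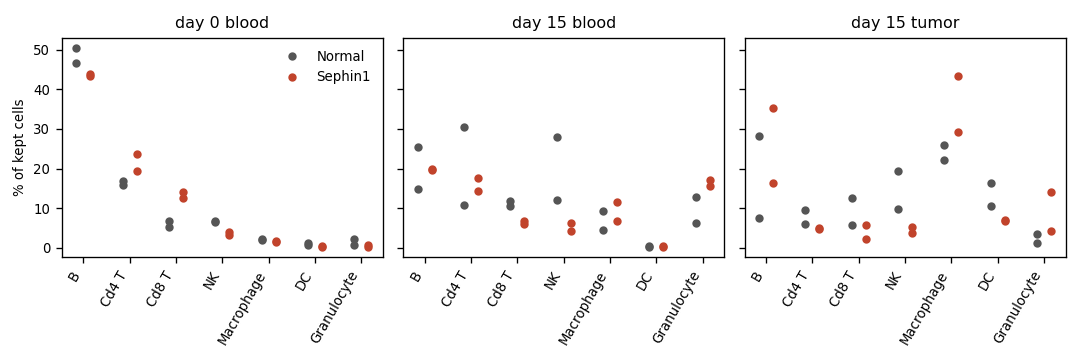
Share of kept cells (%) of 7 cell types in each library, by sample type. Each point is 1 library, with normal libraries in grey and Sephin1 libraries in red. NK cells of day 15 blood lie at 4.14% and 6.24% in the Sephin1 libraries, below the normal libraries.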

The cell types related to antitumor immune activities were more likely to be reduced in the Sephin1 group, especially in the tumor microenvironment on day 15, including Cd8+ T cells, NKT cells, NK cells, and DCs. However, the distribution of macrophages was more likely to be enriched in the Sephin1 group. 

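Macrophages made up 26.1% and 22.2% in the normal libraries and 29.3% and 43.4% in the Sephin1 libraries of the cells in tumor, a log2 fold change of 0.59 (edgeR adjusted p = 0.555). Counting Fscn1+ cells as macrophages, as the paper does, gave 0.46. In day 15 blood the shares were 6.94% ± 3.30 (SD, n = 2) and 9.17% ± 3.44 (SD, n = 2) (log2 fold change 0.40, edgeR adjusted p = 0.644). That direction reversed to -0.98 when subclusters led by genes of platelets, red blood cells, granulocytes, B cells or T cells were left out, a setting chosen after the data were seen. In day 0 blood the log2 fold change was -0.40 (edgeR adjusted p = 0.728). Granulocytes made up 3.57% and 1.16% in the normal libraries and 4.38% and 14.2% in the Sephin1 libraries of the cells in tumor (log2 fold change 1.93, edgeR adjusted p = 0.0748). From the lower shares of NK cells, NKT cells, Cd8+ T cells and DCs in tumors, the paper states that cell types of antitumor immunity were more likely to be reduced in the Sephin1 group.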

Subtype analysis was further performed on these important immune cell types.

Gene set variation analysis (GSVA) was also performed to compare the different sample types (Figure S1D). In the tumor samples, genes expression level related to the melanin biosynthetic process, the cellular response to amino acid stimulus and adenosine triphosphate (ATP) hydrolysis-coupled proton transport was upregulated in the Sephin1 group, which indicated higher ISR levels.

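The set scores of the paper were not recomputed, and lists of genes were tested on the sums over all kept cells. Of 7 melanin genes (Tyr, Tyrp1, Dct, Pmel, Mlana, Oca2 and Slc45a2), 6 passed the filter on low counts in tumor and 6 were higher in the Sephin1 group (median log2 fold change 1.41, limma camera adjusted p = 1.7e-04). None had an adjusted p under 0.05 over all genes, 5 had an unadjusted p under 0.05, and 3 had a p under 0.05 adjusted over the list alone. Immune cells make no melanin, and the same genes were read in B cells of the same libraries, where 4 of 4 were higher (median log2 fold change 1.41, limma camera adjusted p = 4.6e-04). The B cells of normal replicate 2 held 3 UMIs of the melanin genes together, against 87 in normal replicate 1 and 304 and 68 in the Sephin1 libraries. In macrophages 2 of the genes could be tested, with a median log2 fold change of -0.35, and in Cd8+ T cells, Cd4+ T cells, NK cells and DCs none passed the filter. All melanin genes together had 9.36 and 48.7 CPM in macrophages of the normal and 22.7 and 19.7 CPM in those of the Sephin1 libraries, so that the groups overlapped. An unnamed cluster that carries these genes and T cell markers held 34 and 11 cells of the normal and 60 and 27 of the Sephin1 tumors and is part of the sums. Without it the genes together went from 59.9 and 34.0 to 10.4 and 21.5 CPM in the normal libraries, and from 132 and 68.5 to 28.1 and 23.3 CPM in the Sephin1 libraries. Of 17 genes of the vacuolar proton pump (V-ATPase), 14 were higher in Sephin1 tumors (median log2 fold change 0.45, limma camera adjusted p = 4.3e-04). Over all genes the median log2 fold change in these sums was 0.06. The share of macrophages was higher in both Sephin1 tumors than in both normal tumors, so that the sums mix composition and expression per cell. Genes of the response to amino acids were not analysed here. The paper states that the terms were upregulated in tumors of the Sephin1 group and takes this as a sign of higher ISR levels.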

### Sephin1 can lead to a significant reduction in antitumor lymphocytes

Considering the functional diversity of immune cells, we wondered which lymphocyte type plays the most crucial role in Sephin1-induced immunosuppression. We focused on several key antitumor immune cell types and analyzed their transcriptional profiles. 

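B cells made up 48.5% ± 2.82 (SD, n = 2) of day 0 blood in the normal group and 43.6% ± 0.481 (SD, n = 2) in the Sephin1 group (log2 fold change -0.15, edgeR adjusted p = 0.809). In day 15 blood the shares were 20.2% ± 7.54 (SD, n = 2) and 19.8% ± 0.0873 (SD, n = 2) (log2 fold change -0.03, edgeR adjusted p = 0.963), and the sign of this change depended on the processing. In tumor they were 28.2% and 7.57% in the normal libraries and 35.2% and 16.3% in the Sephin1 libraries (log2 fold change 0.52, edgeR adjusted p = 0.629), and the replicates of a group lay further apart than the group means. Within B cells, 11, 30 and 1 genes had an edgeR adjusted p under 0.05 in day 0 blood, day 15 blood and tumor, of 9666 genes tested. In day 0 blood the largest rises among those with separated libraries were Fos, Dusp1 (ENSMUSG00000024190) and Gm26532 (ENSMUSG00000097296), with log2 fold changes of 1.32, 1.46 and 1.57. The largest falls were the interferon-induced Ifit3 (ENSMUSG00000074896) with -2.53 (standard error 0.37, edgeR adjusted p = 0.0105), Oas3 (ENSMUSG00000032661) with -2.46 and Mx1 (ENSMUSG00000000386) with -2.44. In tumor the gene with an adjusted p under 0.05 was Serpina3g (ENSMUSG00000041481), with a log2 fold change of -1.51 (standard error 0.22, edgeR adjusted p = 0.0340).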

B cells showed a similar distribution and expression patterns between the normal and Sephin1 groups and thus were excluded from further analysis. The remaining four lymphocyte cell types were further annotated as 8 subtypes. In contrast to NK cells and NKT cells, Cd4+ T cells were annotated into three subgroups: effector T cells, regulatory T cells, and naive T cells. In addition, Cd8+ T cells were annotated into three subgroups: exhausted T cells, cytotoxic T cells, and naive T cells (Figure 2A). Different markers were used for cell annotation (Figure 2B). Compared with the blood samples collected on day 0, the blood and tumor samples collected on day 15 showed more remarkable alterations in immune cell compositions induced by Sephin1 (Figure 2C). 

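The difference between sample types was tested directly for each cell type. For Cd8+ T cells the Sephin1 effect on the log2 share in tumor less that in day 0 blood was -2.29 (edgeR interaction test, adjusted p = 0.0531). For day 15 blood less day 0 blood it was -1.96 (edgeR adjusted p = 0.104). Among the cell types of the broad classes, the number with an edgeR adjusted p under 0.05 was 1 in day 0 blood (Fscn1+ cells, 12 cells against 1), 2 in day 15 blood (NK cells and platelets) and 0 in tumor, where 2 had an unadjusted p under 0.05. The platelet share of day 15 blood rested on 1 library, Sephin1 replicate 1 with 8.30%, against 0.241% in Sephin1 replicate 2. Without Sephin1 replicate 1 its log2 fold change went from 4.09 to -0.04.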

The percentages of NK cells, NKT cells, exhausted Cd8+ T cells, and cytotoxic Cd8+ T cells were all reduced significantly in the blood and tumor samples collected on day 15 from the Sephin1 group. However, the change was not significant in the day 0 blood samples. 

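T and NK subtypes were named from markers after a further clustering, and shares are of all kept cells. A cytotoxic Cd8+ subcluster of 181 cells and an NKT subcluster of 177 cells were led by genes of red blood cells and were kept. Of the former, 30.9% came from normal replicate 1 of day 15 blood, and of the latter 33.3% from Sephin1 replicate 2 of that blood. Leaving out subclusters led by genes of another cell type was an alternative chosen after the data had been seen. In it, all Cd8+ T cells of each normal day 15 blood library together lay below its cytotoxic share here. The fall given next for day 15 blood thus rests on such subclusters. Cytotoxic Cd8+ T cells of day 15 blood fell from 1.80% ± 0.797 (SD, n = 2) to 0.410% ± 0.192 (SD, n = 2) (log2 fold change -2.12, edgeR adjusted p = 0.0773), and in tumor their shares were 1.11% and 6.18% in the normal libraries and 2.38% and 0.868% in the Sephin1 libraries (log2 fold change -1.13, edgeR adjusted p = 0.339). Sephin1 replicate 1 lay between the normal tumor libraries, so that this difference was within the replicate spread. Exhausted Cd8+ T cells of tumor were 1.81% and 4.48% in the normal libraries and 1.22% and 0.266% in the Sephin1 libraries (log2 fold change -2.04, edgeR adjusted p = 0.131), with both Sephin1 libraries below both normal libraries. They were too rare in blood to be tested. With Cd8+ T cells gated by a UMI of Cd8a or Cd8b1 and none of Cd4, the alternative for the parent type, the log2 fold change of all Cd8+ T cells in tumor was -1.18.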

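In day 0 blood, cytotoxic Cd8+ T cells made up 0.146% ± 0.0944 (SD, n = 2) in the normal group and 0.0912% ± 0.0170 (SD, n = 2) in the Sephin1 group (log2 fold change -0.71, edgeR adjusted p = 0.715).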

The percentage of naive_Cd8+ T cells was slightly reduced in day 15 samples but increased in day 0 samples. 

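Naive Cd8+ T cells made up 5.90% ± 1.04 (SD, n = 2) of day 0 blood in the normal group and 13.2% ± 1.02 (SD, n = 2) in the Sephin1 group (log2 fold change 1.16, edgeR adjusted p = 0.299). In day 15 blood the shares were 9.41% ± 1.65 (SD, n = 2) and 5.91% ± 0.645 (SD, n = 2) (log2 fold change -0.67, edgeR adjusted p = 0.348), and in tumor 2.29% ± 0.622 (SD, n = 2) and 1.68% ± 0.691 (SD, n = 2) (log2 fold change -0.46, edgeR adjusted p = 0.611). Part of these cells in day 0 blood lie in subclusters led by genes of platelets or red blood cells. In day 15 blood most of them do, and nearly all in the normal libraries. Such subclusters were kept because they carry Cd3e and Cd8. One led by platelet genes has 663 cells, 45.7% of them from Sephin1 replicate 1 of day 0 blood. Without such subclusters, an alternative chosen after the data had been seen, the log2 fold changes were 1.16 in day 0 blood (edgeR adjusted p = 0.446), 2.26 in day 15 blood (edgeR adjusted p = 0.0421), a reversal, and -0.47 in tumor. The rise in day 15 blood then rests on Sephin1 replicate 1, with 3.00% against 0.406% in replicate 2 and 0.290% and 0.412% in the normal libraries.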

The number of regulatory T cells was slightly increased in day 15 samples but not as high as in day 0 samples. 

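Regulatory T cells rose from 0.266% ± 0.116 (SD, n = 2) to 0.715% ± 0.0594 (SD, n = 2) in day 0 blood (log2 fold change 1.40, edgeR adjusted p = 0.299) and from 0.289% ± 0.00135 (SD, n = 2) to 0.568% ± 0.480 (SD, n = 2) in day 15 blood (log2 fold change 0.96, edgeR adjusted p = 0.348). In tumor they were 1.92% ± 1.66 (SD, n = 2) in the normal group and 1.42% ± 0.150 (SD, n = 2) in the Sephin1 group (log2 fold change -0.38, edgeR adjusted p = 0.619). For scale, 25 regulatory T cells were counted in day 0 blood and 14 in day 15 blood of the normal group.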

Fluorescence-activated cell sorting (FACS) was used to verify these results, and the percentage of antitumor-related immune cell types in all immune cells was calculated and compared between the normal and Sephin1 group in the tumor microenvironment. The percentages of Cd4+ and Cd8+ T cells, NK cells, and active Cd8+ T cells were all significantly downregulated in the Sephin1 group, while the regular Cd4+ T cells and exhausted Cd8+ T cells did not vary significantly between the two groups (Figures 2D and S4A–S4G). We observed that in the FACS analysis results, the percentages of exhausted and activated Cd8+ T cells and NK cells were significantly reduced, but the percentage of regulatory T cells was increased.

**Figure 2:**
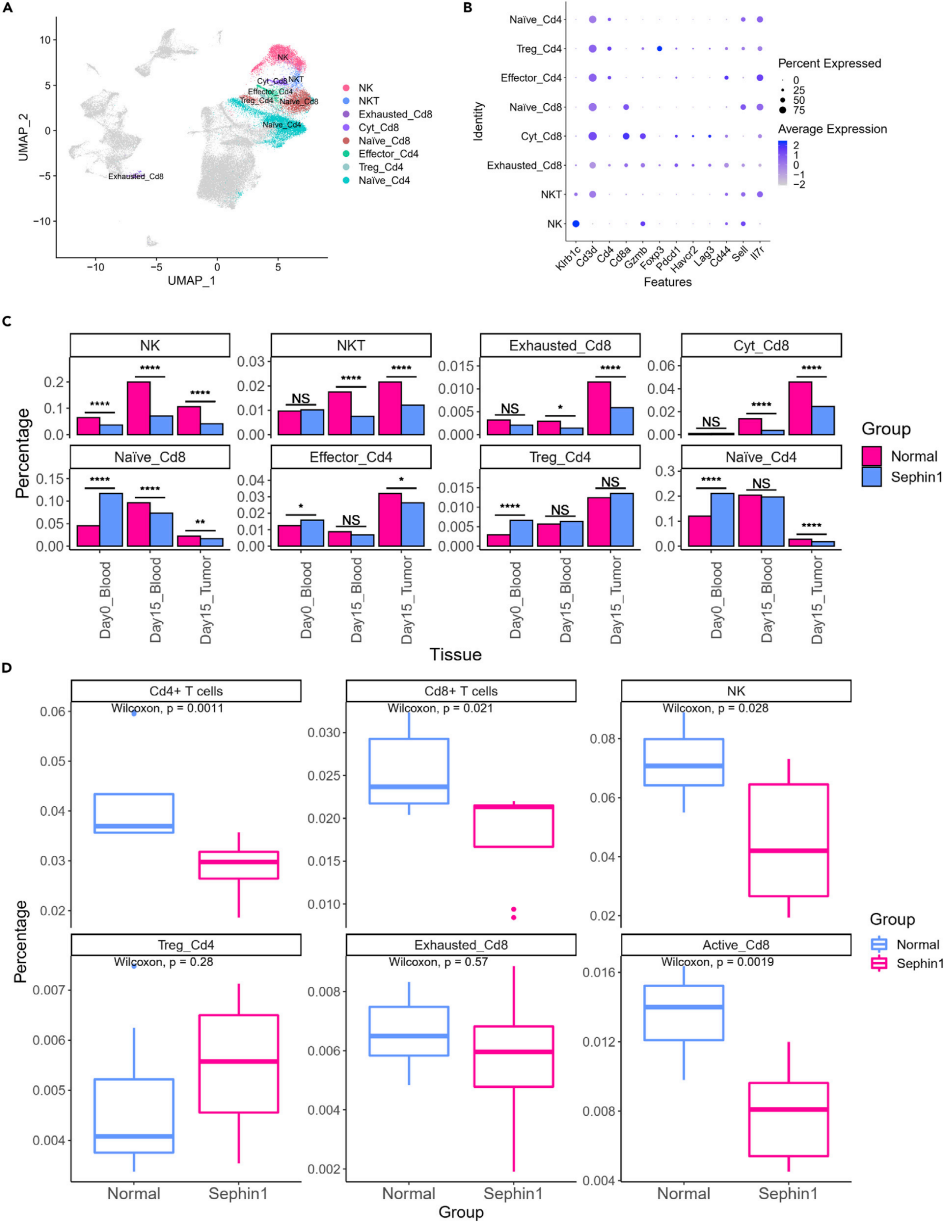
Cell distribution of lymphocytes in different sample types (A) A UMAP plot showing the detailed cell type annotation of lymphocytes NK—NK cells. NKT—NKT cells. Exhausted_Cd8—exhausted Cd8+ T cells. Cyt_Cd8—cytotoxic Cd8+ T cells. Naive_Cd8—naive Cd8+ T cells. Effector_Cd4—effector Cd4+ T cells. Treg_Cd4—regulatory T cells. Naive_Cd4—naive Cd4+ T cells. (B) Gene markers of different types of lymphocytes. Klrb1c—NK cells. Cd3d—T cells. Cd4—Cd4+ T cells. Cd8a—Cd8+ T cells. Gzmb—cytotoxic T cells. Foxp3—regulatory T cells. Pdcd1, Havcr2, Lag3—exhausted T cells. Cd44-Sell(Cd62L)+--naïve T cells. Cd44 + Sell(Cd62L)---effector T cells. (C) Distribution of lymphocyte types. The percentages of NK cells and exhausted Cd8+ T cells in the Sephin1 group were significantly reduced compared with those in the normal group. The percentages of NKT cells and cytotoxic Cd8+ T cells were significantly reduced in the blood and tumor tissue on day 15 but not in the blood on day 0. Chi-squared test was used to evaluate the distribution of normal/Sephin1 groups. ∗: p < 0.05; ∗∗: p < 0.01; ∗∗∗: p < 0.001; ∗∗∗∗: p < 0.0001. (D) Percentage changes of Cd4+ T cells, Cd8+ T cells, NK cells, regulatory T cells, exhausted Cd8+ T cells, and activated Cd8+ T cells in all immune cells determined by FACS (n = 8). Wilcoxon test was used in each cell type without adjustment, and p values were marked in the graph.

Apart from the composition change, Sephin1 also affected the expression levels in lymphocytes. 

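Genes were tested in each cell type with counts summed per library, over 7855 genes in Cd8+ T cells, 8816 in Cd4+ T cells and 7275 in NK cells. The threshold was an edgeR adjusted p under 0.05. In day 0 blood 0 genes passed in Cd8+ T cells, 0 in Cd4+ T cells and 0 in NK cells, and 388, 777 and 383 had an unadjusted p under 0.05. For day 15 blood 181 genes passed in Cd8+ T cells (111 higher and 70 lower with Sephin1), 33 in Cd4+ T cells (22 and 11) and 269 in NK cells (175 and 94). In tumor the numbers were 11, all lower, 1 and 9. Without a filter on low counts, the alternative that moved the tumor number of Cd8+ T cells most, 76 genes passed, 31 higher and 45 lower. With DESeq2 there were 18, 12 higher and 6 lower. Most Cd8+ T cells of normal day 15 blood lay in subclusters led by genes of another cell type, mostly platelets or red blood cells. In that blood a TCR contig was found for 16.3% and 22.2% of T cells in the normal and 86.6% and 50.4% in the Sephin1 libraries. Epithelial Psca was at 1206 and 676 CPM over all kept cells there, against 0 and 0.28 CPM. The calls of day 15 blood thus cannot be assigned to changes within these cell types. Several genes recurred in day 15 blood. Gm8797 (ENSMUSG00000103034) was higher in Cd4+ T cells (2.89), B cells (3.21) and macrophages (2.53), and as a predicted gene with copies elsewhere its reads are uncertain. Fosb (ENSMUSG00000003545) was lower in Cd8+ T cells (-2.81), Cd4+ T cells (-2.46), B cells (-1.87) and macrophages (-2.29). Cxcr4 (ENSMUSG00000045382) was lower in Cd4+ T cells (-2.24), NK cells (-1.81) and B cells (-1.80). Other large changes in day 15 blood were falls of Mir142hg (ENSMUSG00000084796) in Cd8+ T cells (-2.33) and Cd4+ T cells (-1.96) and of Rgs16 (ENSMUSG00000026475) in Cd8+ T cells (-6.48). Rises in Cd8+ T cells were largest for Ppbp (ENSMUSG00000029372, 5.01) and Alox12 (ENSMUSG00000000320, 4.56), which platelets express, and for Cd81 (ENSMUSG00000037706, 4.45). In Cd4+ T cells of tumor the gene that passed was Mt1 (ENSMUSG00000031765), with a log2 fold change of 2.53 (standard error 0.35, edgeR adjusted p = 0.0156).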

To determine the effect of Sephin1 on the expression patterns of different lymphocyte subtypes, we analyzed differential expression levels between the normal and Sephin1 groups. 

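With the settings of the text, all 11 genes that passed in tumor Cd8+ T cells were lower in the Sephin1 group, while without the filter and with DESeq2 genes passed in both directions. The largest falls with separated libraries were Tff1 (ENSMUSG00000024032) with a log2 fold change of -2.85 (standard error 0.49, edgeR adjusted p = 0.0230), Eno3 (ENSMUSG00000060600) with -2.60 (standard error 0.51, edgeR adjusted p = 0.0400) and Tnfrsf9 (ENSMUSG00000028965), the costimulatory receptor 4-1BB, with -2.33 (standard error 0.34, edgeR adjusted p = 0.00304). Tnfrsf9 was 211 ± 69.3 CPM (SD, n = 2) in the normal group and 36.0 ± 17.3 in the Sephin1 group. Cytotoxic genes moved less. Gzmb (ENSMUSG00000015437) changed by -0.26 (standard error 0.36, edgeR adjusted p = 0.847) and Gzmk (ENSMUSG00000042385) by 0.20 (standard error 0.29, edgeR adjusted p = 0.854). Normal tumor Cd8+ T cells held more exhausted cells, so that these sums mix composition and expression per cell.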

In Cd8+ T cells, we found that several important pathways related to antitumor immunity were significantly downregulated in the Sephin1 group (Figure 3A). The significantly downregulated pathways included cytokine-mediated signaling, cell surface receptor signaling, signal transduction, response to peptide hormone stimulus, positive regulation of calcium-mediated signaling, cell proliferation, G-protein-coupled receptor signaling, and the T cell receptor signaling pathway. 

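The paper's term lists were not recomputed. A list of genes of T cell receptor signalling had a median log2 fold change of -0.14 in tumor Cd8+ T cells, with 4 of 10 genes higher in the Sephin1 group (limma camera adjusted p = 0.680). This difference did not stand out from that of other genes.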

The downregulation of these pathways indicated that the function of Cd8+ T cells was suppressed significantly. The significantly upregulated pathways in the Sephin1 group included pathways related to translation, translational elongation, and cell division, which indicated the loss of feedback regulatory function in the translational process.

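Cytosolic ribosomal protein genes, which carry much of a translation term, were higher in tumor Cd8+ T cells of the Sephin1 group. Of these, 75 of 92 rose (median log2 fold change 0.37, limma camera adjusted p = 2.6e-09). The call did not hold with a correlation estimated from the fit (limma camera adjusted p = 0.582). Genes induced by tissue dissociation also had a positive median, 0.41 (7 of 8 higher, limma camera adjusted p = 0.0114). Cell division genes were not analysed here.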

**Figure 3:**
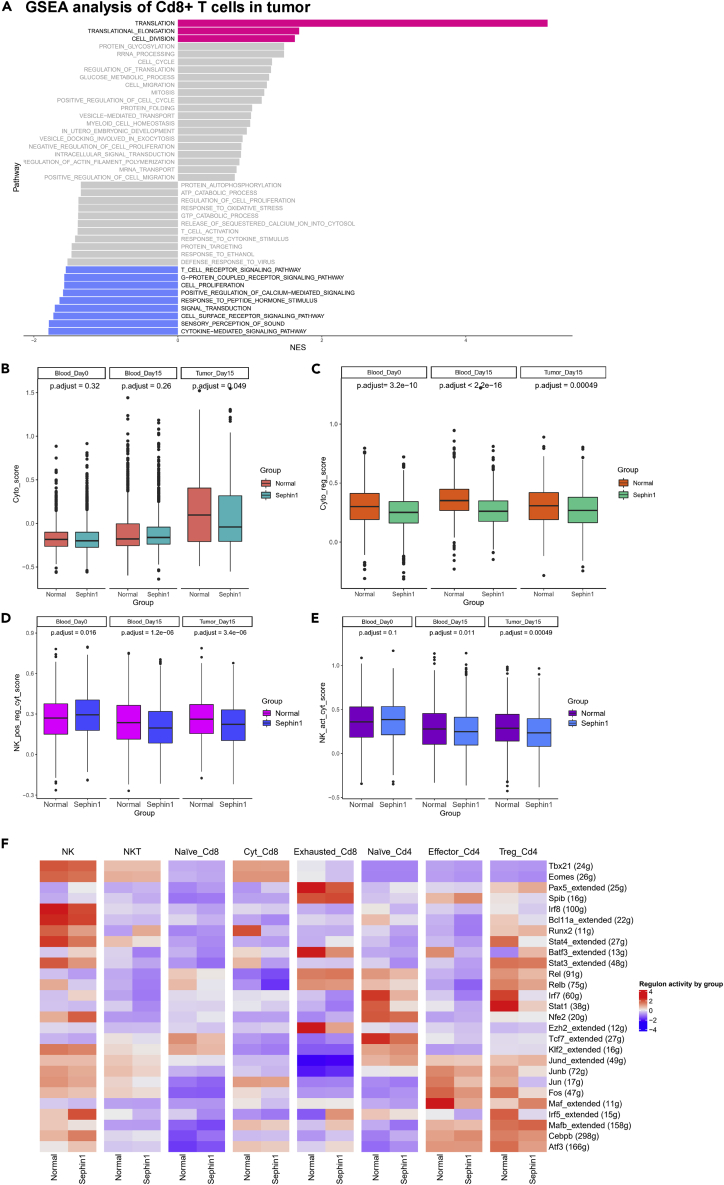
Changes in expression levels in Cd8+ T cells and NK cells (A) GSEA of Cd8+ T cells in tumor tissue. Right: pathways that were upregulated in the Sephin1 group. Left: pathways that were downregulated in the Sephin1 group. Pink/blue: significant up/downregulated pathways in the Sephin1 group. Gray: nonsignificant pathways in the Sephin1 group. (B) Expression scores for cytotoxicity-related genes in Cd8+ T cells. The expression score was significantly lower in the tumor tissue in the Sephin1 group. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (C) Expression scores for genes related to the positive regulation of Cd8+ cell cytotoxicity. Expression scores were significantly downregulated in the Sephin1 group in the blood samples collected on day 0 and day 15 and tumor tissues. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (D) Expression scores for genes related to the positive regulation of NK-cell activity. In the blood and tumor tissue samples collected on day 15, all the expression scores in the Sephin1 group were significantly lower than those in the normal group. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (E) Expression scores for genes related to NK-cell activity. For the blood and tumor tissue samples collected on day 15, the scores were significantly lower in the Sephin1 group. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (F) SCENIC analysis of different lymphocyte subtypes between normal and Sephin1 group. The activity of the Atf3 regulon was upregulated in exhausted Cd8+ T cells, cytotoxic Cd8+ T cells, NK cells, and NKT cells but downregulated in regulatory T cells.

To identify the specific pathways most affected by Sephin1, we calculated the expression score of Cd8+ T cells using the Seurat package AddModuleScore. Genes involved in T cell cytotoxicity and positive regulation of T cell cytotoxicity from Gene Ontology were analyzed. Genes involved in T cell cytotoxicity had significantly lower expression scores in the day 15 tumor microenvironment samples but not the day 0 or day 15 blood samples from the Sephin1 group (Figure 3B). However, the expression levels of genes related to the positive regulation of T cell cytotoxicity were significantly downregulated in all three sample types (Figure 3C). These results showed that the activity of Cd8+ T cells was inhibited by Sephin1, especially in the tumor microenvironment. 

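Scores of the paper's gene sets (Table S2) were computed per cell with the AddModuleScore method, with 24 expression bins and 100 control genes per gene, and averaged per library. They are log-scale values, compared as differences between library means. The T cell cytotoxicity score of tumor Cd8+ T cells was 0.182 ± 0.126 (SD, n = 2) in the normal group and 0.0945 ± 0.0969 in the Sephin1 group, a difference of -0.0876, and the libraries of the groups overlapped. With each cell thinned to 1000 UMIs the difference was -0.0503. For day 0 blood the score was -0.0703 ± 0.00189 (SD, n = 2) in the normal group and -0.0703 ± 0.00214 in the Sephin1 group, and in day 15 blood the difference was -0.0137. As a set in the summed counts, the 3 genes that passed the filter had a limma camera adjusted p of 0.148 in tumor.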

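The score for positive regulation of T cell cytotoxicity was 0.369 ± 0.0105 (SD, n = 2) in the normal group and 0.300 ± 0.0130 in the Sephin1 group for day 0 blood. For day 15 blood it was 0.428 ± 0.0206 (SD, n = 2) in the normal group and 0.323 ± 0.0385 in the Sephin1 group. In both sample types, each Sephin1 library lay below each normal library (exact permutation p = 0.33, the smallest possible). Most Cd8+ T cells of normal day 15 blood lie in subclusters led by genes of another cell type, a limit on the score there. In tumor the difference was -0.0632 and the libraries overlapped. Without Scrublet doublets it was -0.0633 and both Sephin1 libraries lay below both normal libraries, and after thinning to 1000 UMIs it was -0.0640 and they overlapped. The limma camera adjusted p of the set was 0.148 in day 0 blood, 0.432 in day 15 blood and 0.754 in tumor.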

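The number of Cd8+ T cells behind these means was 412 in normal tumors and 589 in Sephin1 tumors. From the lower scores, the paper concludes that the activity of Cd8+ T cells was inhibited by Sephin1, mainly in the tumor microenvironment.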

*In vitro* analysis of Cd8+ T cells comparing the control and Sephin1 groups also showed that the percentage of cells expressing interferon-gamma (IFN-γ) in the Sephin1 group was significantly lower than that in the control group, which indicated that the Sephin1 group had lower Cd8+ T cell activity *in vitro* (Figures S5A and S5B).

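In tumor NK cells, the score for positive regulation of NK-cell cytotoxicity was 0.0533 ± 0.0479 (SD, n = 2) in the normal group and -0.0109 ± 0.00470 in the Sephin1 group, with both Sephin1 libraries below both normal libraries. The score for NK-cell activity was -0.0666 ± 0.0225 (SD, n = 2) in the normal group and -0.119 ± 0.0128 in the Sephin1 group, with the same order of libraries. After thinning to 1000 UMIs per cell the activity difference was -0.0385 and the libraries overlapped. The difference for positive regulation was then -0.0488, and both Sephin1 libraries stayed below both normal libraries. In the summed counts the sets had limma camera adjusted p values of 0.148 and 0.977.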

The scores of genes related to NK-cell positive regulation (Figure 3D) and activity (Figure 3E) from Gene Ontology were also calculated, and they exhibited similar patterns. 

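In tumor NK cells 9 genes had an edgeR adjusted p under 0.05. The largest rises with separated libraries were Cxcl2 (ENSMUSG00000058427) with a log2 fold change of 4.19 (standard error 0.71, edgeR adjusted p = 0.0144), Klrg1 (ENSMUSG00000030114) with 1.81 (standard error 0.32, edgeR adjusted p = 0.0144) and Cma1 (ENSMUSG00000022225) with 1.80 (standard error 0.31, edgeR adjusted p = 0.0144). The gene that fell was Ccl1 (ENSMUSG00000020702), with -5.70 (standard error 0.67, edgeR adjusted p = 7.4e-04), from 432 ± 367 CPM (SD, n = 2) to 6.07 ± 8.59 CPM. Neither the cytokine nor the apoptosis term of the paper was recomputed. With the settings of the text, NK cells of day 15 blood had the most genes under the threshold among the lymphocytes. This rank did not hold without the filter on low counts (425 against 530 in B cells). It also did not hold with only the 4 libraries of the sample type fitted (39 against 64 in Cd4+ T cells). In NK cells of that blood Ecm1 (ENSMUSG00000028108, 4.87), Cd81 (7.33) and Igfbp4 (ENSMUSG00000017493, 4.26) rose most, and Atp8b2 (ENSMUSG00000060671, -1.86) and Gm11808 (ENSMUSG00000068240, -1.91) were among the largest falls.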

Gene set enrichment analysis (GSEA) of NK cells also demonstrated that genes related to NK-cell activity, including genes involved in the cytokine-mediated signaling pathway and induction of apoptosis, were downregulated in the tumor Sephin1 group (Figure S3D). The Treg differentiation score was also calculated for regulatory T cells, and the score was significantly upregulated in PBMCs in the Sephin1 group but downregulated in tumor samples (Figure S3C). 

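In tumor the Treg differentiation score of regulatory T cells was -0.171 ± 0.0627 (SD, n = 2) in the normal group and -0.206 ± 0.0688 in the Sephin1 group, from 73 and 195 cells. The difference of -0.0346 changed sign to 0.0566 when each cell was thinned to 1000 UMIs. The normal blood libraries held too few regulatory T cells for a score in each, with a minimum of 20 cells, so that the score was not compared in blood.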

The gene expression levels of these gene sets were also calculated and compared among different clusters in different sample types (Figure S3A). 

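In blood of day 0 the NK-cell scores differed by 0.0162 for positive regulation and 0.0128 for activity. At day 15, in blood the differences were -0.0392, with both Sephin1 libraries below both normal libraries, and -0.0258. The limma camera adjusted p values of the sets in day 15 blood were 0.862 and 0.862.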

The expression levels of NK-cell positive regulation- and activity-related genes were downregulated in both the blood and tumor microenvironment on day 15 but slightly upregulated in the blood on day 0. We also performed SCENIC analysis of all lymphocyte subtypes (Figure 3F). 

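Atf3 mRNA in tumor Cd8+ T cells had a log2 fold change of 1.63 (standard error 0.61, edgeR adjusted p = 0.331), and in tumor NK cells 0.71 (standard error 0.31, edgeR adjusted p = 0.536). For day 15 blood the changes were 2.46 and 0.38, and in day 0 blood 2.70 and 0.44. Ppp1r15a changed by 0.65 (standard error 0.20, edgeR adjusted p = 0.237) in tumor Cd8+ T cells and by 0.08 in tumor NK cells. Across the ISR genes, 4 of 5 were higher in tumor Cd8+ T cells (median log2 fold change 0.65, limma camera adjusted p = 0.0343). Over all genes none passed, and adjusted over the list alone 3 did. The medians were 0.33 in day 15 blood and 0.07 in day 0 blood. In NK cells the median was 0.23 in tumor (limma camera adjusted p = 0.123), 0.03 in day 15 blood and 0.18 in day 0 blood. In NKT cells it was -0.24 in tumor and 0.10 in day 15 blood. For the small subtypes of tumor, cytotoxic Cd8+ T cells gave 0.09 (limma camera adjusted p = 0.970) and regulatory T cells 0.17 (limma camera adjusted p = 0.839). Exhausted Cd8+ T cells were too few in a library to be tested.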

The activity of the Atf3 regulon was upregulated in exhausted Cd8+ T cells, cytotoxic Cd8+ T cells, NK cells, and NKT cells but downregulated in regulatory T cells. These results indicated that the inhibitory effect of Sephin1 might vary among different cell types but have similar immunoinhibitory functions. The PI3K-related regulons showed similar patterns in these cell types, and the activity scores of PI3K-related regulons were all downregulated in both cytotoxic T cells and regulatory T cells.

### TCR analysis revealed that the clonal expansion of specific T cell subtypes is inhibited by Sephin1

By analyzing carboxyfluorescein diacetate succinimidyl ester (CFSE)-stained Cd8+ T cells *in vitro*, we found that the Sephin1 group had a significantly lower proliferative ability than the control group (Figures S5A and S5B). Although the overall expression of proliferation-related genes was not different between the two groups, the clonal expansion of T cells in tumor was inhibited in the Sephin1 group based on single-cell T cell receptor (TCR) analysis. 

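With 405 barcodes drawn from each tumor library, so that the repertoires have the same size, 28.8% and 42.7% of the barcodes of normal tumors lay in clonotypes of 2 or more barcodes. In the Sephin1 tumors it was 24.5% and 18.9% (mean of 100 draws; exact permutation p = 0.33, the smallest possible). The SD between draws was 1.56 for normal replicate 1 and 2.86 for Sephin1 replicate 1, the nearest pair. Among barcodes of T cells alone, 301 per library, the shares were 18.5% and 39.2% in normal tumors and 22.4% and 19.4% in Sephin1 tumors, so that normal replicate 1 fell below both Sephin1 libraries. From the classes of clone size, the paper states that the clonal expansion of T cells in tumor was inhibited in the Sephin1 group.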

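T cell receptors were sequenced from the same 12 samples. The authors assembled TCR contigs with CellRanger and deposited a table of filtered contigs per library, with chain, V and J genes, CDR3 sequence and a count of UMIs per contig. Productive TRA and TRB contigs were used here. A clonotype was defined by the V and J genes and the CDR3 nucleotides of all chains of a barcode, the usual default of such tools, since the paper's text does not name its definition. The classes follow the methods as shares of the TCR-bearing barcodes of a library, hyperexpanded over 0.1, large over 0.01, medium over 0.001 and small over 0.0001. The libraries held 371 and 291 TCR-bearing barcodes in normal day 0 blood and 1466 and 1898 in Sephin1 day 0 blood. Day 15 blood held 106 and 289 against 1842 and 1713, and tumor 776 and 405 against 1325 and 854. A TCR contig was found for 16.3% to 17.2% of the T cells in the poorest normal blood libraries and for 86.6% in the richest Sephin1 blood library, so that recovery differed between groups in blood. Barcodes of a TCR library matched T cells of the expression library with the same label in 45.3% to 94.3% of cases, and those of another label in at most 1.89%.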

TCRs were separated into four types: hyperexpanded, large, medium, and small based on the described methods.

First, we calculated the percentages of different categories of clonotypes in one sample (Figure 4A). 

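Frequency classes move with the number of barcodes, because a clonotype seen once is 1 barcode divided by the total. A single barcode was 0.943% of the smallest library and 0.0527% of the largest, which places it in the medium class of the former and the small class of the latter. Clonotypes seen once made up 94.8% to 99.7% of the clonotypes in blood libraries and 85.9% to 92.9% in tumor libraries. With 291 barcodes drawn from each library of day 0 blood, medium clonotypes made up 100% in the normal group and 100% in the Sephin1 group. With 106 barcodes per library of day 15 blood they made up 97.4% and 99.8%, and with 405 per tumor library 98.5% and 98.8%. Barcodes in clonotypes of 2 or more, at these equal numbers, were 0.784% and 3.44% in normal day 0 blood and 0.247% and 0.247% in Sephin1 day 0 blood. In blood of day 15 they were 13.2% and 0.245% against 0.0755% and 0.802%, and the groups overlapped.

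**Figure D2:**
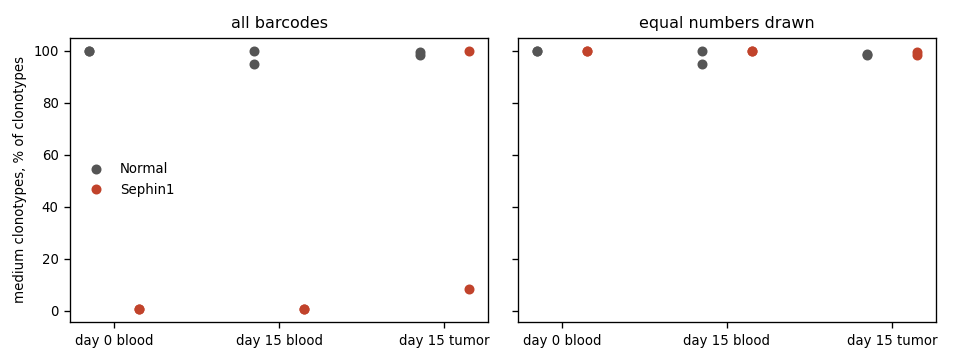
Share of clonotypes in the medium class (%) per library, with all barcodes (left) and with equal numbers of barcodes drawn (right). Each point is 1 library, normal in grey and Sephin1 in red. With all barcodes the blood groups lie at opposite ends of the axis, and with equal numbers they lie together near the top.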

We found that for all three sample types, the samples in the Sephin1 group had a lower percentage of highly expanded clonotypes. In the blood samples collected on day 0 or day 15, the percentages of TCR types in the large and medium categories were significantly lower in the Sephin1 group. 

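With all barcodes, medium clonotypes made up 100% of clonotypes in normal and 0.627% ± 0.0134 (SD, n = 2) in Sephin1 day 0 blood. At day 15, in blood the shares were 97.4% ± 3.64 and 0.711% ± 0.0794. Large clonotypes appeared in 1 of the 8 blood libraries, normal replicate 1 of day 15, at 5.15% of its 97 clonotypes. Its largest clonotype held 6 of 106 barcodes. The exact permutation p was 0.33, the smallest possible, where the groups did not overlap.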

In the day 15 tumor samples, the hyperexpanded, large, and medium TCR types were also significantly downregulated in the Sephin1 samples. 

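Of the 4 tumor libraries, 1 held a hyperexpanded clonotype, normal replicate 2, in which it covered 59 of 405 barcodes. Large clonotypes made up 0.707% and 1.48% of clonotypes in normal tumors and 0.817% and 0.142% in Sephin1 tumors. Medium clonotypes made up 99.3% and 98.1% against 8.48% and 99.9%. Of these 4 libraries, Sephin1 replicate 1 is the one in which a single barcode falls in the small class, at 0.0755% of its barcodes. Sephin1 replicate 2 lay above both normal libraries. With clonotypes defined by the TRB chain alone, normal replicate 1 also held a hyperexpanded clonotype, with 10.2% of its barcodes.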

Apart from the clonotype percentages, the percentage of cells belonging to each TCR type showed a similar pattern. The percentages of cells belonging to the hyperexpanded and large types were downregulated in the Sephin1 samples for all three sample types, while the percentage of the small type was upregulated (Figure 4B). 

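In normal tumors, large clonotypes held 19.3% and 9.88% of the barcodes, and the hyperexpanded clonotype of replicate 2 held 14.6%. In Sephin1 tumors large clonotypes held 14.3% and 1.64%. Hyperexpanded and large together, the difference between group means was -13.9 percentage points in tumor, -6.60 in day 15 blood and 0 in day 0 blood, where no library had such a clonotype. Small clonotypes held 98.8% and 98.7% of the barcodes in Sephin1 day 0 blood and 98.4% and 97.5% in Sephin1 day 15 blood. They held none in the normal blood libraries, in each of which a single barcode exceeds the limit of the class.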

The ranking of different TCR clonotypes showed similar results. Clonotypes were ranked according to their clone number proportion within the complete TCR repertoire of one sample, and the percentages of clonotypes with higher ranks were decreased in all three sample types (Figure S6B).

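At equal numbers of barcodes, the 10 largest clonotypes of a tumor library held 24.0% and 28.4% of barcodes in the normal group and 16.3% and 9.18% in the Sephin1 group. This gap between groups was larger than the spread within each of them. With barcodes of T cells alone the shares were 15.7% and 25.2% against 16.1% and 11.6%, so that the groups overlapped.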

**Figure 4:**
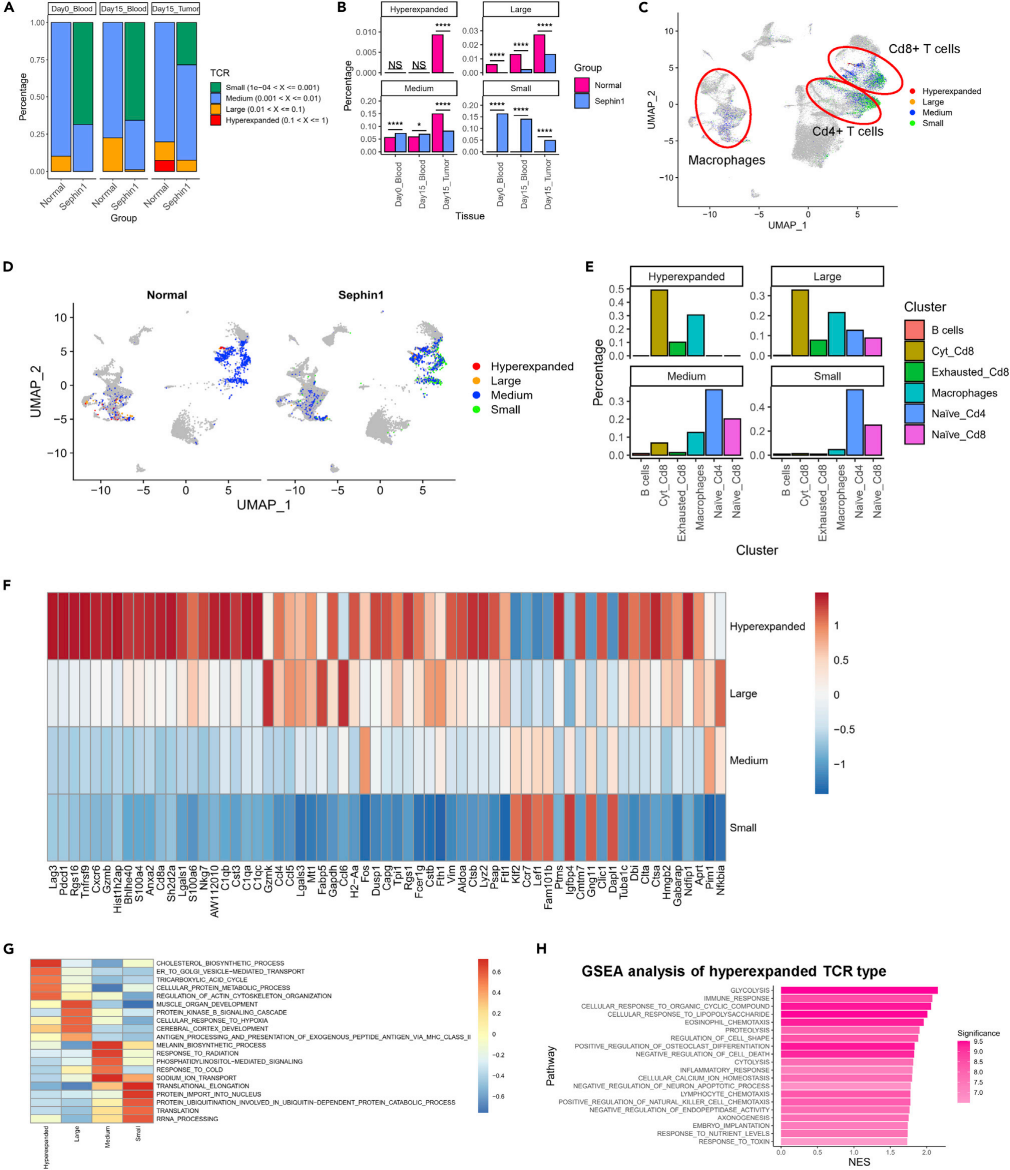
Analysis of the distributions and expression patterns revealed by TCR enrichment sequencing results (A) Distribution of different TCR clonotypes based on clonotype frequency: hyperexpanded, large, medium, and small (from high to low). Clonotypes in the Sephin1 group tended to have a lower frequency. (B) Distribution of cells belonging to different TCR types. The percentage of cells with a higher TCR frequency, including the hyperexpanded and large TCR types, was significantly lower in the Sephin1 group for all three sample types. Chi-squared test was used to evaluate the distribution of normal/Sephin1 groups. ∗: p < 0.05; ∗∗: p < 0.01; ∗∗∗: p < 0.001; ∗∗∗∗: p < 0.0001. (C) UMAP plot of the distribution of all four TCR types. (D) UMAP plot of the TCR types split by group. All the cells belonging to the hyperexpanded TCR type were in the normal group. (E) Distribution of the four TCR types in different cell types. In addition to T cells, macrophages also exhibited populations in the hyperexpanded, large, and small types. (F) Genes specifically expressed in different TCR types. The hyperexpanded type had higher expression activity, and the expression levels of cytotoxicity-related genes, such as Gzmb and Gzmk, were also significantly higher. (G) GSVA of all four TCR types. Enrichment analysis was performed based on the biological process database for GO. The top 5 most highly enriched pathways for each cell type are displayed. (H) GSEA of the hyperexpanded type. NES—normalized enrichment score. Significance was calculated as –log_10_(P).

Further analysis found that although TCR + cells were mainly distributed in T cells, there was also a large number of TCR + cells found in the macrophage population, and a comparatively high proportion of macrophages had a hyperexpanded- or large-clonal TCR types (Figures 4 C and 4E). In addition, the percentage of highly expanded TCR types, namely, a hyperexpanded or large TCR type, was also higher in the normal group than in the Sephin1 group for both T cells and macrophages (Figure 4, Figure 6B, 4D, and 6F).

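The share of tumor cells whose barcode had a TCR contig was 87.7% ± 0.758 (SD, n = 2) of Cd8+ T cells in the normal group and 77.9% ± 2.22 in the Sephin1 group. For macrophages it was 7.98% ± 1.48 and 10.0% ± 1.62. Median depth was 8643 UMIs per macrophage, 3167 per Cd8+ T cell, 1885 per B cell and 7463 per DC (mean of 4 libraries). Cell types that should lack a TCR had lower shares. B cells had 0.280% and 0.144%, NK cells 0.977% and 1.44%, granulocytes 1.27% and 0.681%, and DCs 1.44% and 4.19%. Fscn1+ cells had 5.48% and 6.82%. Of the 296 kept cells in large clonotypes of the tumor libraries, 52.0% were Cd8+ T cells and 19.9% macrophages.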

To determine the expression patterns of different TCR types, especially highly expanded TCR types, we analyzed the differentially expressed genes in different TCR types. The hyperexpanded type had much higher expression levels of cytotoxicity-related genes, such as Gzmb and Gzmk (Figure 4F). 

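The hyperexpanded type rests on 1 clonotype of normal tumor replicate 2, with 29 T cells. Gzmb there was 1128 CPM, against 296 in T cells of large and 251 in those of medium clonotypes of the same library. For Gzmk the values were 139, 228 and 126 CPM. In normal replicate 1, T cells of large clonotypes had 549 CPM of Gzmb and 341 of Gzmk, and those of medium clonotypes 159 and 104. In Sephin1 replicate 1 the large type had 579 and 434, the medium type 706 and 273, and the small type 176 and 39.2. Larger clonotypes held more Cd8+ T cells, 100% of the hyperexpanded against 34.2% of the medium type in normal replicate 2, and 1 clone gives no replicate of the type.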

GSVA was performed according to the expression levels of the differentially expressed genes of each TCR type, and the results showed that the highly expanded TCR cell types had higher metabolic activities. Pathways such as the cholesterol biosynthetic process and tricarboxylic acid cycle were found to be highly expressed in the hyperexpanded type. Immune-related pathways, such as the cellular response to hypoxia pathway and the antigen processing and presentation of an exogenous peptide antigen via major histocompatibility complex (MHC) class II pathway, were activated in the large type (Figure 4G). Immunity-related and cell-killing-related pathways were also upregulated in the hyperexpanded type, such as the inflammatory response and positive regulation of NK cell chemotaxis pathways (Figure 4H).

### Macrophages in the Sephin1 group are more likely to be in an M2-polarized state

In addition to antitumor lymphocytes, macrophages also play key roles in the tumor microenvironment. Thus, we also analyzed the characteristics and functions of macrophages in different samples. Macrophages in all merged samples were divided into 11 clusters with Seurat (Figure S7A), and we annotated them into 9 subtypes named based on their specific marker genes (Figures 5A and 5B). Chil3+, Fn1+, and Ace + macrophages mainly existed in the blood. 

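Macrophages were clustered again at resolution 1, which gave 19 subclusters, and the 7 led by genes of another cell type were left unnamed. A subcluster of 989 cells led by H2-Eb1, H2-Ab1 and H2-Aa, without the markers of a subtype, also stayed unnamed. Shares are of all kept cells. Chil3+ macrophages made up 1.13% ± 0.00860 (SD, n = 2) and 0.735% ± 0.0424 of day 0 blood in the normal and Sephin1 groups and 2.42% ± 1.46 (SD, n = 2) and 3.24% ± 0.326 of tumor. Ace+ macrophages made up 0.828% ± 0.0223 (SD, n = 2) and 0.701% ± 0.0910 of day 0 blood, 1.80% ± 1.09 (SD, n = 2) and 2.05% ± 0.709 of day 15 blood and 1.86% ± 1.21 (SD, n = 2) and 3.27% ± 0.560 of tumor. The subcluster named Fn1+ by its markers was led by interferon-induced genes and lay mainly in tumor, with 5.19% and 1.62% in the normal libraries and 1.42% and 1.58% in the Sephin1 libraries. Its log2 fold change of -1.21 (edgeR adjusted p = 0.336) reversed to 0.43 at a subcluster resolution of 1.5, where the name fell on other cells.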

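In tumor, Spp1+ macrophages made up 3.33% ± 0.236 (SD, n = 2) and 8.78% ± 2.69 of the cells of the normal and Sephin1 groups (log2 fold change 1.39, edgeR adjusted p = 0.336), with both Sephin1 libraries above both normal libraries. C1qb+ macrophages made up 5.43% ± 4.11 (SD, n = 2) and 6.76% ± 5.25 (log2 fold change 0.33, edgeR adjusted p = 0.709) and Retnla+ macrophages 0.479% ± 0.568 (SD, n = 2) and 0.126% ± 0.178 (log2 fold change -2.01, edgeR adjusted p = 0.336). For Ace+ and Chil3+ macrophages of tumor the log2 fold changes were 0.78 and 0.39. At resolution 1.5 a subcluster of 461 cells took the name Ifitm6+. It had the leading genes of the one named Fn1+ at resolution 1, which held 465 cells, so that the name moved rather than the cells.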

Ifitm6+, Hcar2+, Retnla+, Spp1+, C1qb+, and Fscn1+ macrophages mainly existed in tumor tissues (Figure 5D). There were two macrophage subgroups that mainly existed in the Sephin1 group: Chil3+ macrophages, which mainly existed in the day 15 blood samples, and Hcar2+ macrophages, which mainly existed in day 15 tumor samples (Figure 5C). 

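Chil3+ macrophages of day 15 blood made up 5.47% and 2.76% of kept cells in the normal libraries and 0.205% and 1.76% in the Sephin1 libraries (log2 fold change -2.05, edgeR adjusted p = 0.0644). These shares leave out a subcluster with Chil3+ markers that was led by platelet genes, with 426 cells, 91.3% of them from Sephin1 replicate 1 of that blood. When such subclusters took the name of their macrophage markers, an alternative chosen after the data had been seen, the libraries had 5.63% and 2.80% in the normal and 6.86% and 2.16% in the Sephin1 group, and the log2 fold change was 0.0957 (edgeR adjusted p = 0.891). A cluster with the markers of Hcar2+ cells was counted with the granulocytes here, and it held 103 of 4428 and 10 of 1295 cells in normal tumors and 197 of 7948 and 655 of 5645 in Sephin1 tumors. The higher share of the Sephin1 group came from replicate 2, at 11.6%, while replicate 1 lay near normal replicate 1. These cells carried 9771 ± 1246 CPM of S100a8 (SD, n = 4 libraries), against 49741 ± 11634 in other granulocytes and 143 ± 131 in macrophages. Csf1r was 13.3 ± 11.6 CPM in them and 299 ± 34.0 in macrophages, and C1qa 18.9 ± 23.6 and 1596 ± 877.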

GSVA of different macrophage subtypes showed that the highly expressed genes in the Chil3+ group were enriched in the regulation of G-protein-coupled receptor protein signaling and negative regulation of nuclear factor κB (NF-κB) pathways (Figures S7C and S8A).

**Figure 5:**
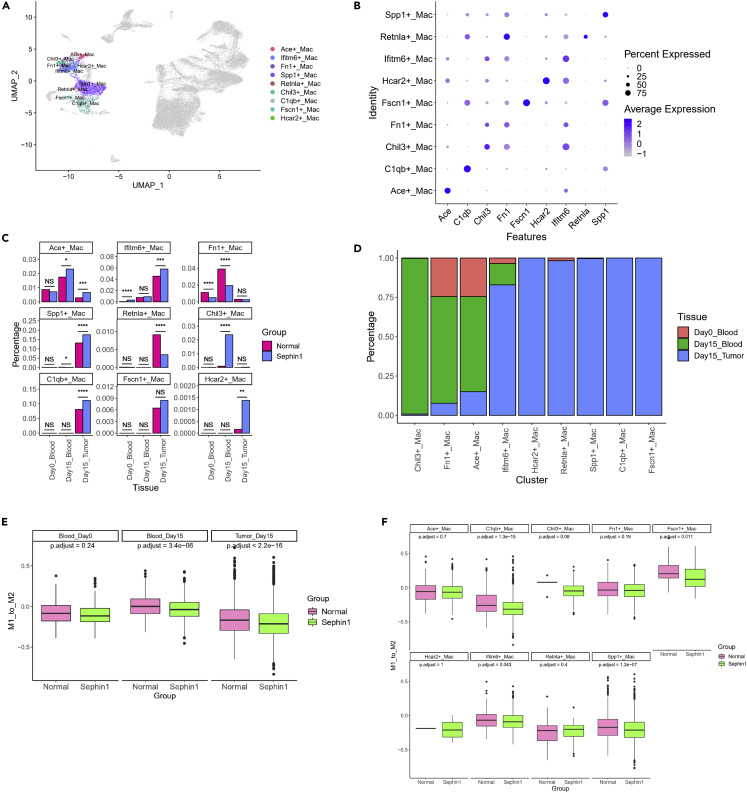
Distribution and expression patterns of macrophages (A) Subtypes of macrophages named by the specifically highly expressed genes of each cluster. Nine subtypes were identified. (B) Gene markers of each macrophage subtype. (C) Distribution of macrophage subtypes. Chil3+ and Hcar2+ macrophages mainly existed in the Sephin1 group. Chi-squared test was used to evaluate the distribution of normal/Sephin1 groups. ∗: p < 0.05; ∗∗: p < 0.01; ∗∗∗: p < 0.001; ∗∗∗∗: p < 0.0001. (D) Distribution of macrophage subtypes in different tissues. Chil3+, Fn1+ and Ace + macrophages mainly existed in the blood, and the other subtypes mainly existed in tumor tissues. (E) Characteristics of the M1-M2 polarization pattern of all macrophages. The M1_to_M2 score was calculated by subtracting the M2 expression score from the M1 expression score. A higher M1_to_M2 score indicated that the cells tended to exhibit M1 polarization. Macrophages in the blood and tumor tissues collected on day 15 in the Sephin1 group tended to exhibit M2 polarization over M1 polarization. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (F) M1_to_M2 scores of macrophage subtypes. Subtypes that mainly existed in the blood, including Ace+, Chil3+, and Fn1+ macrophages, were not significantly different between the normal and Sephin1 groups. Subtypes in tumor tissues tended to exhibit M2 polarization in the Sephin1 group, except for Retnla+ and Hcar2+ macrophages, which each contained a small number of cells. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method.

There are two macrophage polarization states, M1 and M2. Typically, M1 macrophages produce type I proinflammatory cytokines and have antitumorigenic functions, while M2 macrophages produce type II cytokines and have protumorigenic functions.^52^^,^^53^ We then analyzed the expression levels of genes related to the M1- and M2-polarized states^54^ by calculating the gene expression scores for M1 and M2 polarization with AddModuleScore followed by the M1_to_M2 score determined by subtracting the M2 score from the M1 score. The higher the M1_to_M2 score was, the more the cells were polarized toward the M1 state. 

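The M1_to_M2 score of macrophages, the M1 score less the M2 score of the gene sets in Table S2, was -0.194 ± 0.0301 (SD, n = 2) in the normal group and -0.220 ± 0.0581 in the Sephin1 group for tumor. For day 15 blood it was -0.00153 ± 0.0172 (SD, n = 2) in the normal group and -0.0371 ± 0.0383 in the Sephin1 group. The libraries of the groups overlapped in both sample types, with differences of -0.0255 and -0.0356. At day 0, in blood the difference was -0.00997, and both Sephin1 libraries lay below both normal libraries (exact permutation p = 0.33, the smallest possible). With each cell thinned to 1000 UMIs the differences were -0.0204, -0.0439 and -0.0188 in day 0 blood, day 15 blood and tumor. Both Sephin1 libraries of day 15 blood lay below both normal ones after thinning and also without Scrublet doublets, where the difference was -0.0396. Of the parts of the score, the M1 score of tumor was lower in both Sephin1 libraries than in both normal libraries (difference -0.0217). The M2 score overlapped there (0.00379). In day 15 blood the M2 score was higher in both Sephin1 libraries than in both normal libraries (0.0179), and the M1 score overlapped (-0.0177). In the summed counts of tumor macrophages the M1 set had a limma camera adjusted p of 0.754 and the M2 set 0.148.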

We found that in the blood and tumor tissues collected on day 15, the macrophages in the Sephin1 group were significantly polarized toward the M2 state compared with those in the normal group, but the variation in the day 0 blood samples was not significant (Figures 5E and S7B). We then analyzed the M1- and M2-polarized states of different macrophage subtypes. Except for two subtypes with too few cells (Retnla+ macrophages and Hcar2+ macrophages), we found that the subtypes mainly existing in tumor tissues were more tended to M2 polarization, including the Spp1+, Clqb+, Ifitm6+, and Facn1+ macrophages (Figure 5F).

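Over the tumor libraries with at least 20 cells of a subtype, the mean M1_to_M2 score ran from -0.380 to -0.279 in C1qb+ macrophages and from -0.309 to -0.264 in Spp1+ macrophages. It ran from -0.0923 to -0.0725 in Ace+ macrophages and from -0.176 to -0.124 in Chil3+ macrophages, and the ranges of the former pair lay below those of the latter pair. The subcluster named Fn1+, which lay mainly in tumor, ran from -0.138 to -0.0276, like the latter pair, and Retnla+ macrophages from -0.302 to -0.284. Within the C1qb+ and Spp1+ subtypes, Sephin1 and normal libraries overlapped.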

GSEA was also performed on macrophages in tumor tissue to compare the Sephin1 and normal groups. We selected the 20 most upregulated and downregulated pathways between the two groups based on the normalized enrichment score (NES) (Figure S7D). We found that pathways related to T cell activities and antigen processing and presentation were downregulated in the Sephin1 group. In contrast, the pathway related to the ISR process such as the cellular response to hypoxia pathway was upregulated in the Sephin1 group. In addition, SCENIC analysis of macrophages also indicated that the ISR-related regulon, i.e., the Atf3 regulon, had higher activity in the Sephin1 group (Figure S8C).

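No gene of tumor macrophages had an edgeR adjusted p under 0.05 (0 of 9468), and 341 had an unadjusted p under 0.05. Day 0 blood had 10 and day 15 blood 31. The largest of these in day 0 blood were Bloc1s1 (ENSMUSG00000090247, 1.52), Eif3h (ENSMUSG00000022312, 1.46) and Btf3 (ENSMUSG00000021660, 1.13), all higher in the Sephin1 group. For day 15 blood Bpgm (ENSMUSG00000038871, 3.10), which red blood cells express, was among the rises, and falls were seen in Tagap1 (ENSMUSG00000052031, -3.30) and Mir142hg (-2.83). The T cell receptor signalling list had a median log2 fold change of 0.01 in tumor macrophages (limma camera adjusted p = 0.839) and 1.29 in day 15 blood (limma camera adjusted p = 0.0114), where macrophage clusters take in barcodes led by T cell genes. H2-K1 (ENSMUSG00000061232) changed by -0.33 and H2-D1 (ENSMUSG00000073411) by -0.40 in tumor macrophages, with standard errors of 0.23 and 0.18.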

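Atf3 mRNA of macrophages changed by -0.15 (standard error 0.32, edgeR adjusted p = 1.00) in tumor, -0.83 (standard error 0.33, edgeR adjusted p = 0.231) in day 15 blood and 1.10 (standard error 0.45, edgeR adjusted p = 0.426) in day 0 blood. Ppp1r15a changed by 0.23, -0.24 and 0.87 in the same order. For the ISR list, medians were 0.23 in tumor (limma camera adjusted p = 0.471), -0.25 in day 15 blood and 0.24 in day 0 blood. Genes induced by dissociation, which include Fos and Jun, rose in day 0 blood macrophages (median log2 fold change 0.92, limma camera adjusted p = 2.4e-07) and fell in those of day 15 blood (median log2 fold change -0.55, limma camera adjusted p = 0.0114). Over all kept cells this list had medians of 0.50, -0.11 and 0.18 in day 0 blood, day 15 blood and tumor.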

### The macrophage subtype with TCR expression may have important functions in antitumor immunity

By TCR analysis, we found that TCRs existed not only in T cells but also in macrophages and that the percentage of TCR + macrophages for all three TCR types was as high as approximately 0.3 (hyperexpanded type, Figure 4E). In addition, GSEA comparing macrophages between the normal and Sephin1 groups indicated that pathways related to T cell activities were affected by Sephin1 (Figure S7D). These results indicated that macrophages with TCR sequences might have important functions in the immune system and antitumor procedures. 

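Of the 38 kept cells in the hyperexpanded clonotype of normal tumor replicate 2, 2 were macrophages, a fraction of 0.0526. Cd8+ T cells gave a fraction of 0.763, and macrophages with Fscn1+ cells 0.105. With the TRB chain alone, 98 cells of 2 libraries were hyperexpanded and the macrophage fraction was 0.143, or 0.214 with Fscn1+ cells. Among barcodes with both chains these fractions were 0.158 and 0.228. The count with Fscn1+ cells was chosen after the data had been seen.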

Research on CD3^+^ macrophages has found that this cell type can produce proinflammatory cytokines,^55^ yet their role in antitumor immunity is still unknown. In our research, we found that Cd3+ macrophages, especially TCR + macrophages, may had important functions in antitumor immune activities. 

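The share of macrophages whose barcode carried a productive TRA or TRB contig was computed per library with exact (Clopper-Pearson) 95% intervals, which cover counting error only. In tumor it was 6.93% (5.53% to 8.55%) and 9.03% (5.98% to 12.9%) in the normal group and 11.2% (9.93% to 12.5%) and 8.89% (7.80% to 10.1%) in the Sephin1 group, and the groups overlapped. With contigs of at least 3 UMIs both Sephin1 tumors lay above both normal tumors (means of 9.41% and 7.55%), and with both chains required the groups overlapped. For day 0 blood the share was 1.19% in normal replicate 1 and 0 of 109 cells in normal replicate 2, which allows a share of up to 2.75%. For counts of 0 the limit given is 3 divided by the number of cells, which is one-sided and below the upper end of the exact interval. The Sephin1 libraries had 3.76% (1.23% to 8.56%) and 3.41% (0.709% to 9.64%). In blood of day 15 the normal libraries had 0 of 224 and 0 of 112 cells, which allows shares of up to 1.34% and 2.68%, and the Sephin1 libraries had 1.92% (1.02% to 3.26%) and 3.95% (2.46% to 5.98%). TCR recovery in T cells of blood also differed between these groups. In Sephin1 blood, B cells carried contigs in 0.0649% of cells at day 0 and 0% at day 15, and platelets in 0.763% and 0.309%, below macrophages. Some other cell types without a TCR carried contigs more often. At day 0 these were 9.72% ± 1.96 (SD, n = 2) of granulocytes, 8.92% ± 2.27 of DCs and 3.82% ± 0.140 of NK cells, against 3.58% ± 0.248 of macrophages, and at day 15 4.02% ± 1.29 of granulocytes and 1.64% ± 0.0190 of NK cells against 2.94% ± 1.44, so that the blood shares are not specific to macrophages.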

TCR + macrophages existed in both the blood and tumor tissues but were more enriched in the tumor microenvironment (Figures 6A and S8E). 

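Over all tumor libraries together, 584 of 6218 macrophages had a TCR contig (9.39%). Over all blood libraries it was 43 of 1959 (2.19%). Requiring both chains gave 6.45% in tumor and 1.23% in blood, and contigs with at least 3 UMIs gave 8.85% and 1.99%. Among macrophages without a UMI of Cd3d, Cd3e or Cd3g the shares were 0.0561% and 0.0547%, the alternative that moved them most.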

Approximately 13.7% of the macrophages in tumors were TCR+, but only approximately 0.5% of the macrophages in the blood were TCR+. Marker genes for both macrophages and T cells were highly expressed by this cell type, including Cd3d for T cells and Cd68, Csf1r, and Adgre1 for macrophages (Figure 6B). 

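In the tumor libraries TCR+ macrophages carried 302 ± 43.7 CPM of Cd3d (ENSMUSG00000032094) (SD, n = 4) and conventional macrophages 15.3 ± 4.27, a log2 fold change of 4.31 (standard error 0.10, edgeR adjusted p = 6.9e-13) with the library as block. T cells carried 1082 ± 58.1 CPM. Csf1r (ENSMUSG00000024621) was 209 ± 5.39 CPM in TCR+ and 311 ± 26.6 in conventional macrophages, a log2 fold change of -0.56 (standard error 0.08, edgeR adjusted p = 1.0e-04). For Cd68 (ENSMUSG00000018774) the change was -0.30 (standard error 0.07, edgeR adjusted p = 0.00547) and for Adgre1 (ENSMUSG00000004730) it was -0.27 (standard error 0.09, edgeR adjusted p = 0.0628). Each of these 3 was lower in TCR+ macrophages in 4 of 4 libraries. TCR+ macrophage barcodes had a median of 12546 UMIs, 1.52 times that of conventional macrophages (range 1.24 to 1.69 over 4 libraries).

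**Figure D3:**
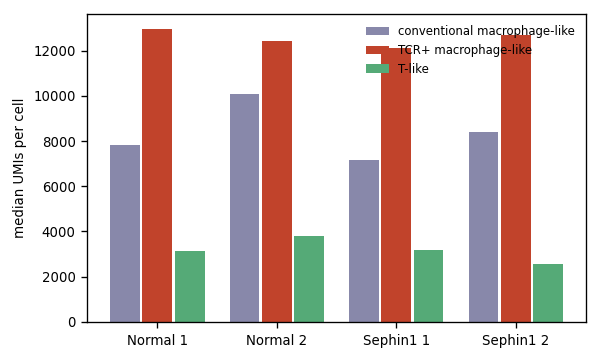
Median UMIs per cell of conventional macrophages, TCR+ macrophages and T cells in each of the 4 tumor libraries, 1 bar per type and library. TCR+ macrophages are the tallest bar in each library.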

GSEA comparing TCR + macrophages and conventional macrophages indicated that the genes upregulated in TCR + macrophages were more enriched in pathways related to T cell activation and regulation and that the downregulated genes were enriched in pathways related to the innate immune response, cytokine secretion, and other related pathways (Figure 6C). 

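Between TCR+ and conventional macrophages of the same tumor library, 1799 of 10090 genes had an edgeR adjusted p under 0.05, 1037 higher and 762 lower in TCR+ macrophages. Without the library as block the number was 639, the alternative that moved it most, and without Sephin1 replicate 1 it was 919. The largest rises shared by the 4 libraries were Ccr8 (ENSMUSG00000042262) with 5.30 (standard error 0.32, edgeR adjusted p = 1.1e-08), Lcn4 (ENSMUSG00000026919) with 5.28 (standard error 0.57, edgeR adjusted p = 8.4e-06) and Sit1 (ENSMUSG00000028460) with 4.88 (standard error 0.29, edgeR adjusted p = 9.4e-09). The largest falls were Retnla (ENSMUSG00000061100) with -2.27 (standard error 0.58, edgeR adjusted p = 0.0128), Cd300lg (ENSMUSG00000017309) with -2.09 (standard error 0.27, edgeR adjusted p = 4.8e-05) and Gm42889 (ENSMUSG00000105650), which had no count in TCR+ macrophages and 3.23 ± 3.31 CPM in conventional macrophages. T cell transcripts outside the receptor (Cd8a, Cd8b1, Gzma, Nkg7, Lck and Thy1) reached 1098 ± 514 CPM in TCR+ macrophages, 110.4 ± 39.6 in conventional macrophages and 3359 ± 1046 in T cells (SD, n = 4). The paper states that T cell terms were enriched among the rises and terms of innate immunity among the falls.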

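TCR+ macrophages of tumor lay mainly in subclusters that T cell genes lead. There 59.4% ± 0.832 (SD, n = 2) of the barcodes had a contig in the normal group and 67.7% ± 1.96 in the Sephin1 group. In the other macrophage subclusters it was 0.902% ± 0.135 and 1.41% ± 0.440. Subclusters led by genes of another cell type together held 89.0% ± 4.07 (SD, n = 4) of the TCR+ macrophages. In C1qb+ macrophages 0 of 112 and 0 of 108 cells of normal tumors had a contig, and in Sephin1 tumors 2.48% and 3.05% did. By the limit for counts of 0, the former allow shares of up to 2.68% and 2.78%. Fscn1+ cells had a contig in 5.60% and 5.36% of cells in normal and 6.74% and 6.91% in Sephin1 tumors. Hyperexpanded or large clonotypes were on 2.24% and 3.57% of the Fscn1+ cells in normal tumors, and on 4.64% and 4.65% of the macrophages in unnamed subclusters.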

The hyperexpanded and large TCR types mainly existed in C1qb+ and especially Fscn1+ macrophages, which mainly existed in tumor tissues (Figure 6D). GSVA of TCR + macrophages was also performed by TCR type (Figure S8D). In the hyperexpanded macrophage group, the most upregulated genes were enriched in the positive regulation of the T cell-mediated cytotoxicity pathway, which was similar to cytotoxic T cell functions. This result also indicated that TCR + macrophages might perform antitumor functions in both macrophage-like and T cell-like ways.

**Figure 6:**
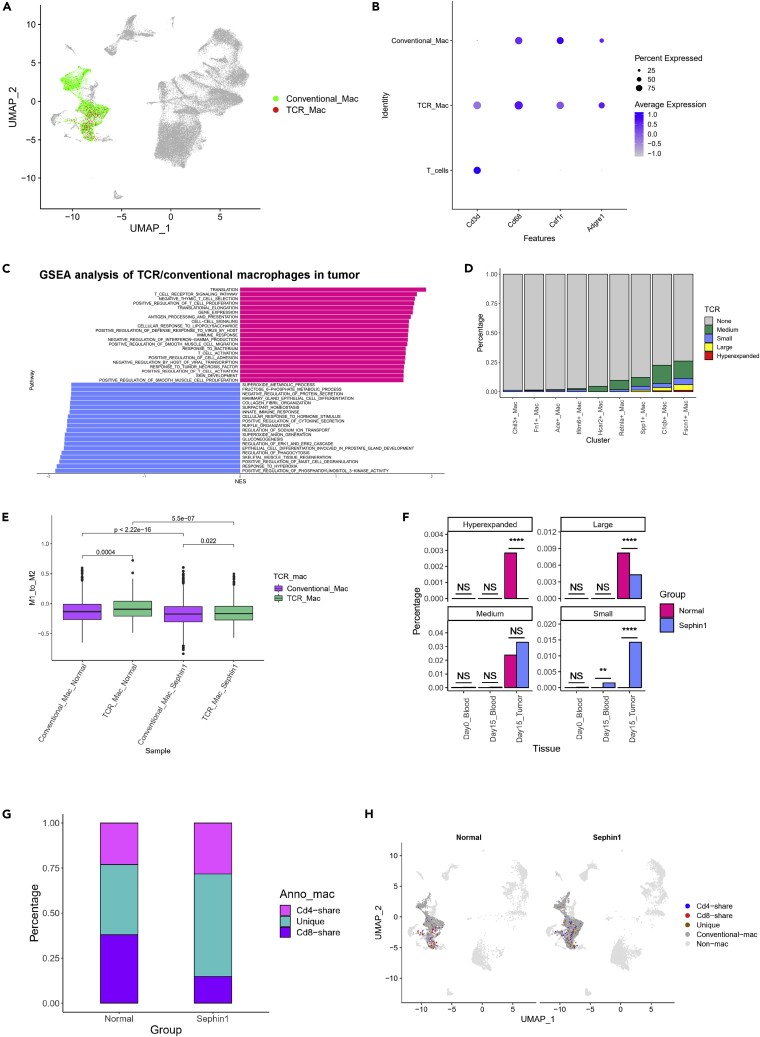
Characteristics of TCR + macrophages (A) Distribution of TCR + macrophages (TCR_Mac) and other conventional macrophages (Conventional_Mac). (B) Expression of gene markers of T cells and macrophages in TCR + macrophages. (C) GSEA of differentially expressed genes between TCR + macrophages and conventional macrophages in tumors. Upregulated genes were enriched in pathways related to T cell activities. (D) Distribution of different TCR types in macrophage subtypes. TCR + macrophages were mostly enriched in Fscn1+ macrophages. (E) M1_to_M2 scores of conventional macrophages and TCR + macrophages in tumor samples. TCR + macrophages tended to be more M1 polarized than conventional macrophages in the normal group and were more significantly affected by Sephin1. The p values were calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (F) Distribution of different TCR types in macrophages. The percentages of highly proliferated TCR types, i.e., the hyperexpanded and large TCR types, were downregulated in the Sephin1 group. Chi-squared test was used to evaluate the distribution of normal/Sephin1 groups. ∗: p < 0.05; ∗∗: p < 0.01; ∗∗∗: p < 0.001; ∗∗∗∗: p < 0.0001. (G and H) Distribution of macrophages which had shared TCRs with T cells in tumor microenvironment. Macrophages in the Sephin1 group had lower percentage of shared TCRs with Cd8+ T cells.

We also calculated the M1_to_M2 scores of both conventional macrophages and TCR + macrophages with AddModuleScore (Figure 6E). TCR + macrophages had significantly higher M1_to_M2 scores in the normal group, implying that these macrophages were more likely to have antitumor functions. 

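The mean M1_to_M2 score was -0.128 in TCR+ and -0.176 in conventional macrophages of normal tumor replicate 1. In normal replicate 2 it was -0.0246 and -0.235, from 26 TCR+ macrophages.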

The differences between the two macrophage types were less significant in the Sephin1 group, but both cell types were more polarized toward the M2 state in the Sephin1 group. These results showed that TCR + macrophages were likely to have antitumor functions mediated through both macrophage- and T cell-related pathways and that these functions could be inhibited by Sephin1.

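In Sephin1 replicate 1 the score was -0.111 in TCR+ and -0.187 in conventional macrophages, and in Sephin1 replicate 2 it was -0.213 and -0.266. TCR+ macrophages were higher in 4 of 4 tumor libraries. Between the groups, the difference of Sephin1 less normal was -0.0858 for TCR+ and -0.0210 for conventional macrophages, and the libraries of the groups overlapped for both.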

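Of the TCR+ macrophages of normal tumors, large clonotypes covered 20.0% of 80 in replicate 1 and 11.5% of 26 in replicate 2, and the hyperexpanded clonotype covered 7.69% in replicate 2. In Sephin1 tumors large clonotypes covered 13.5% of 260 and 2.29% of 218. Small clonotypes covered 66.9% in Sephin1 replicate 1 and none in Sephin1 replicate 2, whose number of barcodes leaves no small class. The TCR+ macrophages of blood were too few to be divided.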

Distribution analysis of the different types of TCR + macrophages in different tissue types showed that the percentages of the hyperexpanded and large types of macrophages were significantly downregulated in the Sephin1 group, while the percentages of the medium and small types of macrophages were upregulated, which was consistent with the overall TCR + cell patterns (Figure 6F). In addition, we also calculated the percentage of TCR + macrophages with shared TCR sequences with Cd4+ (Cd4-share) and Cd8+ T cells (Cd8-share) in the tumor tissue. It turns out that in the Sephin1 group, the Cd8-share macrophages were significantly fewer than those in the normal group (Figures 6G and 6H), which indicated that the TCR + macrophages might have got the TCR sequences through interaction with T cells. 

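The share of TCR+ macrophages whose clonotype was also on a Cd8+ T cell of the same tumor was 28.8% (19.2% to 40.0%) and 26.9% (11.6% to 47.8%) in the normal group (exact Clopper-Pearson 95% intervals). In the Sephin1 group it was 20.4% (15.7% to 25.8%) and 5.96% (3.21% to 9.98%), below both normal libraries (exact permutation p = 0.33, the smallest possible). When each TCR+ macrophage was given the clonotype of a random T cell of its library, the shares were 17.3% and 27.4% in the normal and 21.6% and 8.56% in the Sephin1 group, the alternative that moved them most. Against 95% of the draws, normal replicate 1 lay above (10.0% to 25.0%), Sephin1 replicate 2 below (6.42% to 11.0%) and the other libraries within them. Sharing with Cd4+ T cells was 6.25% and 3.85% in the normal and 4.62% and 8.72% in the Sephin1 group. From the lower sharing with Cd8+ T cells in the Sephin1 group, the paper proposes that TCR+ macrophages obtained TCR sequences through interaction with T cells.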

The existence of TCR + macrophages was also proved by FACS results in the tumor microenvironment, and there was no significant difference between the normal and Sephin1 group (Figures S9A–S9C). In addition, we also found that TCR + macrophages existed in the normal mouse spleen tissue (Figures S9D and S9E).

### Sephin1 suppresses antitumor immunity in cell-cell communication level

In order to find the differentially expressed genes and communication strengths between the normal and Sephin1 group, we calculated the cell-cell communication score and strength between different samples by CellChat.^56^ In the tumor tissue, most communication strengths were downregulated in the Sephin1 group, except the communications of macrophages-macrophages and macrophages-Cd4+ T cells. In all three tissue types, communications between Cd8+ T cells and NK cells were all downregulated in the Sephin1 group, which indicated that these cell-cell communications may have more important functions (Figure 7A).

**Figure 7:**
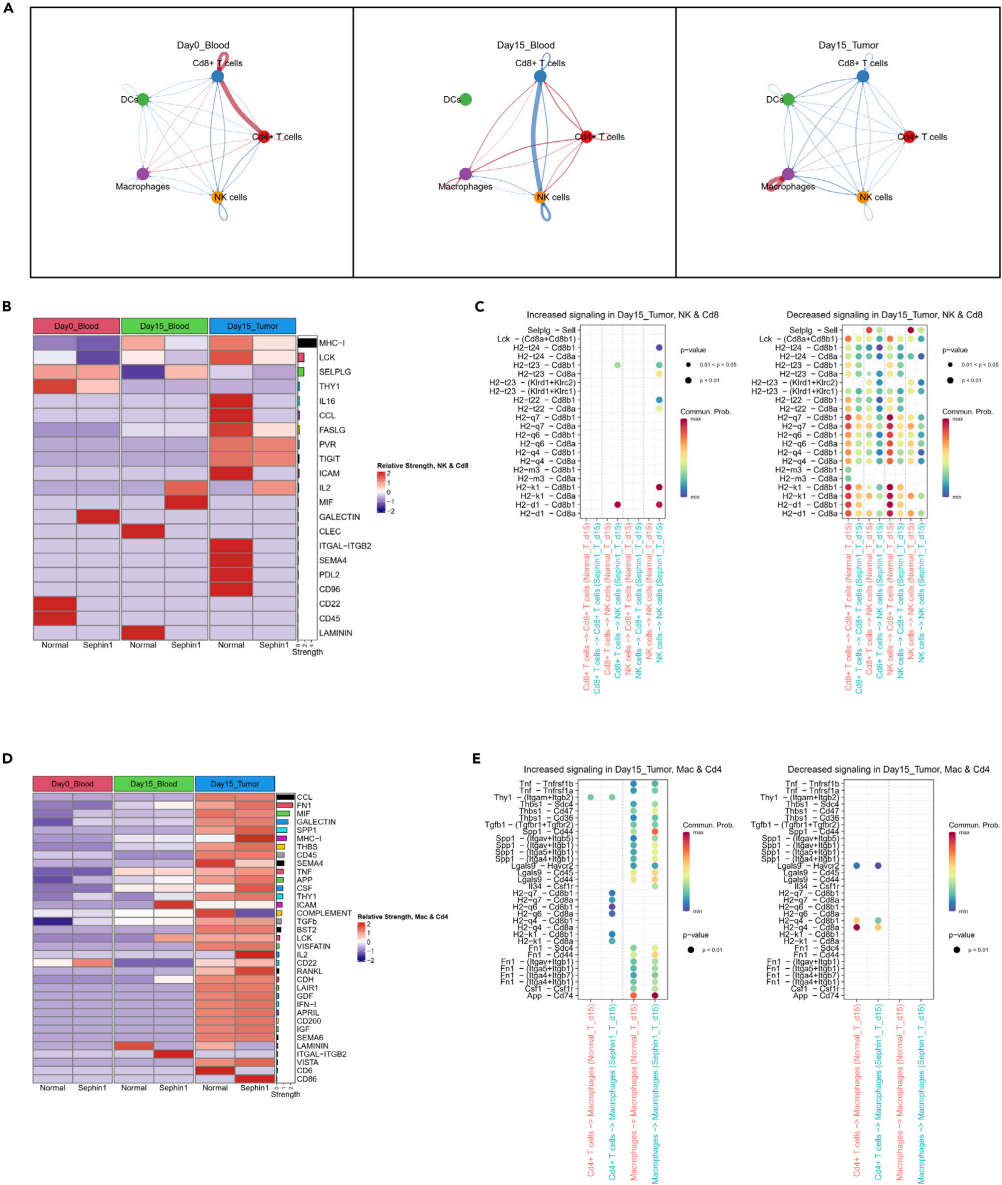
Cell-cell communication analysis of selected cell types (A) Differentiated communication strengths between the normal and Sephin1 groups of different tissues. Red: upregulated in the Sephin1 group. Blue: downregulated in the Sephin1 group. All three tissue types had the downregulation tendency in the Sephin1 group, especially in tumor. (B) Mostly differentiated communication pathways between Cd8+ T cells and NK cells, which were downregulated in the Sephin1 group of all three tissue types, including communications of NK-NK, Cd8-Cd8, NK-Cd8, and Cd8-NK. (C) Ligand-receptor pairs of mostly downregulated pathways in the tumor tissue, including MHC-I, LCK, and SELPLG pathways. (D) Mostly differentiated communication pathways between Cd4+ T cells and macrophages, which were upregulated in the Sephin1 group of all three tissue types. (E) Ligand-receptor pairs of mostly upregulated pathways in the tumor tissue, including FN1, GALECTIN, SPP1, MHC-I, THBS, TGFb, APP, THY1, TNF, and CSF pathways.

By analyzing the differentially expressed ligand-receptor pairs between the normal and Sephin1 groups between Cd8+ T cells and NK cells, we found that these pairs were mostly enriched in MHC-I related pathways (Figure 7B). Besides, the strengths of ligand-receptor pairs in MHC-I pathway were all downregulated in the Sephin1 group of all three tissue types. This result indicated that the influence of Sephin1 to the antitumor immunity was enriched in MHC-I related pathways. 

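Communication strengths were not recomputed, and the ligand and receptor genes the paper names were tested in the summed counts. Of 20 such genes, 16 passed the filter in tumor Cd8+ T cells, 13 in NK cells, 19 in macrophages and 17 in Cd4+ T cells. Over all genes none had an adjusted p under 0.05 in these 4 cell types of tumor, and 2, 0, 3 and 2 had an unadjusted p under 0.05. Adjusted over the list alone the numbers were 0, 0, 1 and 1. The MHC-I gene H2-K1 changed by -0.03 (standard error 0.16, edgeR adjusted p = 0.977) in tumor Cd8+ T cells and -0.05 (standard error 0.14, edgeR adjusted p = 0.954) in tumor NK cells. For H2-D1 the values were -0.06 and -0.23.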

Apart from this, two other pathways with relatively high overall strength also showed reduced tendency in the Sephin1 group, including lymphocyte cell-specific protein-tyrosine kinase (LCK) pathway and selectin P ligand (SELPLG) pathway (Figure 7B). 

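In tumor Cd8+ T cells Lck (ENSMUSG00000000409) had a log2 fold change of -0.12 (standard error 0.18, edgeR adjusted p = 0.853), Cd8a (ENSMUSG00000053977) of -0.59 (standard error 0.21, edgeR adjusted p = 0.310) and Cd8b1 (ENSMUSG00000053044) of -0.06 (standard error 0.21, edgeR adjusted p = 0.958). Selplg (ENSMUSG00000048163) changed by -0.08 (standard error 0.18, edgeR adjusted p = 0.930) in the same cells.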

In the tumor microenvironment, Selplg-Sell and Lck-(Cd8a + Cd8b1) pairs were included in the significantly decreased pairs in Sephin1 group compared to normal (Figure 7C).

On the contrary, the communication strength of macrophages-Cd4+ T cells and macrophages-macrophages was upregulated in the Sephin1 group. Therefore, we also analyzed the differentially expressed communication pathways between these two cell types (Figure 7D). 

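In tumor macrophages Spp1 (ENSMUSG00000029304) was higher in both Sephin1 libraries than in both normal libraries, at 2230.4 ± 357 CPM (SD, n = 2) in the normal group and 5242 ± 527 in the Sephin1 group. Its log2 fold change was 1.23 (standard error 0.18, edgeR adjusted p = 0.126), and its p adjusted over the list alone was 7.6e-04. Thbs1 (ENSMUSG00000040152) changed by 0.90 (standard error 0.41, edgeR adjusted p = 1.00) and Fn1 (ENSMUSG00000026193) by 0.30 (standard error 0.49, edgeR adjusted p = 1.00). The smaller changes were 0.30 for Tnf (ENSMUSG00000024401), 0.03 for App (ENSMUSG00000022892) and -0.10 for Tgfb1 (ENSMUSG00000002603).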

Pathways with high expression levels and also significantly upregulated in the Sephin1 group included fibronectin 1 (FN1), GALECTIN, secreted phosphoprotein 1 (SPP1), MHC-I, thrombospondin 1 (THBS), TGFb, amyloid beta precursor protein (APP), Thy-1 cell surface antigen (THY1), tumor necrosis factor (TNF), and colony stimulating factor (CSF), in which many were related to antitumor immunity suppression. We further analyzed the ligand-receptor pairs in these pathways (Figures 7E and S10B). Although MHC-I pathway was upregulated in the Sephin1 group of tumor tissue by overall strength (Figure 7D), the number of upregulated ligand-receptor pairs was less than downregulated ones (Figure 7E). In addition, most upregulated pairs were enriched in the macrophage-macrophage interaction, which was also verified by immunofluorescence results (FN1-CD44 & SPP1-CD44 pairs. Figures S11A–S11F). Furthermore, in the tumor tissue, the upregulated ligand-receptor pairs mostly existed in the macrophage-macrophage communication including Thbs1-, Spp1-, Lgals9-, and Csf-related pairs, which were highly related to immunity suppression.

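Lgals9 (ENSMUSG00000001123) of tumor macrophages changed by -0.24 (standard error 0.18, edgeR adjusted p = 1.00), Csf1 (ENSMUSG00000014599) by 0.45 (standard error 0.38, edgeR adjusted p = 1.00) and Csf1r by -0.18 (standard error 0.17, edgeR adjusted p = 1.00). In tumor DCs 39 genes had an edgeR adjusted p under 0.05 (34 higher and 5 lower with Sephin1). The largest rises were Arg1 (ENSMUSG00000019987, 3.77), Mmp12 (ENSMUSG00000049723, 3.73) and Gpnmb (ENSMUSG00000029816, 3.68), which tumor macrophages also express, and the largest falls Ifi205 (ENSMUSG00000054203, -1.41) and Irf7 (ENSMUSG00000025498, -0.98).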

## Discussion

Sephin1 is a selective inhibitor of PPP1R15A and can inhibit dephosphorylation of eIF2α by inhibiting the formulation of the PPP1R15A-PP1c complex.^46^ eIF2α is a key component of the integrated stress response process (ISR), which can be induced by both extrinsic factors and intrinsic cellular stresses, including oncogene activation.^16^^,^^57^^,^^58^ Usage of Sephin1 in mammals can lead to a promotion of ISR activity; thus, it is used as a potential treatment in neuron motor-, and proteostasis-related diseases.^48^^,^^49^^,^^50^ In our study, we found that the usage of Sephin1 in mice can lead to antitumor immunity suppression, which is most likely to be achieved by ISR process by single-cell expression analysis. In the C56BL/6 mice injected subcutaneously with B16F1 cells, the tumor growth rate in the Sephin1 group was significantly higher than that in the normal group, which indicated a possible relationship between the ISR process and antitumor immune activities. SCENIC analysis of the single-cell data for all immune cells between the normal and Sephin1 groups showed that all three sample types showed higher activities of the Atf3 regulon, which includes core genes related to the ISR, and other related regulons in the Sephin1 group, which indicated a higher ISR level. However, regulons related to immune cell activities were downregulated in the Sephin1 group, which indicated the induction of an immunosuppressive effect by Sephin1. To fully understand the suppressive effect on antitumor immune activities mediated by different kinds of immune cell types, we analyzed the expression and distribution patterns of different cell types in different tissues.

Lymphocytes that are important for antitumor immunity were more likely to be affected by Sephin1 injection. NK cells, NKT cells, and Cd8+ T cells were all significantly reduced among the immune cells in tumor tissue in the Sephin1 group, while regulatory T cells were more enriched. In addition, as key antitumor cell types in innate and adaptive immune systems,^59^^,^^60^ Cd8+ T cells and NK cells also exhibited lower expression and cell-killing activities in the Sephin1 group. As for NKT cells, previous studies have shown that depending on the cell type, NKT cells can either suppress (type I NKT cells) or promote (type II NKT cells) tumor development^61^^,^^62^; thus, the effects of the reduction in NKT cells may be controversial. In addition, the enrichment of regulatory T cells in the Sephin1 group also indicated suppression of antitumor immunity.^63^ SCENIC analysis also indicated that Atf3 regulon activity in the Sephin1 group in tumor tissue was higher in antitumor cell types such as NK cells, NKT cells, and Cd8+ T cells but lower in the suppressive T cell type, regulatory Cd4+ T cells,^64^ which also indicated the antitumor suppression effects of Sephin1.

By analyzing the TCR clonotype distribution, we found that tumor-specific T cell proliferation was also suppressed by Sephin1 injection. The TCR sequencing analysis indicated that highly expanded TCR clonotypes were significantly decreased in the Sephin1 group in terms of the numbers of both clonotypes and clones. Highly expanded TCR clonotypes were more enriched in cytotoxic Cd8+ T cells and macrophages and had higher expression of genes related to cytotoxicity-related pathways, which indicated that these cells were important for tumor-specific identification and cell killing. In addition, clonotypes with a lower clone number were more enriched in naive T cells.

Macrophages can also exert important antitumor immune activities. Macrophages can have a tendency to polarize toward the M1 or M2 state^65^^,^^66^ but exist along a continuum and cannot be distinctly separated into the M1 or M2 type.^54^^,^^67^ Previous studies have demonstrated that M1 macrophages are proinflammatory, while M2 macrophages are anti-inflammatory.^68^ In the tumor microenvironment, M1-like macrophages are more likely to have antitumor functions, while M2 macrophages have the opposite impact.^69^ In our experiment, by evaluating the polarization tendency through evaluation of a series of M1- and M2-related genes, we found that in the Sephin1 group, macrophages tended to exhibit an M2-polarized state, which was more likely to promote tumor development. In addition, macrophage subtypes in the tumor microenvironment were more deeply affected by Sephin1 than those in the blood, indicating that Sephin1 had stronger influence on tumor-associated macrophages.

Previous studies have shown that CD3+TCRαβ+ macrophages can produce proinflammatory cytokines and have import functions in infection-related biological process,^55^ and this kind of macrophages may be generated through the trogocytosis between macrophages and T cells.^70^^,^^71^ However, the traditional trogocytosis theory only included the exchange of membrane and membrane-associated proteins. In our study, the single-cell sequencing data were at mRNA level, which indicated that a large number of macrophages in the tumor microenvironment contained the mRNAs of TCRs and other T cell-related genes. This phenomenon indicated that the interaction between antigen-presenting cells (APCs) and T cells may not be limited to the cell surface but also involve a deeper level of substance exchange. In addition, clonotype analysis of TCR + macrophages indicated that macrophages with higher TCR frequency were more likely to be suppressed in the Sephin1 group. Besides, TCR + macrophages tended to undergo M1 polarization more than conventional macrophages and were also more enriched in the tumor microenvironment. These results all indicated that TCR + macrophages could play vital roles in both T cell- and macrophage-related pathways. The suppressive effect of Sephin1 on this cell type was also more significant than that on conventional macrophages.

Based on these results, we further analyzed the cell-cell communication between Cd8+ T cells, Cd4+ T cells, NK cells, macrophages, and DCs and analyzed cell pairs that had similar patterns between all three tissue types. In the cell-cell communications that were downregulated in the Sephin1 group, MHC-I, LCK, and SELPLG pathways were significantly downregulated and also had relatively high communication strengths. The SELPLG pathway is known with cell-cell adhesion function and may have functions in antitumor immunity.^72^^,^^73^ MHC-I and LCK pathways have important functions in antigen presenting and also associated with each other. LCK is known as inducing initial TCR-triggering event.^74^ FN1, GALECTIN, SPP1, THBS, TGFb, APP, THY1, TNF, and CSF pathways were upregulated in the Sephin1 group. Most of these pathways were antitumor suppressive. GALECTIN can lead to T cell inhibition by Lgals9-Havcr2 interaction.^75^ SPP1 can facilitate immune escape in tumor tissues.^76^ THBS1 can limit antitumor immunity by CD47-dependent regulation of innate and adaptive immune cells.^77^ CSF1/CSF1R pathway can lead to inhibition to T cell checkpoint immunity.^78^ TNF is an important pathway in cell apoptosis, which is also highly related to ISR process, and can also trigger the death signaling in immune cells.^79^ TGFb is known as an important marker of M2 macrophages, which is highly related to protumor effects.^80^ APP and THY1 pathways may also have important functions in antitumor immunity; however, research on these two pathways about antitumor immunity is still lacking.

In conclusion, the injection of Sephin1 could lead to the suppression of antitumor immunity during the development of implanted B16F1 tumors. This finding was also verified in another model using 4T1 tumor cells. As a selective inhibitor of PPP1R15A, Sephin1 can inhibit the binding of PPP1R15A to the PPP1R15A-PP1c complex and promote the integrated stress response in mice. From our results, we inferred that PPP1R15A and other ISR-related genes and their protein products could be important potential targets in tumor immunotherapy. The ISR is also an important pathway related to the immune response in mammals. A macrophage subtype was identified to be highly associated with Sephin1 treatment and to play a crucial role in antitumor immunity, suggesting a potential mechanism by which Sephin1 exerts its protumorigenic effect. Furthermore, cell-cell communication analysis also proved that the antitumor-related immunity interactions were suppressed by Sephin1 in mouse blood and tumor microenvironment. In a word, PPP1R15A and its related ISR play a key role in the immune system, especially antitumor immunity, and can be used as a target for tumor immunotherapy. The inhibitor Sephin1 also has the potential for immunity-related diseases, such as autoimmune disease.^81^^,^^82^

### Limitations of the study

In this study, we mainly concentrated on the single-cell transcriptome and immune profiling of the tumor microenvironment and PBMCs in the normal and PPP1R15A-inhibited mice. There are still some limitations in our study. Firstly, we did not perform the overexpression or activation study of PPP1R15A, and the effect of PPP1R15A activation to immune system is still unknown. Secondly, the experiment was only performed on mice and mouse cells without human data, which are more meaningful for drug discovery. Thirdly, our single-cell data only contained the transcriptome and TCR data, without (B cell receptor) BCR data. The changes in BCR complexity can also be meaningful for the study of PPP1R15A function.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

PE Hamster Anti-Mouse CD3e	BD Biosciences	Cat# 553064; RRID: AB_394597
FITC anti-mouse TCR β chain Antibody	BioLegend	Cat# 109205; RRID: AB_313428
PE/Cyanine7 anti-mouse/human CD11b Antibody	BioLegend	Cat# 101215; RRID: AB_312798
PerCP anti-mouse F4/80 Antibody	BioLegend	Cat# 123125; RRID: AB_893495
PE anti-mouse CD45 Antibody	BioLegend	Cat# 103105; RRID: AB_312970
FITC anti-mouse CD45 Recombinant Antibody	BioLegend	Cat# 157607; RRID: AB_2832553
Brilliant Violet 605™ anti-mouse CD4 Antibody	BioLegend	Cat# 100548; RRID: AB_2563054
Brilliant Violet 421™ anti-mouse FOXP3 Antibody	BioLegend	Cat# 126419; RRID: AB_2565933
PerCP/Cyanine 5.5-conjugated anti-mouse CD8a antibody	BioLegend	Cat# 100733; RRID: AB_2075239
PE-conjugated anti-mouse IFN-γ antibody	BioLegend	Cat# 163503; RRID: AB_2890730
InVivoMAb anti-mouse CD3ε	BioXCell	Cat# BE0001-1-5MG; RRID: AB_1107634
InVivoMAb anti-mouse CD28	BioXCell	Cat# BE0015-1-5MG; RRID: AB_1107624
CD45 Monoclonal Antibody (30-F11), PE, eBioscience™	ThermoFisher	Cat# 12-0451-83; RRID: AB_465669
CD8a Monoclonal Antibody (53-6.7), PE-Cyanine7, eBioscience™	ThermoFisher	Cat# 25-0081-81; RRID: AB_469583
NK1.1 Monoclonal Antibody (PK136), eFluor™ 450, eBioscience™	ThermoFisher	Cat# 48-5941-80; RRID: AB_2043878
CD279 (PD-1) Monoclonal Antibody (J43), APC, eBioscience™	ThermoFisher	Cat# 17-9985-82; RRID: AB_11149358

**Chemicals, peptides, and recombinant proteins**		

Ficoll-Paque PREMIUM	Amersham/GE	17544602
Sephin1	APExBIO	A8708-50
FBS	Biological Industries	04-001-1A
RPMI 1640 medium	Gibco	11875093
Pen Strep	Gibco	15140122
MACS® SmartStrainers (30μm), 4x 25pcs	Miltenyi/MACS	130-110-915
AO/PI	Nexcelom Bioscience	CS2-0106-5mL
Propidium iodide solution	Nexcelom Bioscience	CS1-0109-5mL
IL2, mouse	Novoprotein	CK24
IL7, mouse	Novoprotein	CC73
ACK Lysing Buffer	ThermoFisher	A1049201

**Critical commercial assays**		

Chromium Next GEM Single Cell 5’ Library & Gel Bead Kit v1.1	10X Genomics	PN-1000165
Chromium Single Cell 5’ Library Construction Kit	10X Genomics	PN-1000020
Chromium Single Cell V(D)J Enrichment Kit	10X Genomics	PN-1000071
Chromium Next GEM Chip G Single Cell Kit	10X Genomics	PN-1000120
Single Index Kit T Set A	10X Genomics	PN-1000213
BD Cytofix/Cytoperm™ Fixation/Permeablization Kit	BD Biosciences	554714
Cell Activation Cocktail with Brefeldin A	BioLegend	423303
MojoSort™ Mouse CD8 T Cell Isolation Kit	BioLegend	480035
CFSE Cell Division Tracker Kit	BioLegend	423801
Tumor Dissociation Kit, mouse	Miltenyi/MACS	130-096-730
LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit, for 405 nm excitation	ThermoFisher	L34963
LIVE/DEAD™ Fixable Near IR (780) Viability Kit, for 633 nm excitation	ThermoFisher	L34994

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE220656

**Experimental models: Organisms/strains**		

C57BL/6Slac,mus musculus	SLAC LABORATORY ANIMAL	NA

**Software and algorithms**		

CellRanger	10X Genomics	Version 6.0.0
Seurat	https://satijalab.org/seurat/index.html	Version 3.2.3
scRepertoire	http://www.bioconductor.org/packages/release/bioc/html/scRepertoire.html	Version 1.2.1
Python	https://www.python.org/	Version 2.7.5
R	https://cran.r-project.org/	Version 3.3.5
SCENIC	https://github.com/aertslab/SCENIC	Version 1.1.2-01
GENIE3	http://www.bioconductor.org/packages/release/bioc/html/GENIE3.html	Version 1.8.0
GSVA	http://www.bioconductor.org/packages/release/bioc/html/GSVA.html	Version 1.30.0
Fgsea	http://www.bioconductor.org/packages/release/bioc/html/fgsea.html	Version 1.8.0
ggplot2	https://cran.r-project.org/	Version 3.3.5
Ggpubr	https://cran.r-project.org/	Version 0.4.0
Pheatmap	https://cran.r-project.org/	Version 1.0.12
ComplexHeatmap	https://cran.r-project.org/	Version 2.8.0
CellChat	https://github.com/sqjin/CellChat	Version 1.0.0

**Other**		

Original code	This paper	https://github.com/LisaWang2022/B16F1-mouse-single-cell-analysis

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Xiangyin Kong ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Mice

The mouse models used in this study were obtained from SLAC LABORATORY ANIMAL. The strain was C57BL/6Slac. 6-8 weeks male mice were used in this study, and they were separated into normal and Sephin1 groups randomly. Animal study protocols were approved by the Institutional Animal Care and Use Committee of Shanghai Institute of Nutrition and Health, CAS. All animals were housed under specific pathogen-free (SPF) conditions according to the National Institutes of Health’s Guide for the Care and Use of Laboratory Animals.

### Method details

#### Reagent preparation

A Sephin1 solution was prepared before injection. Sephin1 (50 mg, APExBIO, A8708-50) was first dissolved in 625 μl DMSO and then dissolved in 12.5 ml PBS. The final solution contained 4 mg/ml Sephin1 and 5% DMSO. This solution was used for mouse injection. The same volume of DMSO solution with the same percentage (5% DMSO in PBS) was used to treat the control group.

#### Mouse models

Six-to eight-week-old male C57BL/6 mice were used in this study. Mice were first separated into two groups, the normal group and the Sephin1 group (n=10). The Sephin1 group was injected intraperitoneally with 100 μl Sephin1 solution prepared as described above, and the normal group was injected with an equal 5% DMSO-PBS solution. Both groups were injected three times per week for two weeks. Two days after the last injection, two mice from each group were randomly selected, and their peripheral blood mononuclear cells (PBMCs) were harvested for single-cell sequencing; the remaining mice were subcutaneously inoculated with $3\times 10^{5}$ B16F1 cells. The shortest and longest tumor diameters (d and D) were measured with a Vernier caliper every one or two days for two weeks, and tumor volume (V) was calculated as: $V=d^{2}\times D/2$. The tumor tissues were collected after two weeks of development for further experiments.

In addition to studying B16F1 tumors, the growth rate of a mouse triple-negative breast cancer cell line, 4T1, was measured in 8-week-old female BALB/c mice (eight mice in each group). After two weeks of injection of DMSO or Sephin1, each BALB/c mouse was subcutaneously inoculated with $10^{6}$ 4T1 cells. Tumor volume was then measured every 2-3 days.

#### Isolation of mouse PBMCs

Peripheral blood samples were collected from the mouse eyes. Each sample was first mixed with 200 μl EDTA and then mixed with PBS in an equal volume. Equal volumes of Ficoll-Paque PREMIUM (Amersham/GE, 17544602) and the blood-EDTA-PBS solution were added to a 15 ml centrifuge tube and centrifuged at 400 × g for 20 min. The peripheral blood mononuclear cells (PBMCs) were collected, and the erythrocytes were removed with ACK lysing buffer (ThermoFisher, A1049201). The remaining cells were filtered with a 30 μm MACS SmarterStrainer (Miltenyi/MACS, 130-110-915), washed with PBS 1-2 times, and resuspended in PBS to a proper volume. The cells were stained with AO/PI (Nexcelom Bioscience, CS2-0106-5mL) and quantified using a Cellometer K2 (Nexcelom Bioscience).

#### Tumor tissue processing

Tumor tissues were collected and cut into small pieces (approximately 1-2 mm). Then, we digested the tumor tissues with a mouse tumor dissociation kit (Miltenyi/MACS, 130-096-730) following the standard procedure. After that, the cell suspension was filtered with a 30 μm MACS SmarterStrainer. Then, we performed either FACS analysis or FACS sorting (sorting for CD45^+^ and live cells).

#### FACS sorting and analysis

The FACS sorting procedure was performed before single-cell library construction with immune cells in tumor samples. The tumor cell suspensions were first incubated with a mouse CD45-specific antibody (BioLegend, 157607) for 30 minutes and then incubated with propidium iodide solution (Nexcelom Bioscience, CS1-0109-5mL). Cells were sorted on a BD SORP FACSAria.

FACS analysis was performed on tumor tissues. After single-cell suspensions were obtained, each sample was first stimulated with Cell Activation Cocktail with Brefeldin A (BioLegend, 423303) at a cell density of approximately $5\times 10^{6}$ cells/mL, and the volume ratio of the cocktail and the cell suspension was 1:500. After 4 hours of stimulation at 37 °C, the cells were centrifuged at 400 × g for 7 min, the supernatant was discarded, and then FACS antibodies were incubated with the samples. The cells were first incubated with mouse surface antibodies, including CD45 (Thermo Fisher, 12-0451-83; BioLegend, 103105; BioLegend, 157607), CD3E (BD Pharmingen, 553064), CD4 (BioLegend, 100548), CD8A (Thermo Fisher, 25-0081-81), NK1.1 (Thermo Fisher, 48-5941-80), FOXP3 (BioLegend, 126419), PD-1 (Thermo Fisher, 17-9985-82), CD11b (BioLegend, 101215), F4/80 (BioLegend, 123125), TCRβ (BioLegend, 109205) and reagents from a LIVE/DEAD Viability Kit (ThermoFisher, L34994/L34963) for 30 min. After that, the cells were centrifuged at 1500 rpm for 5 min and washed with PBS once. A Cytofix/Cytoperm Kit (554714, BD Pharmingen) was then used for cell fixation and permeabilization. Then, the cells were washed and incubated with a mouse IFNG-specific antibody (BioLegend, 505806) for 30 min. After that, the cells were washed and resuspended in BD Perm/Wash buffer from the Cytofix/Cytoperm Kit. The prepared cell suspensions were analyzed on a CytoFLEX LX from Beckman Coulter.

#### Library construction and sequencing for single-cell RNA-seq analysis

Twelve samples were used for single-cell library construction. First, after two weeks of DMSO or Sephin1 injections, we randomly selected two mice in each group and collected all four PBMC samples. Second, two weeks after B16F1 cell injection, we randomly selected two additional mice from each group and collected four PBMC samples and four tumor immune cell samples (CD45^+^ cells isolated from tumor tissues by FACS).

The cell suspension samples we obtained with this procedure were used for single-cell library construction. We performed single-cell immune profiling following the standard procedure from 10X Genomics. The library construction kit we used included the Chromium Next GEM Single Cell 5’ Library & Gel Bead Kit v1.1 (16 rxns, PN-1000165), Chromium Single Cell 5’ Library Construction Kit (16 rxns, PN-1000020), Chromium Single Cell V(D)J Enrichment Kit (Mouse T cell, 96 rxns, PN-1000071), Chromium Next GEM Chip G Single Cell Kit (48 rxns, PN-1000120) and Single Index Kit T Set A (96 rxns, PN-1000213). After single-cell library construction, all samples were sequenced on an Illumina NovaSeq PE150 platform. We obtained 12 5’ gene expression libraries and 12 matched TCR-enriched libraries. All the gene expression libraries were sequenced with a data size of 80 G. The data size of each TCR-enriched library was 10 G.

#### Single-cell data processing and integration with TCR enrichment data

After obtaining all 12 expression sequencing datasets and 12 TCR enrichment sequencing datasets, we first analyzed the data using CellRanger (version 6.0.0) software from 10X Genomics. The single-cell expression data were then imported into R and integrated with Seurat (version 3.2.3). To minimize information loss and filter out low-quality and duplicated cells at the same time, genes expressed in at least 2 cells were kept, and cells with more than 100 but less than 4000 genes were kept. In addition, violin plot was made by the percentage of mitochondrial genes, and cells that were discrete in the violin plot were filtered out. The filtered cells were then integrated, normalized, scaled and clustered with Seurat. Cell type annotation was then performed using classic immune cell markers.

The filtered TCR contig matrix was analyzed and integrated using scRepertoire (version 1.2.1)^83^ and then integrated with the gene expression data. TCRs were separated and annotated by their distribution in one sample. If the percentage of the clone number of one clonotype in all clones of the sample was between 0.1 and 1, the clonotype was classified as “hyperexpanded”; if the percentage was between 0.01 and 0.1, the classification was “large”. “medium” was used to denote a percentage between 0.001 and 0.01, and “small” indicated a percentage between $10^{-4}$ and 0.001. Separated TCRs were then integtated with the expression data. The integration process was scripted and performed on Python (version 2.7.5) and R (version 3.6.3) platforms. Cells were matched between the TCR enrichment data and expression data according to their specific barcode sequence. Plots of different TCR types were made with ggplot2 (version 3.3.5).

#### Regulon analysis by SCENIC

SCENIC (version 1.1.2-01)^51^ analysis was also performed to analyze the activity of important transcription factors and their related genes. First, 5000 cells from all 12 samples were randomly selected to identify the coexpression network with higher activities using GENIE3 (version 1.8.0). After that, SCENIC analysis was performed on all cells, and specific regulons were filtered from the coexpression network. Then, we calculated the activities of different regulons in different sample types and cell types. Besides, the regulon specificity score (RSS) of each sample was also calculated^84^ in order to identify the sample-specific regulons of each sample type.

#### Analysis of differentially expressed gene patterns between clusters

Differentially expressed genes in different clusters or samples were identified with the FindMarkers package of Seurat. The differentially expressed genes were then used to perform enrichment analyses, including Gene Set Variation Analysis (GSVA) and Gene Set Enrichment Analysis (GSEA), which were completed with the R packages GSVA (version 1.30.0) and fgsea (version 1.8.0). In addition, the AddModuleScore package of Seurat was also used to analyze the expression activities of genes involved in important pathways related to antitumor immunity. All the processes were completed on Python (version 2.7.5) and R (version 3.6.3) platforms. Plots were made with the ggplot2 (version 3.3.5), ggpubr (version 0.4.0), pheatmap (version 1.0.12) and ComplexHeatmap (version 2.8.0) packages in R.

#### Cell-cell communication analysis

Cell-cell communication analysis were completed mainly with the R package CellChat (version 1.0.0).^56^ Five cell types that played important roles in the antitumor immunity were chosen for communication analysis. The communication numbers and strengths between the normal and Sephin1 groups in different tissues were calculated and compared.

#### *In vitro* analysis of the effect of Sephin1 on mouse CD8^+^ T cells

A round-bottom 96-well plate was first prepared by incubation with 100 μl PBS supplemented with 1 μg/mL anti-mouse CD3ε (BioXCell, BE0001-1-5MG) and anti-mouse CD28 (BioXCell, BE0015-1-5MG) the day before CD8^+^ T-cell isolation. The supernatant was discarded before use.

CD8^+^ T cells were isolated from the spleen tissue of adult male C57BL/6 mice with a MojoSort Mouse CD8 T Cell Isolation Kit (BioLegend, 480035) according to the standard protocol. The isolated CD8^+^ T cells were first incubated with reagents from a CFSE Cell Division Tracker Kit (BioLegend, 423801) according to the standard protocol and then resuspended in RPMI 1640 medium (Gibco, 11875093) supplemented with 10% FBS (Biological Industries, 04-001-1A) and 1% Pen Strep (Gibco, 15140122). Then, 20 ng/mL mouse IL2 (Novoprotein, CK24) and IL7 (Novoprotein, CC73) were added, and the concentration of cells was 10^6^/mL.

The isolated CD8^+^ T cells were then incubated in the precoated 96-well plates for 72 hours. After that, the cells were collected and stained with a LIVE/DEAD Fixable Violet Dead Cell Stain Kit (Invitrogen, L34963), PerCP/Cyanine 5.5-conjugated anti-mouse CD8a antibody (BioLegend, 100733) and PE-conjugated anti-mouse IFN-γ antibody (BioLegend, 163503) as described above. The prepared cell suspensions were analyzed on a CytoFLEX LX from Beckman Coulter.

#### Immunofluorescence analysis

Immunofluorescence analysis was performed with mouse antibodies of F4/80 (Servicebio, GB11027), CD44 (Servicebio, GB112054), FN1 (Servicebio, GB112093) and SPP1 (Servicebio, GB11500). The tumor tissue was firstly fixed with paraformaldehyde, and embedded in paraffin, and then used for immunofluorescence staining.

### Quantification and statistical analysis

All statistical analyses were conducted using GraphPad Prism 7 (La Jolla, CA, USA) or R (version 3.6.3). Statistic differences between groups were calculated with different methods depended on the data characteristics, including unpaired two-tailed Student’s t-test, Chi square test, or Wilcoxon test (annotated in the figure legends). Statistical parameters are either shown with exact p values or as: ∗: p < 0.05, ∗∗: p < 0.01, ∗∗∗: p < 0.001, ∗∗∗∗: p < 0.0001.

## Data Availability

• Single-cell RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. The accession number is GEO: GSE220656. The original codes are deposited in github with this link: GitHub: https://github.com/LisaWang2022/B16F1-mouse-single-cell-analysis • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Single-cell RNA sequencing reveals the suppressive effect of PPP1R15A inhibitor Sephin1 in antitumor immunity
**Source:** iScience. 2023 Jan 13;26(2):105954. doi: 10.1016/j.isci.2023.105954
**Supplement:** Document S1. Figures S1–S11

## **Supplemental information**

### **Single-cell RNA sequencing reveals the suppressive effect of PPP1R15A inhibitor Sephin1 in antitumor immunity**

**Rongjing Wang, Yuchao Zhang, Shiwei Guo, Siyu Pei, Wei Guo, Zhenchuan Wu, Hailong Wang, Minghui Wang, Yizhe Li, Yufei Zhu, Ling-Hua Meng, Jingyu Lang, Gang Jin, Yichuan Xiao, Landian Hu, and Xiangyin Kong**

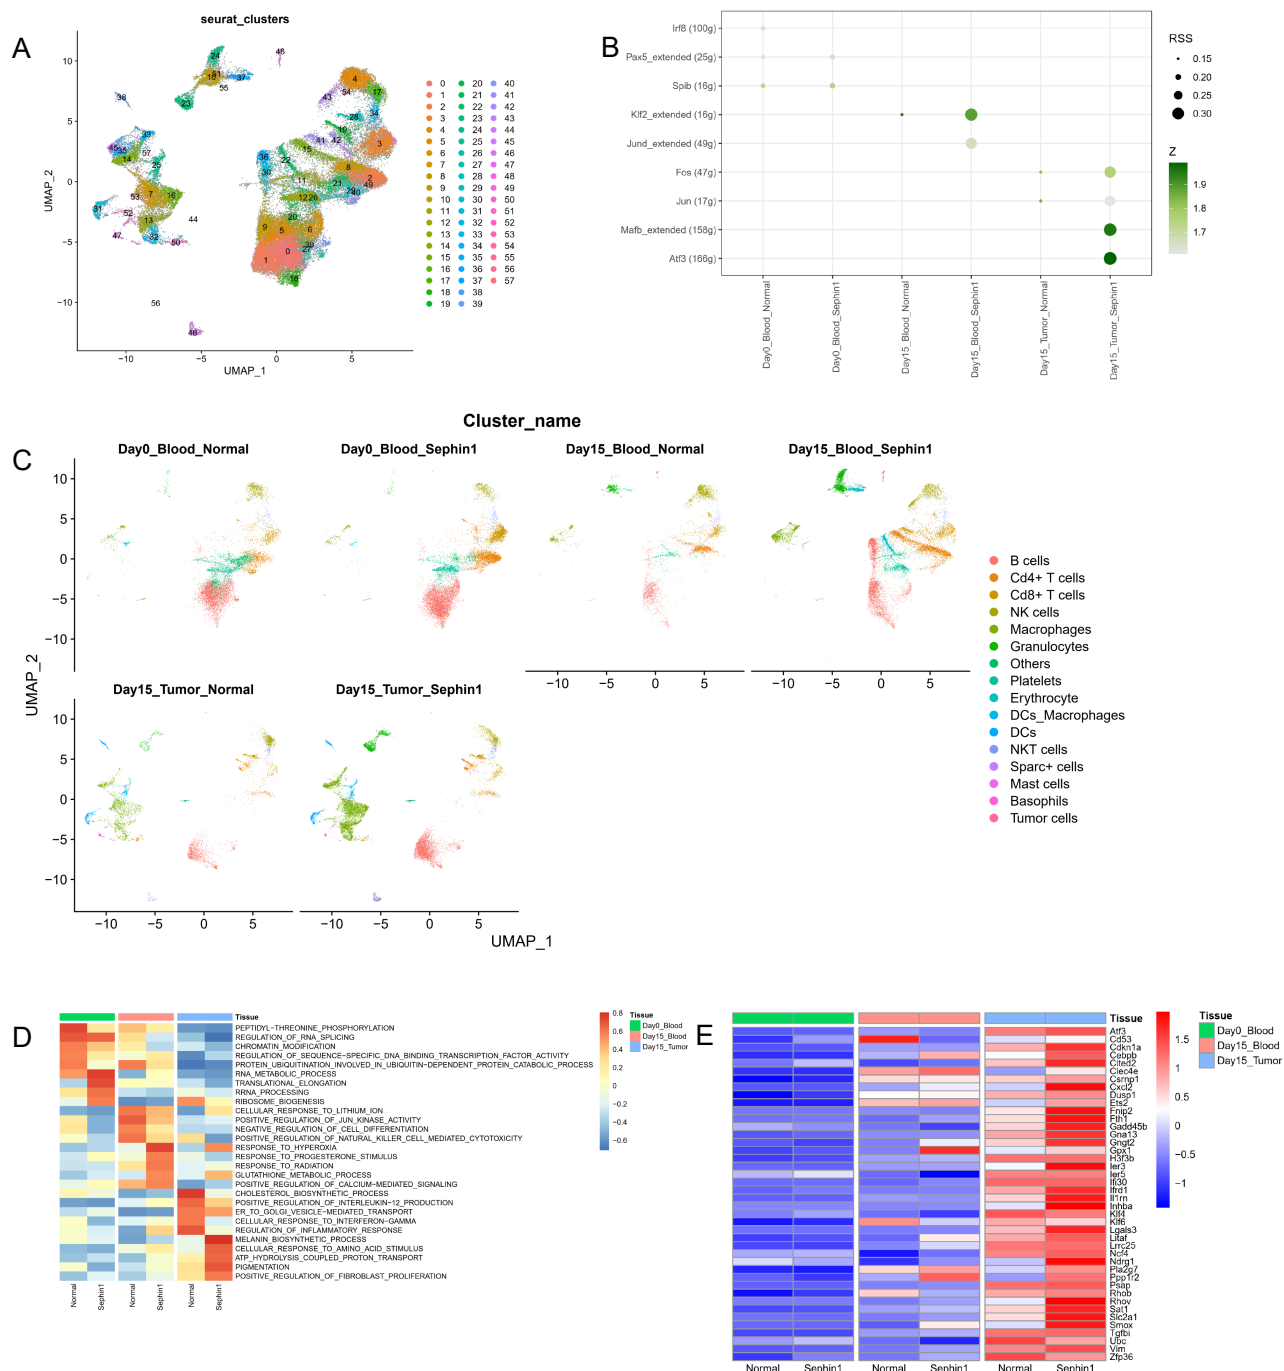

**Figure S1. Distribution and expression patterns of different cell types, related to Figure 1.**

(A) Original Seurat clusters of all samples. (B) Cell-type specific regulators calculated based on the Regulon Specificity Score (RSS). (C) UMAP plot of all samples split by sample type. (D) GSVA of differentially expressed genes between samples. (E) Enriched genes from Atf3 regulon in the Sepin1 group either in the blood of day 0 and day 15, or in the tumor tissue of day 15.

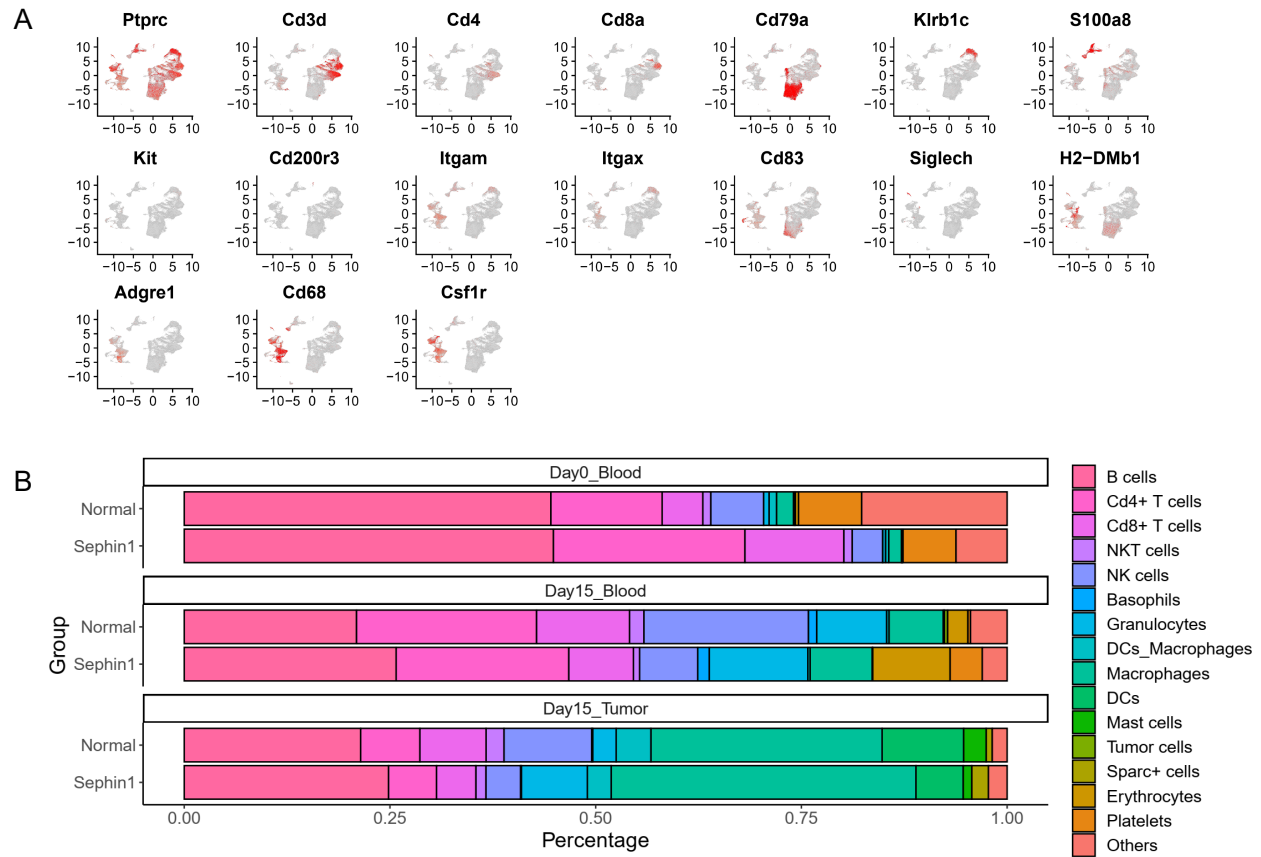

**Figure S2. Distribution patterns and cell markers of different cell types, related to Figure 1.**

(A) Percentages of different cell types in different sample types. (B) Gene markers used for cell type annotation. Ptpcr—immune cells. Cd3d, Cd4, Cd8a—T cells. Cd79a—B cells. Klrb1c—NK cells. S100a8—granulocytes. Kit—mast cells. Cd200r3—basophils. Cd68, Csf1r, Adgre1—macrophages. H2-DMb1, Cd83, Siglech—DCs.

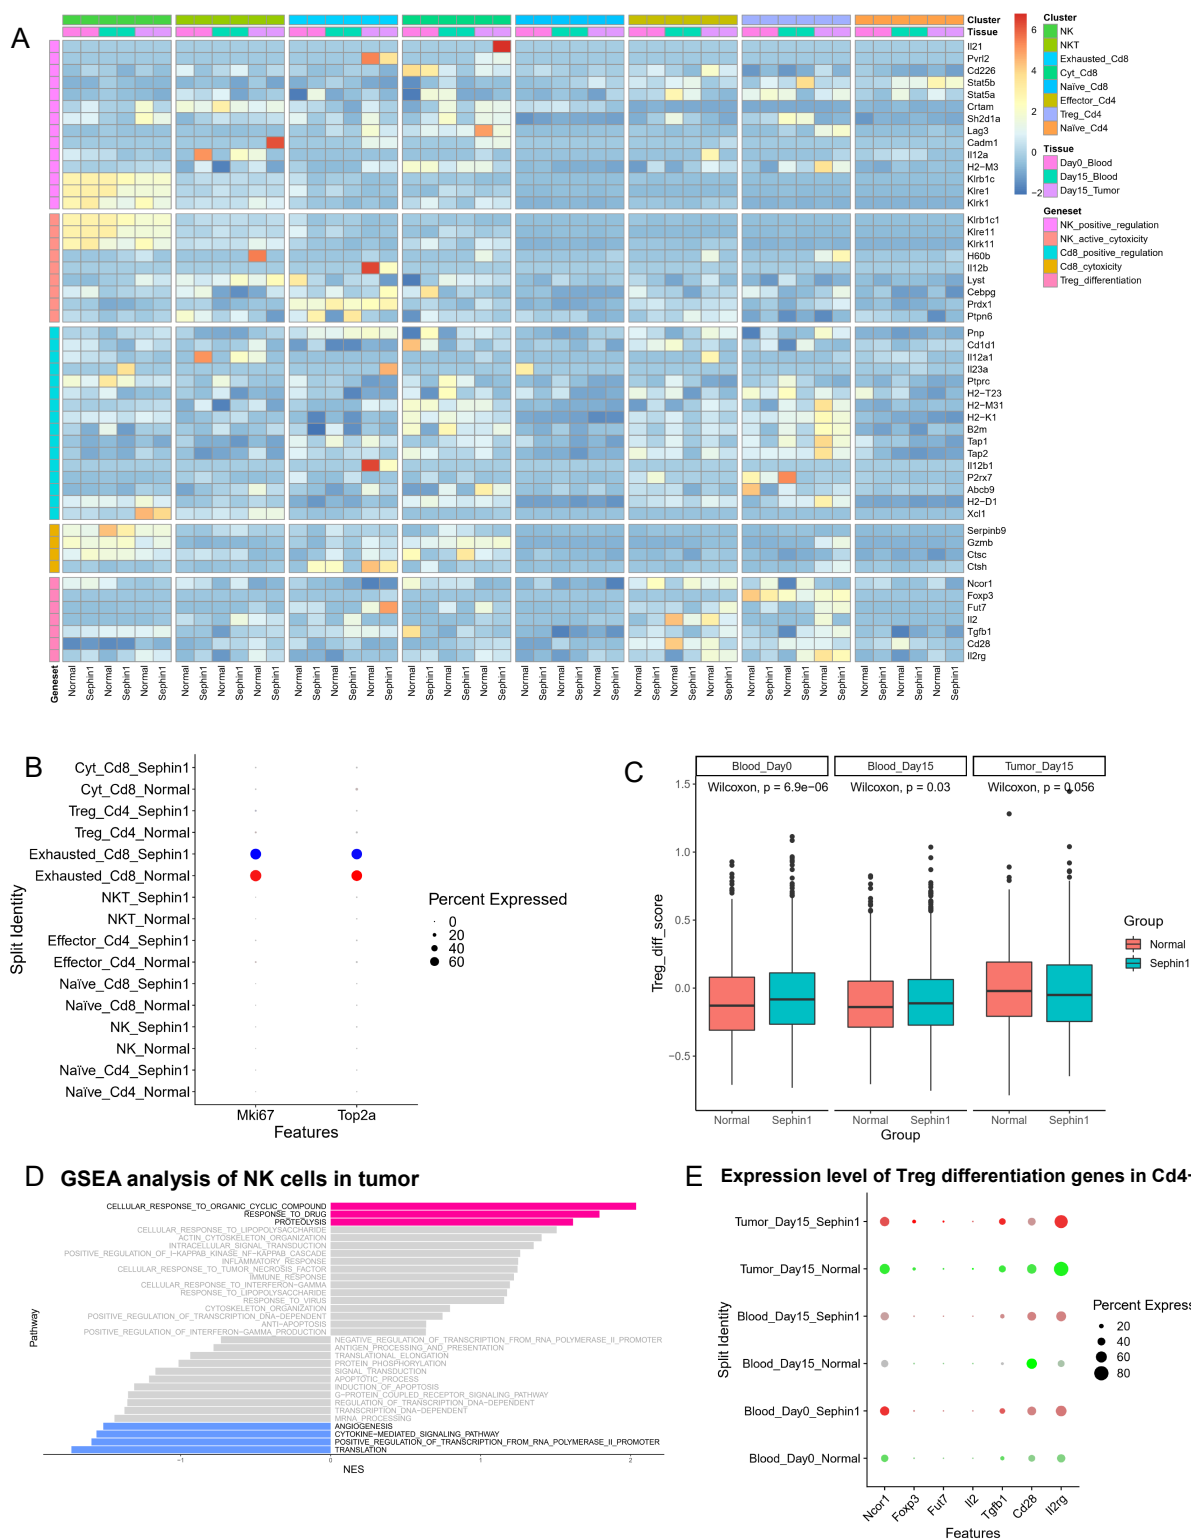

**Figure S3. Expression patterns of lymphocytes, related to Figure 3.**

(A) Heatmap of gene expression generated using AddModuleScore. (B) Expression patterns of two cell cycle-related genes in lymphocyte subtypes. (C) Expression score of regulatory differentiation-related genes in the Cd4+

T cells calculated by AddModuleScore. The p values was calculated by Wilcoxon test and adjusted by Bonferroni-Holm method. (D) GSEA of the most differentially expressed genes between the normal and Sephin1 groups in NK cells. Genes in pathways related to cytokine signaling and antigen processing were downregulated. Genes related to the cellular response to stress were upregulated, which showed activation of the ISR process. (E) Expression level of regulatory differentiation-related genes mentioned in (C).

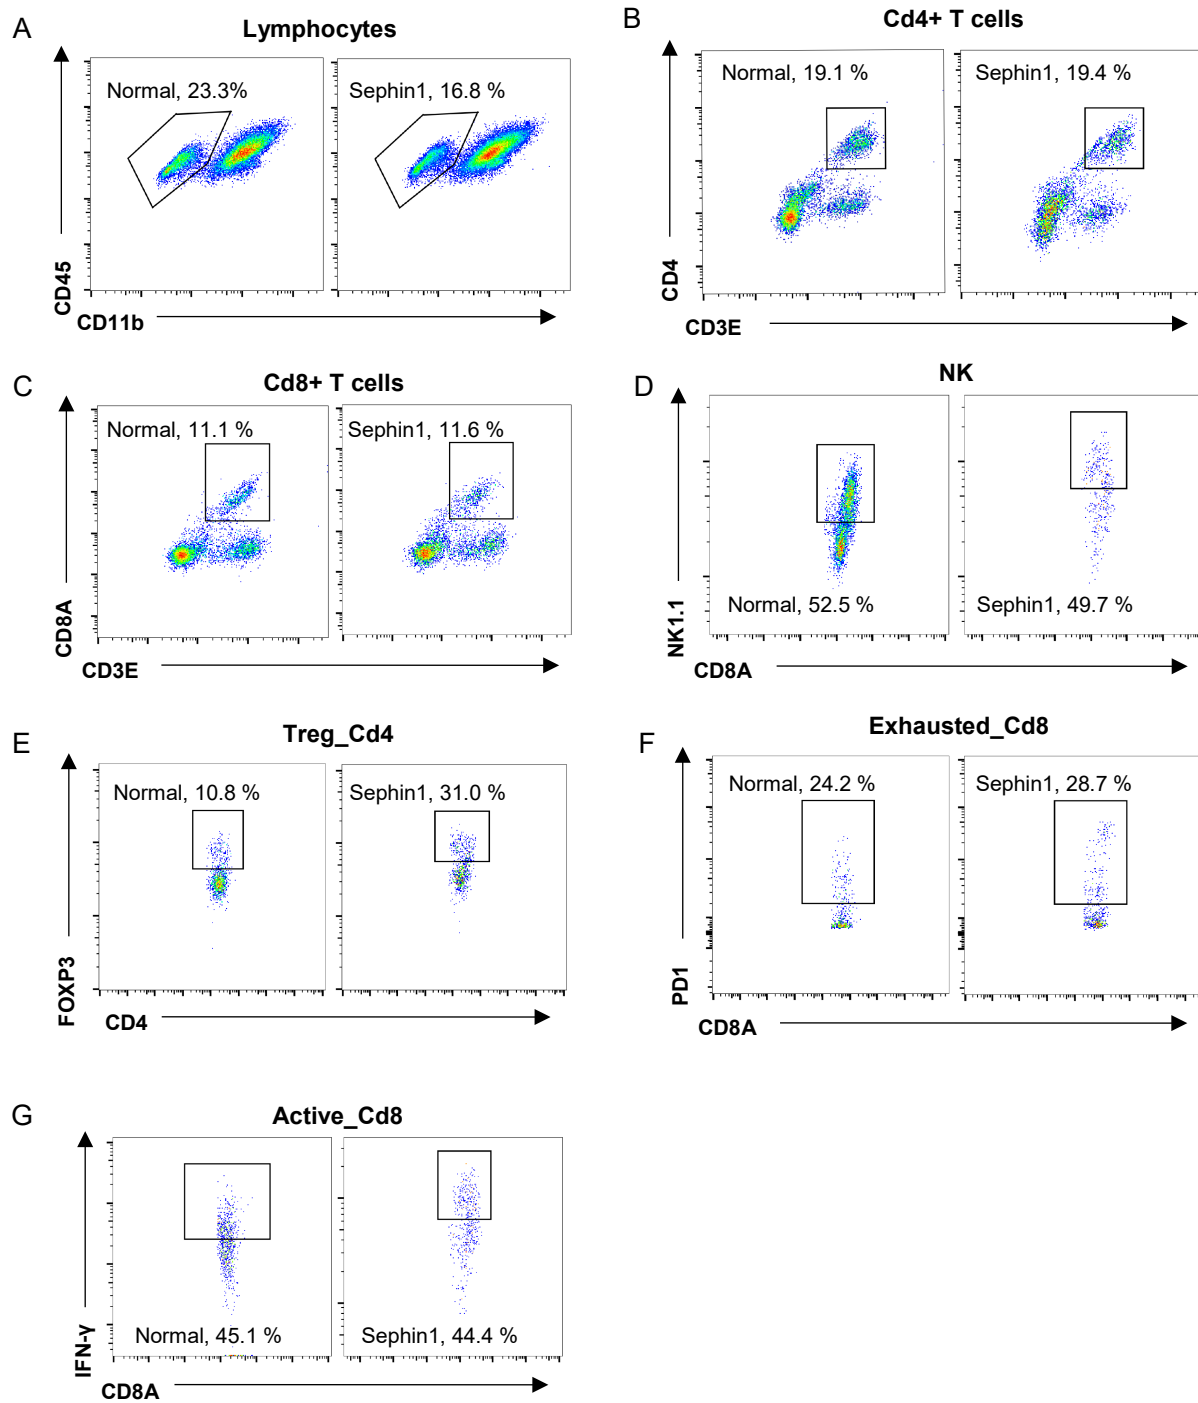

**Figure S4. FACS results of antitumor-related lymphocytes in the mouse tumor tissue, related to Figure 2.** Including all lymphocytes (A), Cd4+ and Cd8+ T cells (B & C), NK cells (D), Cd4+ regular T cells (E), exhausted Cd8+ T cells (F) and active Cd8+ T cells (G).

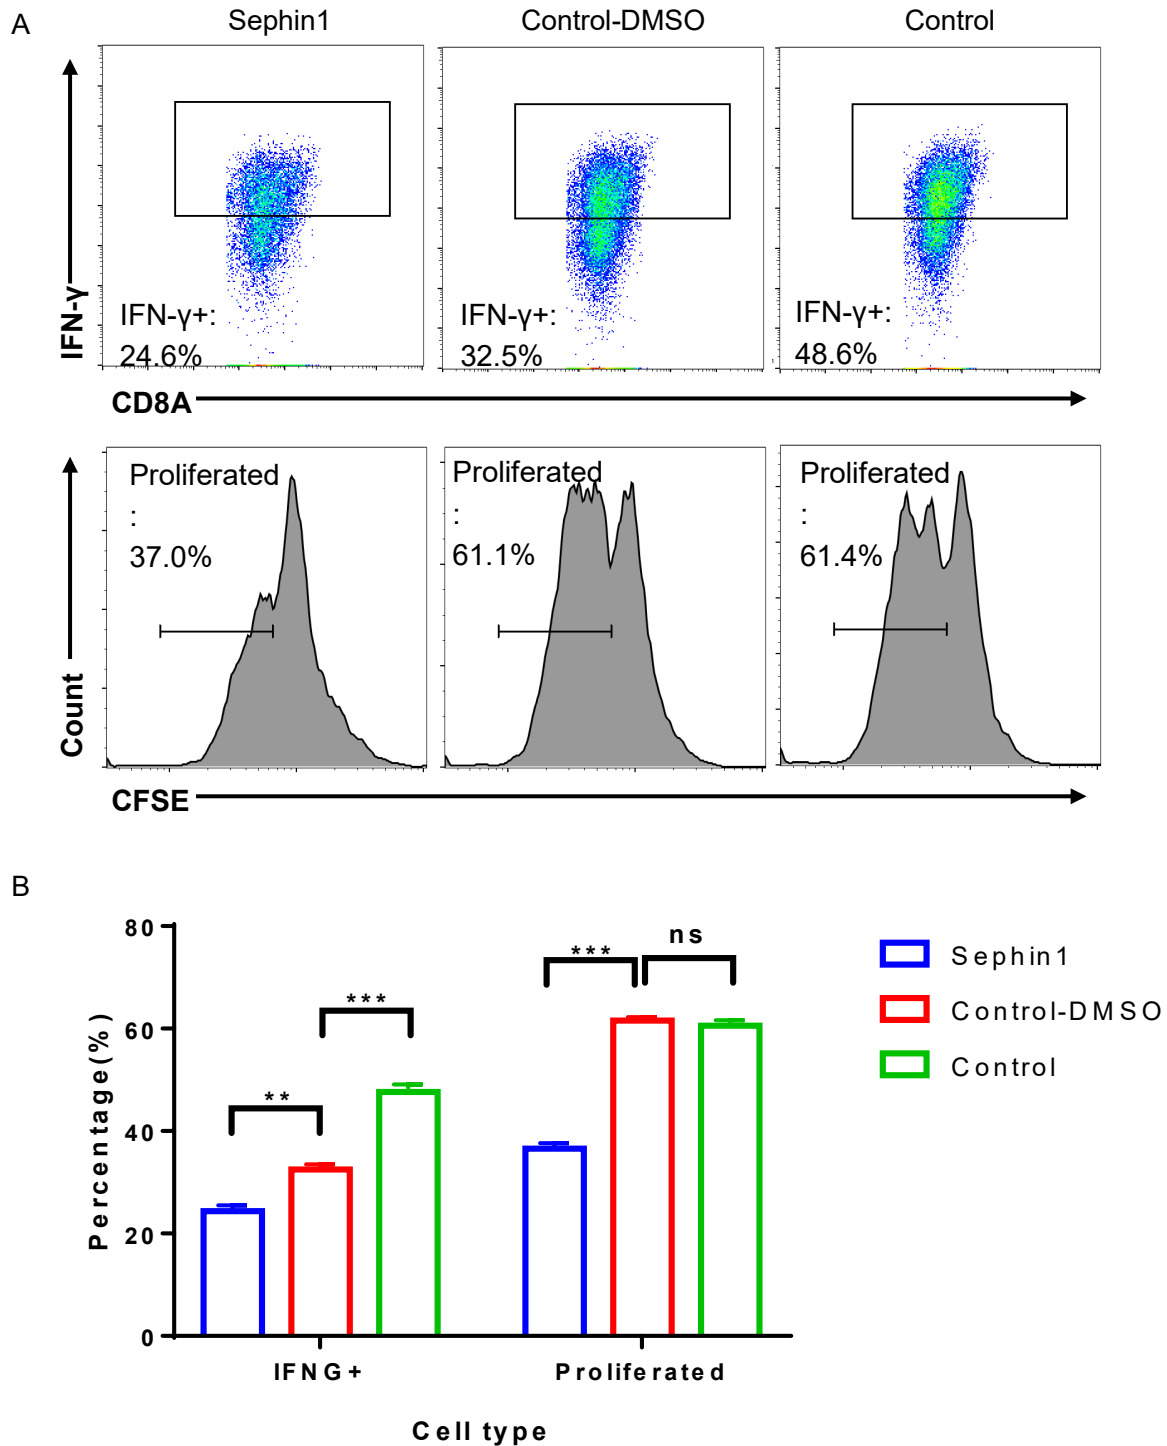

**Figure S5. FACS results for the activation and proliferation of Cd8+ T cells, related to Figure 3.**

(A) FACS results for IFN $\gamma$  and CFSE. Top: percentage of IFN $\gamma$ + cells in Cd8+ T cells. Bottom: percentage of proliferated cells among Cd8+ T cells. Sephin1: Cd8+ T cells supplemented with 20  $\mu$ g/mL Sephin1 and 0.2% DMSO. Control-DMSO: Cd8+ T cells treated with 0.2% DMSO. Control: Cd8+ T cells without Sephin1 or DMSO treatment. (B) Statistical analysis of the results for the Sephin1, Control-DMSO and Control groups. Cd8+ T cells

treated with Sephin1 had significantly lower expression of IFNG and a lower proliferative ability (n = 3). Multiple t test was used without adjustments. Bars: mean; error bars: SEM; \*\*: p < 0.01; \*\*\*: p<0.001.

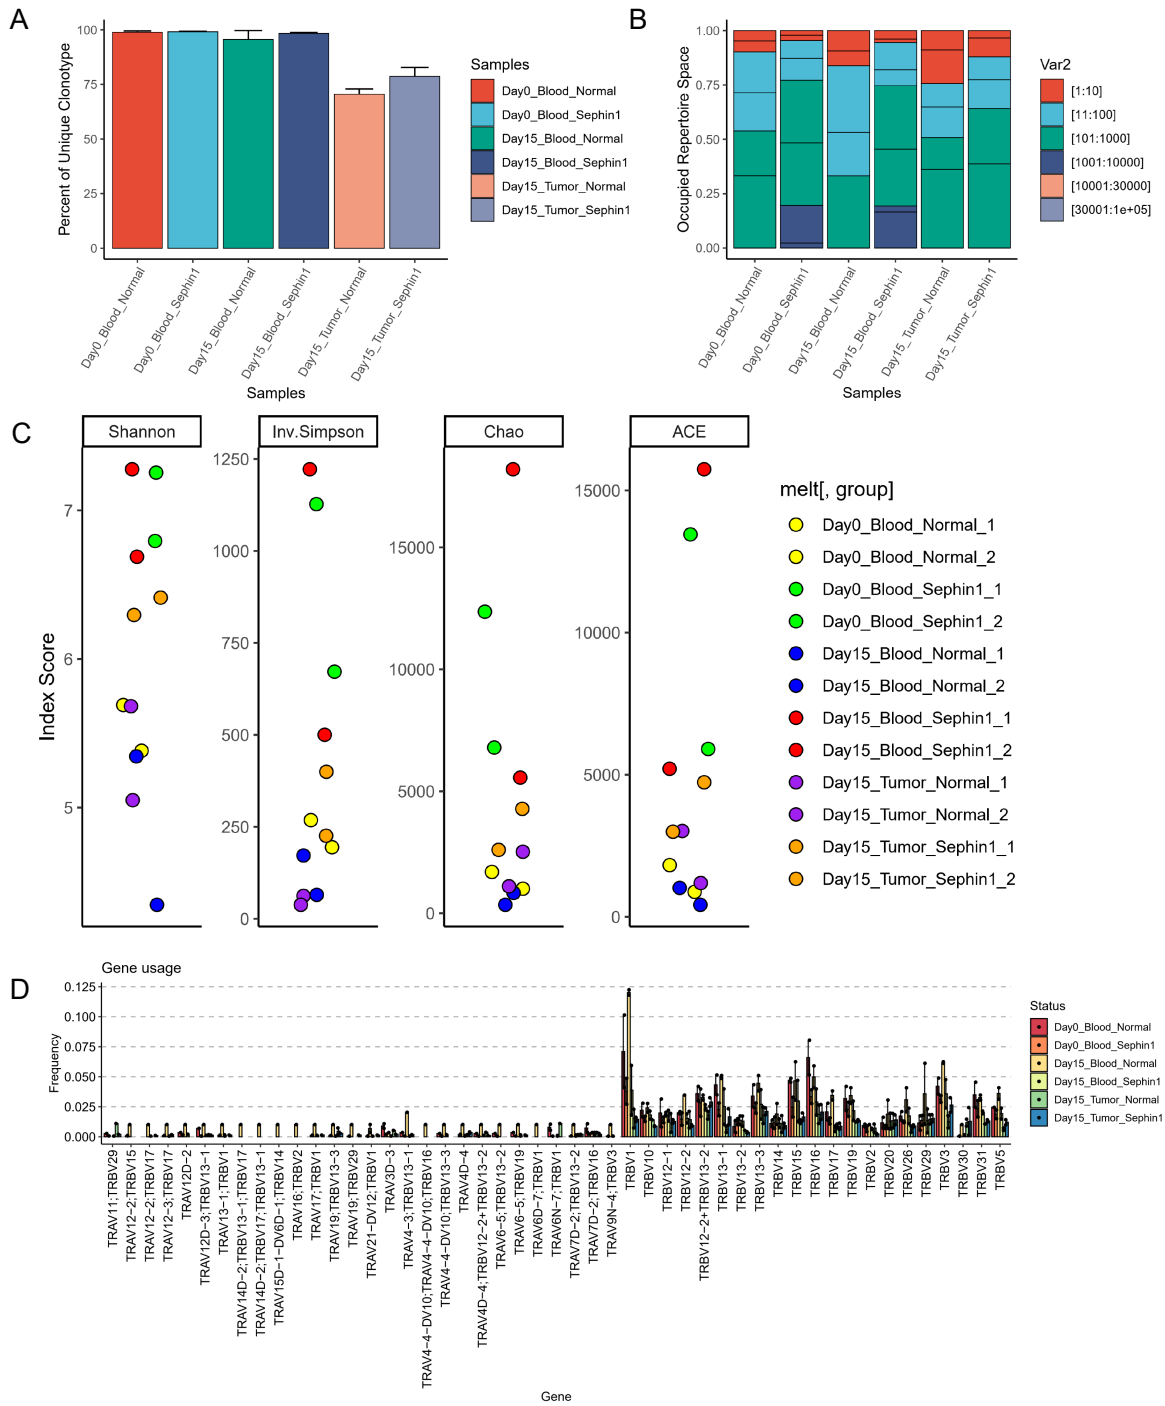

**Figure S6. Expression and distribution patterns of TCR regions, related to Figure 4.**

(A) Distribution of unique clonotypes. The percentage of nonunique clonotypes in the tumor microenvironment was lower than that in the blood, and the tumors in the Sephin1 group had more unique TCR clonotypes than those in the normal group. (B) Distribution of the clonal proportion in different sample types. Clonotypes in separate samples were ranked by clone number and placed into different bins. Tissues in the Sephin1 group were more enriched in low-ranking clonotypes. (C) Diversity analysis of TCR clonotypes in different sample types. The Shannon index,

inverse Simpson index, Chao1 estimator and abundance-based coverage estimator (ACE) were used for analysis. Samples in the Sephin1 group had higher TCR richness, and PBMCs had higher TCR richness than immune cells in tumors. 

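The Shannon index at 405 barcodes per tumor library was 5.28 and 5.02 in the normal group and 5.60 and 5.81 in the Sephin1 group. The inverse Simpson index was 60.4 and 37.5 against 162 and 289. With barcodes of T cells alone the latter index was 143 and 59.7 against 150.3 and 209.8. At day 15, in blood at 106 barcodes the inverse Simpson index was 78.0 and 106 in the normal group and 106 and 105 in the Sephin1 group. In blood of day 0 at 291 barcodes it was 289 and 281 against 290.3 and 290.3, so that blood repertoires were near the limit set by the number drawn.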

(D) Distribution of different TCR clonotypes between samples and groups. Different samples had various TCR clonotype distribution patterns.

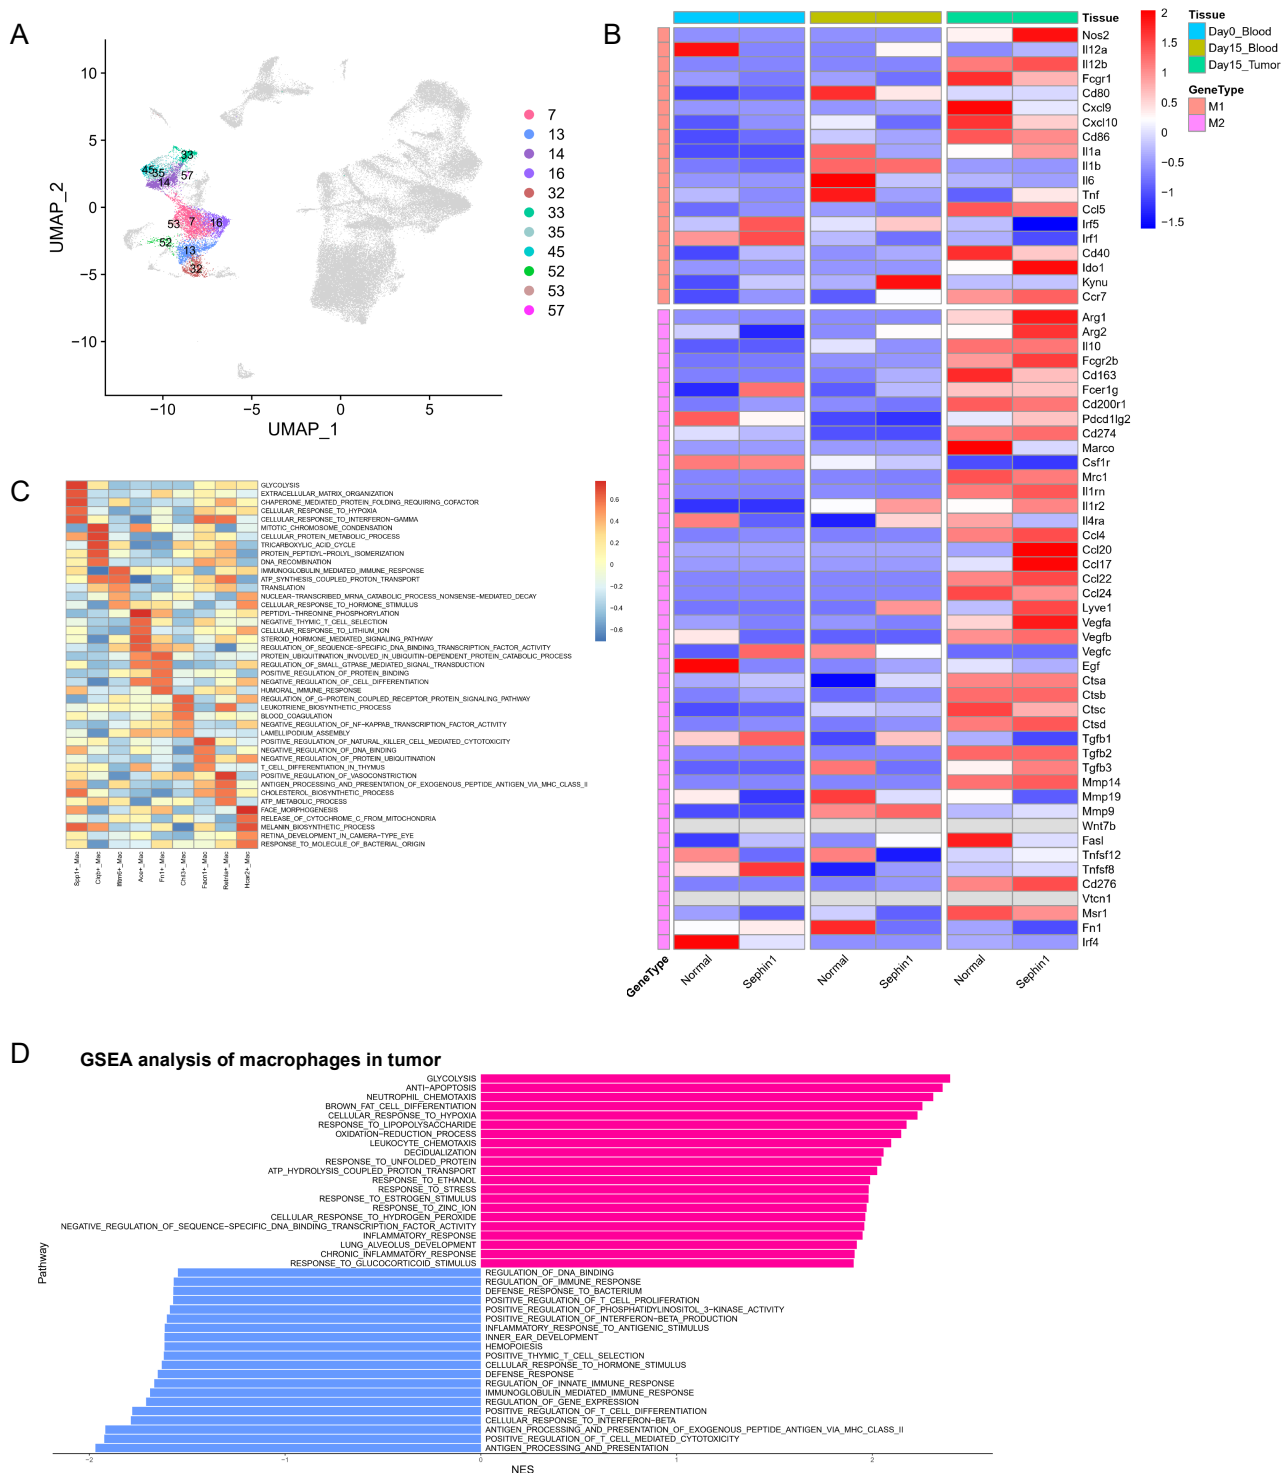

**Figure S7. Expression patterns of macrophage subtypes, related to Figure 5.**

(A) Seurat cluster distribution of macrophages. (B) Expression patterns of M1- and M2-related genes in different sample types. Macrophages among immune cells in tumors in the Sephin1 group were more likely to express M2-related genes. (C) GSEA of differentially expressed genes in macrophage subtypes. (D) GSEA of macrophages among immune cells in tumors between the normal and Sephin1 groups. Genes in pathways related to T-cell

activation were downregulated in the Sephin1 group.

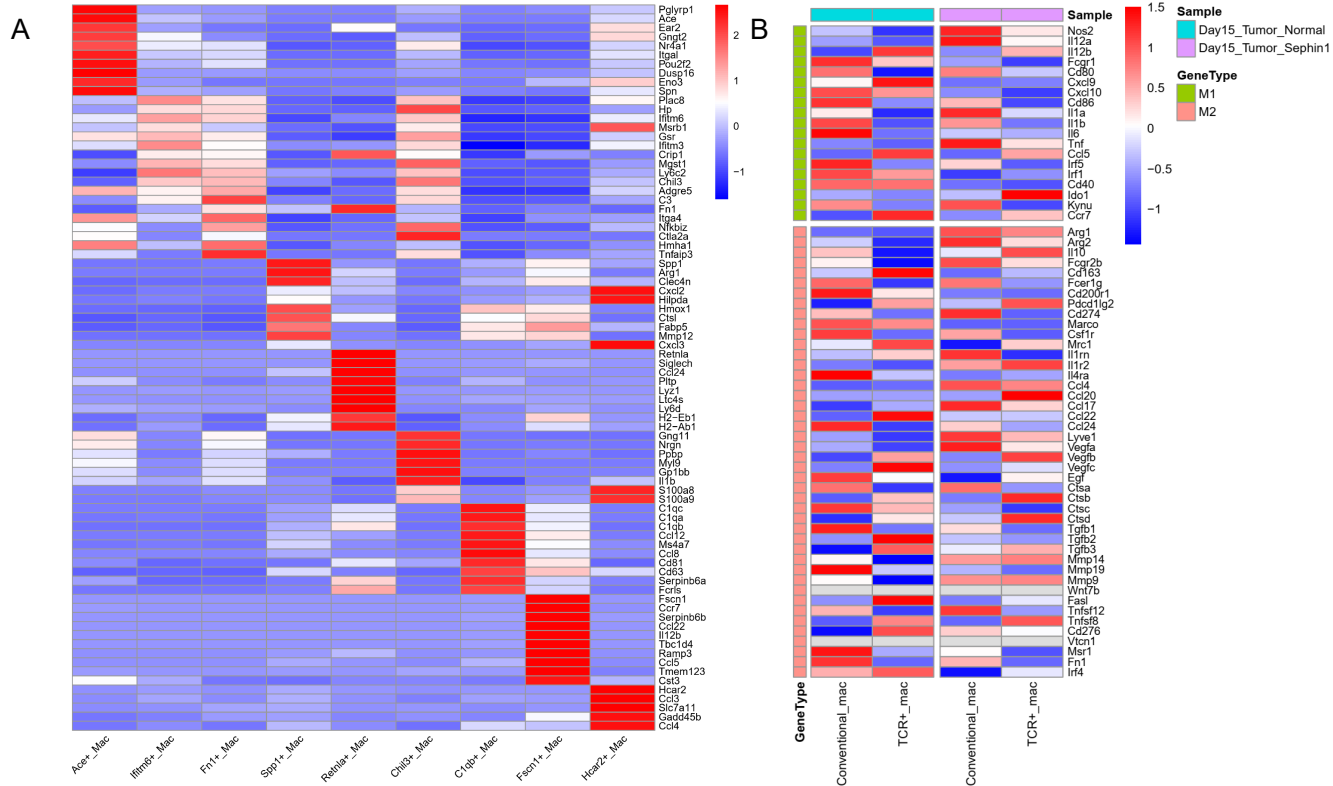

**Figure S8. Expression patterns of macrophage subtypes and TCR+ macrophages, related to Figure 6.**

(A) Most highly expressed genes in macrophage subtypes. The top 10 genes in each subgroup are shown. (B) Expression level of M1 and M2 related genes in TCR+ macrophages and conventional macrophages in the tumor tissue. (C) SCENIC analysis of macrophages among sample types. The Atf3 regulon was upregulated in the Sephin1 group in Day0\_Blood and Day15\_Tumor samples. (D) GSVA of different TCR types in TCR+ macrophages. The hyperexpanded cluster was more enriched in pathways related to T cell positive regulation, mitotic chromosome condensation, cholesterol biosynthetic process, microtubule-based movement and double-strand break repair via homologous recombination. (E) Distribution of TCR+ and conventional macrophages in the normal group and Sephin1 group.

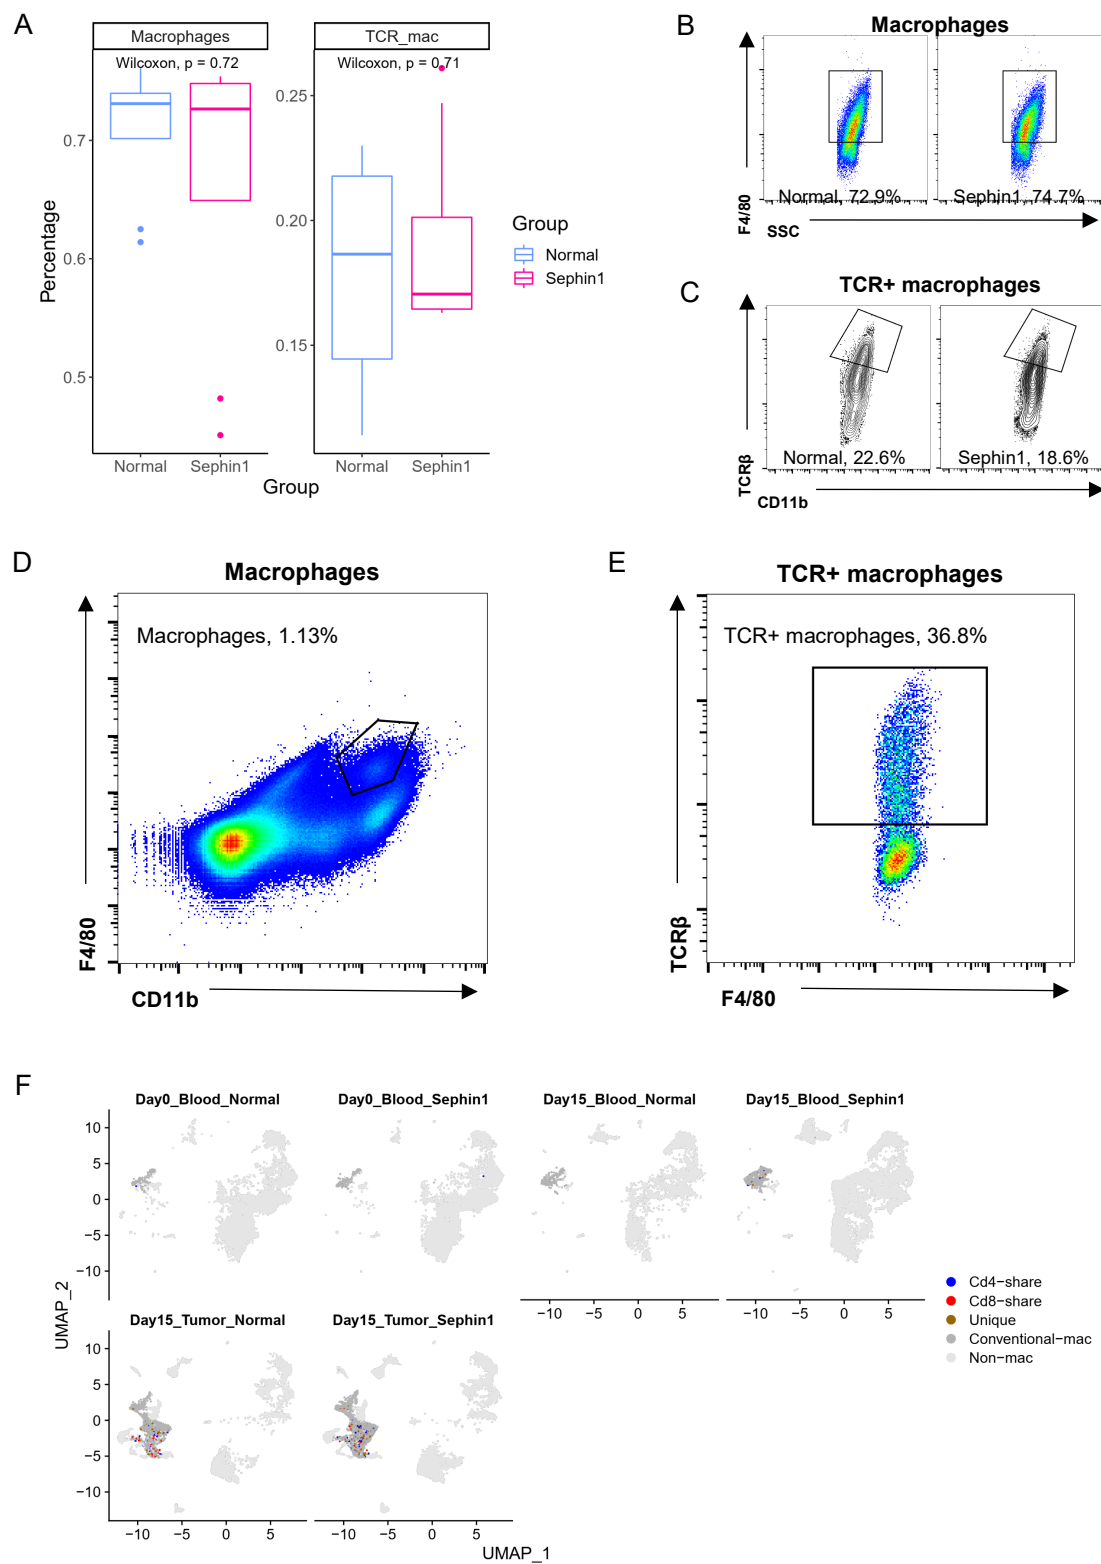

**Figure S9. Distribution of TCR+ macrophages in tumor samples and spleens, related to Figure 6.**

(A) Percentage of macrophages in all myeloid cells and TCR+ macrophages in all macrophages in the tumor

microenvironment determined by FACS ( $n = 8$ ). Wilcoxon test was used in each cell type without adjustment and p values was marked in the graph. (B-C) FACS results of macrophages and TCR+ macrophages. (D-E) FACS results of TCR+ macrophages in the spleen tissue of normal mice. (F) Distribution of macrophages having shared TCRs with T cells in different samples.

**Figure S10. Ligand-receptor results in blood and tumor growth results of 4T1, related to Figure 7.**

(A) Ligand-receptor pairs of mostly downregulated pathways in the Sephin1 group in the blood of day 0 and day 15 between Cd8<sup>+</sup> T cells and NK cells. (B) Ligand-receptor pairs of mostly upregulated pathways in the Sephin1 group in the blood of day 0 and day 15 between Cd4<sup>+</sup> T cells and macrophages. (C) Tumor growth of 4T1 cells in female BALB/c mice (n = 8). Multiple t test was used without adjustments, and each row was analyzed individually. Bars: mean; error bars: SEM; \*: p < 0.05. The tumor growth rate in the Sephin1 group was higher than that in the normal group. However, the result was not as significant as that for B16F1 cells in male C57BL/6 mice.

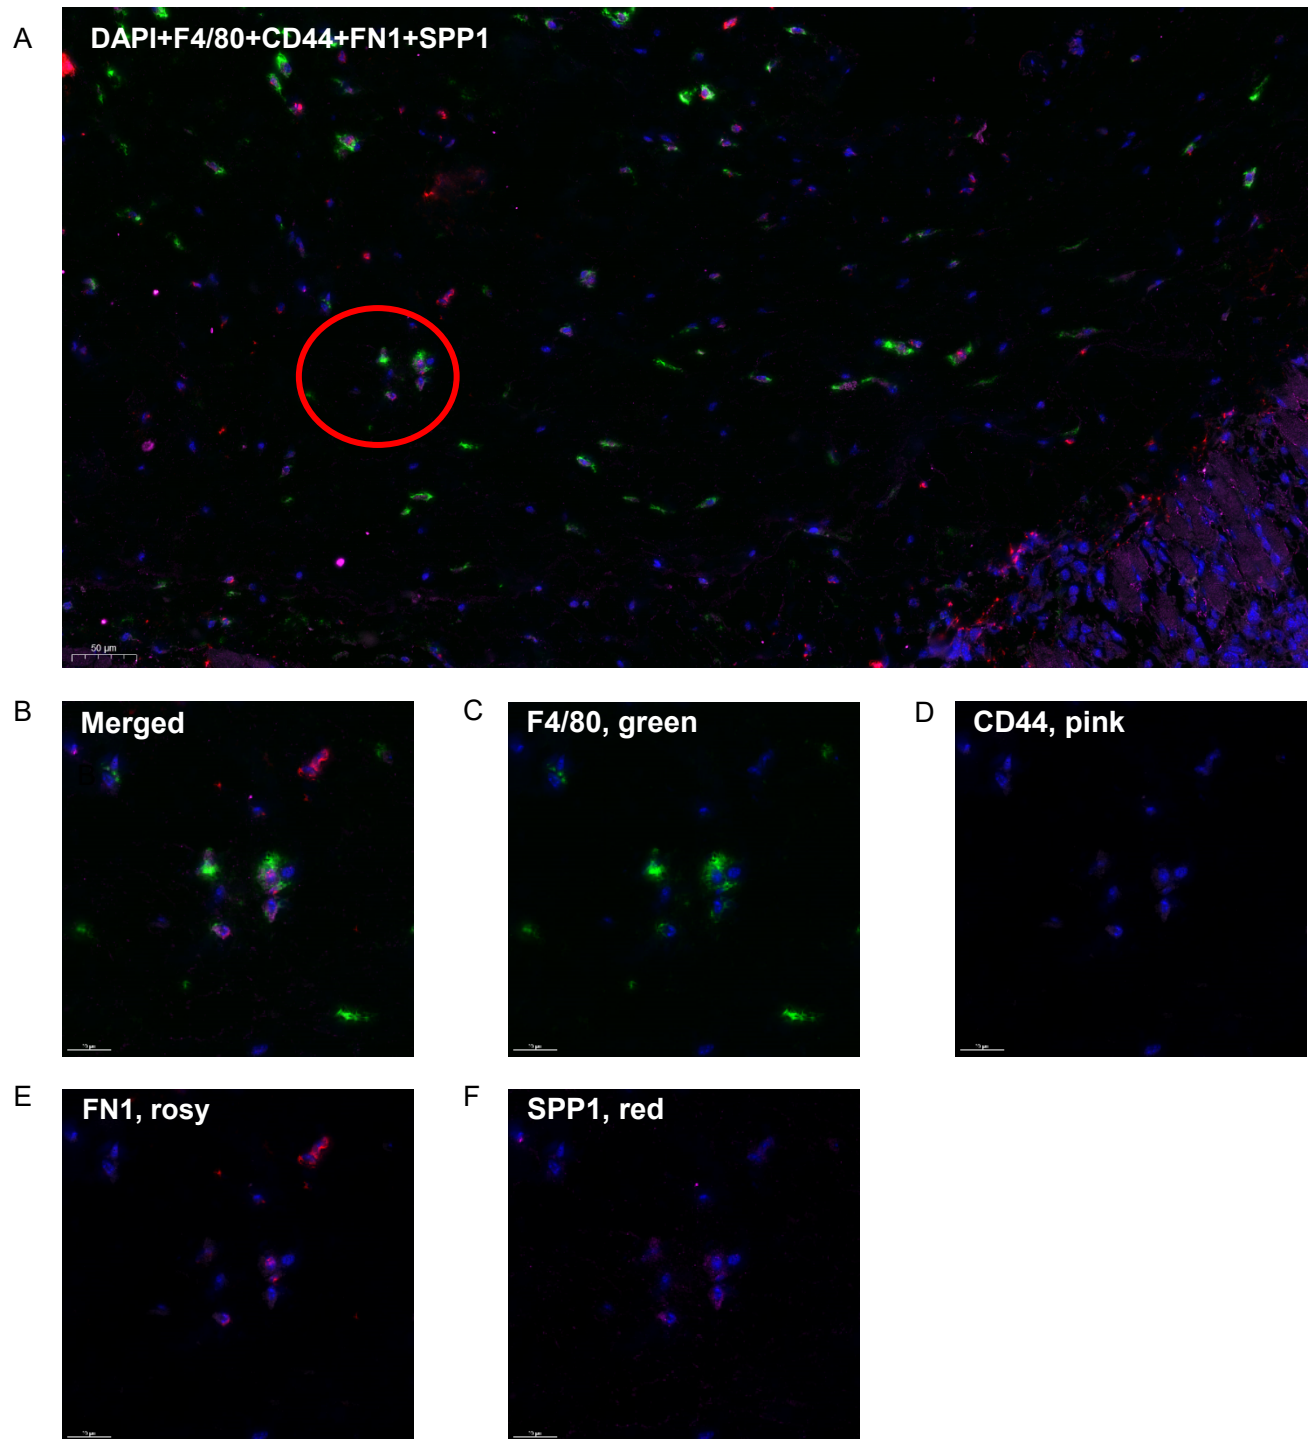

**Figure S11. Immunofluorescence results of ligand-receptor expression in macrophages of day 15 tumor tissue, related to Figure 7.**

(A) Merged results of DAPI, F4/80, CD44, FN1 and SPP1, 50μm. (B-F) Merged and separated results of each molecule. 20μm.

How the deposited data were processed for this re-analysis (not part of the article)

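Single-cell expression and TCR libraries of the same 12 samples were used: blood of day 0, blood of day 15 and tumors of day 15, each from 2 mice of the normal group and 2 of the Sephin1 group. Samples were grouped by the sample labels, which name day, tissue, group and replicate number. No sample was inferred from order or values, and no library was left out. By the methods, blood and tumors of day 15 come from the same 2 mice of a group, and which blood pairs with which tumor is not stated. The fits over the 6 groups treat the 12 libraries as independent nonetheless, and those on the 4 libraries of a sample type avoid this. The expression files hold raw UMI counts per gene and cell barcode, which the authors made from 10X 5′ reads with CellRanger 6.0.0 and deposited for called cells without normalization. The TCR files are the deposited tables of filtered contigs from the same program, in which the count unit is UMIs and reads per contig. The text names no genome build, and gene identifiers and symbols were taken from the deposited tables. Raw reads were not processed here. Regulon activity, enrichment terms and cell communication strengths were not recomputed, and flow cytometry, imaging and tumor measurements were not analysed here.

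Counts were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Tests were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Cells with more than 100 and fewer than 4000 genes, less than 10% mitochondrial UMIs and at most 50% haemoglobin UMIs were kept. Counts were scaled to 10000 per cell and log-transformed. The 30 leading principal components of 2000 variable genes gave a graph of 20 neighbors, clustered with the Leiden method at resolution 2 and seed 1. A cluster took a name where at least 3 markers of a type were detected in at least 10% of cells with a log2 excess of at least 0.5 over the other clusters. T and NK cells were clustered again at resolution 2.5 and macrophages at resolution 1. Clusters without such markers stayed unnamed but remained in the denominator of shares. Kept cells per library ran from 1295 to 7948, and UMIs in kept cells summed per library from 5335243 to 38595158. In the smallest library a share under 0.1% is at most 1 cell.

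Shares were tested with edgeR's quasi-likelihood method on cell numbers with the number of kept cells as offset. The 6 groups share an estimate of the spread, and p values were adjusted by Benjamini and Hochberg over the types of a sample type. Differences of effects between sample types were tested as interaction terms. For expression, counts of a type were summed per library where it had at least 20 cells, filtered with filterByExpr, scaled with TMM and tested with the same method. Fold changes are log2 and come from edgeR, with standard errors derived from its F statistic. CPM values use the summed UMIs of a type as total. Gene sets were tested with limma camera at a preset correlation of 0.01, adjusted over the sets, cell types and sample types of a family (the paper's score sets, or the other lists). Set scores follow AddModuleScore with 24 bins and 100 control genes, and were averaged per library. With 2 libraries against 2, the smallest possible exact two-sided permutation p is 0.33. Genes were named by rule. The rule takes each gene that the paper names for a cell type and comparison, the Sephin1 target Ppp1r15a, and the 3 largest rises and falls with an adjusted p under 0.05 and separated libraries, without immunoglobulin, TCR variable, haemoglobin and mitochondrial genes. Trib3 and Ddit3 in tumor lie outside it and were named after their values were seen. Some genes that the rule or the lists take in are not reported here. Genes that recurred across cell types in day 15 blood are among those chosen by the rule. Lists set in advance were ISR genes, mRNAs of regulon factors, melanin, T cell receptor signalling, V-ATPase, ribosomal and dissociation genes, and ligands and receptors. B cell transcripts and T cell transcripts served to find mixed barcodes. Of the macrophages of tumor, 6.02% ± 1.86 (SD, n = 4) carried the former and 12.2% ± 2.09 the latter.

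Productive TRA and TRB contigs were joined to cells by barcode within libraries of the same label. A clonotype is the set of V genes, J genes and CDR3 nucleotides of all chains of a barcode. Equal numbers of barcodes were drawn 100 times without replacement. TCR+ and conventional macrophages were compared as sums per tumor library with the library as block, since both come from the same sample. The choices of cells, tests, clonotypes and 63 alternatives were made before the data were examined, and 11 alternatives were added afterwards. Alternatives covered limits on cells, doublet calls with the Scrublet method, clustering resolution, denominators, filters, normalization, gene set tests, thinning of UMIs, clonotype definitions, contig limits and leaving out each library in turn. Scrublet called 0% to 2.12% of kept cells in day 0 blood, 0.535% to 6.89% in day 15 blood and 0% to 0.154% in tumor, so that leaving these out says little about doublets in tumor. The tests were tried on simulated changes. When the cell number of a type in tumor was changed 4-fold in 20 runs, the changed type was called in 11 and another type in 2 of 240 chances, at a biological coefficient of variation of 43.7%. Changes of a share can thus be missed with 2 libraries per group. For expression, 200 genes were changed by a log2 value of 2. In tumor Cd8+ T cells 97.5% of them were called and 5.80% of calls were false (7855 genes run), in macrophages 100% and 3.85% (9468 genes), and in NK cells 99% and 4.35% (7275 genes). Between TCR+ and conventional macrophages it was 100% and 3.38% (10090 genes run).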

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

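The tests on the Hcar2+ cluster below were chosen after its shares had been seen, and the interaction test was planned. The effect of Sephin1 on the share of granulocytes differed between sample types by the test of the difference itself, which is why it is singled out. In tumor less day 0 blood the log2 difference was 3.68 (edgeR interaction test, adjusted p = 0.0142). Day 0 blood went down with a log2 fold change of -1.75, from 1.58% ± 1.05 (SD, n = 2) to 0.468% ± 0.214, and tumor went up with 1.93. Neither had an edgeR adjusted p under 0.05 by itself. The rise in tumor rests on Sephin1 replicate 2, with 14.2% against 4.38% in replicate 1. Without Sephin1 replicate 2 of tumor, the granulocyte share of kept cells there had a log2 fold change of 0.85. Without normal replicate 1 of day 0 blood, the fall in that blood was -0.83.

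Most of the tumor granulocytes of that library belong to the Hcar2+ cluster, with 655 cells. Their share was 2.48% and 11.6% of kept cells in the Sephin1 libraries. The paper counts Hcar2+ cells as macrophages, and whether they are the cells of this cluster was not tested. A macrophage subcluster of 264 cells, led by granulocyte genes, also had the markers of Hcar2+ cells, with 265 CPM of Csf1r and 5243 CPM of S100a8. In the cells of the Hcar2+ cluster, Csf1r was 0.0446 of the macrophage level. Their C1qa and Adgre1 were also below that of macrophages by more than the spread of libraries, which argues against macrophages for this cluster. Their S100a8 was 0.196 of the level in other granulocytes, and granulocytes with fewer of these transcripts cannot be told apart from another myeloid type by these genes, because S100a8, S100a9 and Csf3r lie well below other granulocytes. The files carry no normalization that could produce a share, and depth per cell was not tested as a cause. A difference between mice in how far the tumor had grown, an effect of Sephin1 on granulocytes in tumor and an error of chance between 2 mice stay open, and were not tested.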

How the results depend on the processing

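Of the tests below, those on the highest Scrublet scores at the expected rate, on macrophages without the subclusters led by genes of another type, on cells with no upper limit on genes, on Fscn1+ cells in the TCR+ share and in hyperexpanded clonotypes, on Hcar2+ cells as a macrophage subtype, on macrophage subclusters named by their markers alone and on T and NK cells without the subclusters led by genes of another type were chosen after the data had been seen. The others were planned. Outside the runs that left a library out, the values of shares, gene counts, gene sets, scores and TCR measures kept their call and direction in 821 cases. In 110 a value without a test moved by more than the SD between libraries (by more than 1.5 times for numbers of genes), which can be a small change where libraries agree closely. They reversed in 17, lost a call in 32 and gained a call in 8. For named genes the numbers were 933 unchanged, 2 reversed, 48 with a call lost and 13 with a call gained. The cause of a change was not tested unless stated. Correction of the principal components with Harmony gave no value, because the tool was not installed and it was not run. A macrophage subcluster resolution of 0.5, Leiden resolution 3 and a second seed for control genes changed no call in the shares and scores reported.

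Settings of the shares are considered first. B cells of day 15 blood had a log2 fold change of -0.0293, which reversed to 0.0599 at Leiden resolution 1 and to 0.0248 without Scrublet doublets. It was 0.0248 without the highest Scrublet scores and 0.10 with mitochondrial shares under 5%. A haemoglobin limit of 20% gave 0.20, and a denominator of named immune cells gave 0.24. All of these lie near 0. Macrophages of day 15 blood went from 0.40 to -0.98 without the subclusters led by other types. That setting leaves out subclusters with genes of platelets, red blood cells, granulocytes, B cells or T cells. Without the T and NK subclusters led by genes of another type, mostly platelets or red blood cells, Cd4+ T cells of day 15 blood reversed from -0.37 to 1.91, Cd8+ T cells from -0.83 to 2.07 and naive Cd8+ T cells from -0.67 to 2.26. The subclusters left out carry Cd3e, so that this setting also takes T cells away. NK cells of day 15 blood (-1.95) and Fscn1+ cells of day 0 blood (-3.75) lost their call in it. NK cells of day 15 blood lost their call at the haemoglobin limit of 20% (-1.68). The denominator of named immune cells gave calls for granulocytes of day 0 blood (-1.77), granulocytes of tumor (1.91) and NK cells of tumor (-1.70). When only the 4 libraries of a sample type were fitted, day 0 blood gained calls for Cd8+ T cells (1.13), granulocytes (-1.75) and NK cells (-0.88). Day 15 blood lost those for NK cells (-1.95) and platelets (4.09). DESeq2 on the cell numbers lost the call of platelets of day 15 blood (4.10) and of Fscn1+ cells of day 0 blood (-4.12). The latter was also lost with more than 300 genes per cell (-3.38), and it rests on very few cells. Fn1+ macrophages of tumor went from -1.21 to 0.43 at a subcluster resolution of 1.5, where the name fell on other cells. Chil3+ macrophages of day 15 blood reversed from -2.05 to 0.0957 when subclusters led by genes of another type took the name of their macrophage markers.

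The number of genes with an adjusted p under 0.05 moved with most settings. Over all kept cells together it was 5 in day 0 blood, 884 in day 15 blood and 0 in tumor with the settings used for the text. Without a filter on low counts it was 7 in day 0 blood, 457 in day 15 blood and 76 in tumor for Cd8+ T cells. In Cd4+ T cells it was 14 in day 0 blood, 428 in day 15 blood and 29 in tumor, and in NK cells 7 in day 0 blood, 425 in day 15 blood and 43 in tumor. The number for macrophages was 126 in day 0 blood, 519 in day 15 blood and 98 in tumor, and for B cells 105 in day 0 blood, 530 in day 15 blood and 77 in tumor. It was 211 in tumor for DCs, and 77 in day 0 blood, 1517 in day 15 blood and 31 in tumor for all kept cells together. When only the 4 libraries of a sample type were fitted, the number was 235 in day 0 blood, 64 in day 15 blood and 0 in tumor for Cd4+ T cells. The number for NK cells was 39 in day 15 blood and 19 in tumor, and for macrophages 84 in day 0 blood and 4 in day 15 blood. It was 41 in day 0 blood and 0 in tumor for B cells, and 25 in tumor for DCs. All kept cells together had 400 in day 0 blood and 275 in day 15 blood, and Cd8+ T cells had 5 in day 0 blood and 30 in day 15 blood. With at least 10 counts asked of every library, the result was 39 in day 0 blood, 116 in day 15 blood and 1 in tumor for macrophages. It was 140 in day 15 blood for B cells, and 3 in day 0 blood and 465 in day 15 blood for all kept cells together. Cd8+ T cells had 6 in tumor, and Cd4+ T cells had 135 in day 15 blood. DESeq2 called 158 in day 0 blood, 305 in day 15 blood and 26 in tumor for macrophages. B cells had 184 in day 15 blood and 2 in tumor, and DCs had 25 in tumor. In all kept cells together it was 115 in day 0 blood, 1522 in day 15 blood and 138 in tumor, and in Cd8+ T cells 18 in tumor. The number for Cd4+ T cells was 133 in day 15 blood and 4 in tumor, and for NK cells 18 in tumor. With haemoglobin, immunoglobulin, TCR and mitochondrial genes left out, it was 17 in NK cells of tumor. In B cells it was 3 in tumor. Without Scrublet doublets, 20 genes were called in macrophages of day 15 blood, and with at least 50 cells per library 25 in tumor DCs. Between TCR+ and conventional macrophages the number was 639 when the library was not a block. Among named genes, Ppp1r15a and Fos in all kept cells of day 15 blood crossed 0 without the filter, to 0.00573 and 0.00751.

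Gene sets depended on how the correlation between genes is handled. With the correlation estimated from the fit, limma camera adjusted p values in tumor were 0.566 for the ISR list in all kept cells, 0.581 for it in Cd8+ T cells and 0.582 for ribosomal genes in Cd8+ T cells. Melanin genes had 0.581 in all kept cells and 0.566 in B cells by that limma test, and V-ATPase genes 0.581. T cell receptor signalling in macrophages of day 15 blood had a limma adjusted p of 0.602. Dissociation genes had 0.566 in tumor Cd8+ T cells, 0.566 and 0.653 in macrophages of day 0 and day 15 blood and 0.566 in all kept cells of day 0 blood (limma camera adjusted p). With fry, the limma adjusted p values of the same sets, in the same order, were 0.145, 0.168 and 0.196, then 0.145, 0.125 and 0.192, then 0.362. Dissociation genes had fry adjusted p values (limma) of 0.196, 0.196, 0.415 and 0.145. Each of these calls was lost under both methods. Signs turned for the NK-cell activity set in tumor under fry (limma adjusted p = 0.940) and for the ISR list in Cd8+ T cells of day 0 blood (limma fry adjusted p = 0.997). Fitting the 4 libraries of a sample type alone turned the latter in day 0 blood (0.859) and in day 15 blood (0.979), and gave a call for dissociation genes in all kept cells of tumor (0.0143, limma camera adjusted p). Thinning each cell to 1000 UMIs moved the cytotoxicity difference of Cd8+ T cells of day 0 blood to 0.00922, and that for positive regulation in NK cells to 0.00213. The M1_to_M2 difference of day 0 blood became -0.0204 after thinning and 0.00302 without Scrublet doublets. For regulatory T cells of tumor thinning gave 0.0566.

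TCR classes of blood changed by less than 2 points with the definition of a clonotype, although by more than the SD between libraries. Against -99.4 percentage points with the settings of the text, the difference of the medium class in day 0 blood was -99.3 percentage points with amino acid sequences, -99.1 with CellRanger's clonotypes, -99.04 with the TRB chain and -99.4 over barcodes of kept cells. Barcodes in small clonotypes differed in these settings by 98.7, 98.1, 98.0 and 98.8 points in day 0 blood. The first 3 of them gave 97.5, 96.8 and 96.5 in day 15 blood. With equal numbers of barcodes the medium difference was 0 in day 0 blood and 2.45 in day 15 blood, and that of small clonotypes 0 and 0. Asking for both chains left few barcodes in some normal blood libraries, so that a single barcode falls in the large class. The medium difference then became 0.325 and 50.3 in day 0 and day 15 blood, the small difference 49.3 and 49.4, and the hyperexpanded and large difference -50.0 and -100. Here the construction shows the cause. Among barcodes of T cells, drawn in equal numbers, the 10 largest clonotypes of tumor differed by -6.65 points. The Shannon index differed by 0.250 and the inverse Simpson index by 78.8. The TCR+ share of macrophages differed between groups by 1.14 points in day 0 blood and 1.87 in day 15 blood with both chains, and by 0.925 and 1.62 without the highest Scrublet scores. Without Scrublet doublets it differed by 1.70 in day 15 blood. Among macrophages without a Cd3 UMI the differences were 0, 0.104 and 0.0750 in day 0 blood, day 15 blood and tumor. The mean over 4 libraries was then 0% in day 0 blood and 0.0375% in tumor, and 6.39% in tumor with both chains. With the clonotype of a random T cell, sharing of TCR+ macrophages with Cd8+ T cells differed by -7.28 points. With Fscn1+ cells counted as macrophages, their fraction of hyperexpanded clonotypes went from 0.0526 to 0.214 with the TRB chain and 0.228 with both chains, beyond the exact binomial interval of the former.

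The replicate number was also added to the model as a block, although it is not stated that equal numbers of day 15 blood and tumor, which come from the same mice, mark the same mouse. The share of Fscn1+ cells in day 0 blood (-3.72) and of NK cells in day 15 blood (-1.93) then had an edgeR adjusted p above 0.05. B cells of day 15 blood reversed to a log2 fold change of 0.0516, and Chil3+ macrophages of day 15 blood were called (-2.02). The number of genes called under this block was 51 in day 15 blood and 4 in tumor for Cd4+ T cells. The number for macrophages was 0 in day 0 blood and 74 in day 15 blood, and for B cells 98 in day 15 blood and 3 in tumor. It was 87 in tumor for DCs, and 3 in day 0 blood for all kept cells together.

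Each library was also left out in turn, without a test. Of 967 such values, 174 moved by more than the SD between libraries (by more than 1.5 times for numbers of genes). A single called share turned, that of platelets in day 15 blood. The values below are the lowest and highest log2 fold change of a share. B cells ran from -0.21 to -0.0934 in day 0 blood, -0.37 to 0.41 in day 15 blood and -0.14 to 1.77 in tumor. NK cells ran from -1.05 to -0.73 in day 0 blood, -2.43 to -1.22 in day 15 blood and -2.12 to -1.14 in tumor. For NKT cells the range was -1.46 to -0.71 in day 15 blood and -1.28 to -0.36 in tumor. Cd4+ T cells gave -0.94 to 0.57 in day 15 blood and -0.96 to -0.27 in tumor, and DCs -1.24 to -0.60 in tumor. Granulocytes ran from -2.31 to -0.83 in day 0 blood and 0.35 to 1.39 in day 15 blood, macrophages from 0.28 to 0.85 in tumor and platelets from -0.0404 to 5.65 in day 15 blood. Fscn1+ cells gave -5.66 to -3.07 in day 0 blood. Of the T cell subtypes, cytotoxic Cd8+ T cells ran from -1.21 to 0.19 in day 0 blood and -2.03 to 0.56 in tumor, and exhausted Cd8+ T cells from -3.53 to -1.26 in tumor. Regulatory T cells gave 1.03 to 1.94 in day 0 blood, -0.34 to 1.64 in day 15 blood and -1.12 to 0.93 in tumor. Among macrophages, the Ace+ subtype ran from -0.38 to -0.11 in day 0 blood, -0.33 to 0.99 in day 15 blood and 0.27 to 1.70 in tumor, and the Chil3+ subtype from -0.67 to -0.56 in day 0 blood, -4.31 to -1.22 in day 15 blood and -0.0915 to 1.22 in tumor. For tumor, Fn1+ macrophages ran from -1.79 to -0.11, Retnla+ from -7.69 to 0.77 and Spp1+ from 1.04 to 1.68.

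Medians of gene sets also moved when a library was left out. The ISR list gave 0.12 to 0.27 in day 0 blood over all kept cells, and in Cd8+ T cells -0.0114 to 0.21 in day 0 blood and 0.41 to 0.82 in tumor. It gave 0.13 to 0.31 in tumor for macrophages, 0.10 to 0.39 in tumor for NK cells and -0.73 to 0.24 in day 15 blood and -0.28 to -0.0247 in tumor for NKT cells. In tumor the list ran from -0.0964 to 0.38 in regulatory T cells and from -0.0261 to 0.17 in cytotoxic Cd8+ T cells. Dissociation genes gave 0.65 to 1.57 in day 0 blood for macrophages, and -0.33 to 0.0132 in day 15 blood and 0.0323 to 0.37 in tumor over all kept cells. Melanin genes of tumor ran from 0.95 to 1.95 in all kept cells and from 0.94 to 4.29 in B cells. Ribosomal genes of tumor Cd8+ T cells ran from 0.20 to 0.55, and V-ATPase genes of all tumor cells from 0.32 to 0.67. For T cell receptor signalling the range was -0.23 to -0.0197 in tumor Cd8+ T cells, with 0.68 to 2.23 in day 15 blood and -0.33 to 0.25 in tumor in macrophages. The number of genes called between TCR+ and conventional macrophages ran from 919 to 1868. In percentage points, the medium class of day 0 blood ran from -99.4 to -99.4, small clonotypes from 98.7 to 98.8 in day 0 blood and from 97.5 to 98.4 in day 15 blood. Barcodes in clonotypes of 2 or more, at equal numbers, ran from -3.19 to -0.536 in day 0 blood. The TCR+ share of macrophages in day 15 blood differed by 1.92 to 3.95 points.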

Differences from the paper's values

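Of the tests named here, the highest Scrublet scores left out at the expected rate, Fscn1+ cells counted as macrophages in the TCR+ share and in hyperexpanded clonotypes, and macrophage subclusters named by their markers alone were chosen after the data had been seen. The share of macrophages with a TCR contig in blood was 2.19% here and 0.5% in the paper (the paper's value). None of the alternatives set before the data were examined closed the gap. Both chains gave 1.23%, at least 3 UMIs per contig 1.99%, Scrublet doublets left out 1.41% and no Cd3 UMI 0.0547%, which lies below the paper's value. The added settings gave 1.12% with the highest Scrublet scores left out and 2.18% with Fscn1+ cells. Macrophages were a fraction of 0.0526 of the cells in hyperexpanded clonotypes, and 0.3 in the paper (the paper's value). It was 0.0500 with amino acid sequences, 0.0513 with CellRanger's clonotypes, 0.143 with the TRB chain, 0.158 with both chains and 0.0526 over barcodes of kept cells, so that none of the alternatives set before the data were examined closed the gap. Fscn1+ cells counted as macrophages, chosen after seeing the values, gave 0.105. The same count, also chosen after seeing the values, gave 0.214 with the TRB chain and 0.228 with both chains, which lie within 1.5 times of the paper's value. The share of TCR+ macrophages with a clonotype also on Cd4+ T cells was 5.05% in normal tumors against the paper's about 23% in Fig. 6G, read by eye. In Sephin1 tumors it was 6.67% against the paper's about 28% in Fig. 6G, read by eye. With amino acid sequences, the alternative set before the data were examined for this result, the values were 5.05% and 7.35%, which did not close the gap.

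Several statements of the paper differ from the values here in direction, size or call. The paper places Chil3+ macrophages mainly in day 15 blood of the Sephin1 group, where their share was lower here (log2 fold change -2.05). With subclusters led by genes of another cell type named by their macrophage markers, a setting chosen after seeing the values, it was 0.0957, and Sephin1 replicate 1 of that blood had the highest share, 6.86%. Reductions of NK, NKT, exhausted and cytotoxic Cd8+ T cells in day 15 blood and tumor are called significant in the paper. For tumor it also reports flow cytometry, with significantly lower Cd4+ T, Cd8+ T, NK and active Cd8+ T cells, which was not analysed here. Here the share of NK cells in day 15 blood had an edgeR adjusted p under 0.05 and the others had none under it with the settings of the text. At an unadjusted p under 0.05 there were also cytotoxic Cd8+ T cells of day 15 blood, and NK cells and exhausted Cd8+ T cells of tumor. In the normal libraries of that blood, most cytotoxic Cd8+ T cells lay in subclusters led by genes of another cell type. The denominator of named immune cells called NK cells of tumor (edgeR adjusted p = 0.0157). With the single-cell gates they were called when adjusted over lymphocyte subtypes (edgeR adjusted p = 0.0297) but not over cell types (0.0961). Both alternatives were set before the data were examined. The paper places hyperexpanded and large clonotypes of macrophages mostly in C1qb+ and Fscn1+ cells. Here they were mostly in unnamed macrophage subclusters, on 4.64% and 4.65% of those cells in normal tumors, against 2.24% and 3.57% of Fscn1+ cells and none of the C1qb+ macrophages there. Of the 21 Fn1+ macrophages of normal replicate 2, 4.76% carried such a clonotype. In Sephin1 tumors it was 4.07% and 0.478% of the unnamed, 0.709% and 0% of the Fscn1+ and 0% and 0.169% of the C1qb+ cells. The paper's summary describes a depletion of TCR+ macrophages in tumor by Sephin1. Its own flow cytometry of tumors found no significant change of TCR+ macrophages. Their share of tumor macrophages was 7.98% ± 1.48 (SD, n = 2) in the normal and 10.0% ± 1.62 in the Sephin1 group, and the libraries overlapped. With contigs of at least 3 UMIs both Sephin1 libraries lay above both normal libraries. The paper describes a more active Atf3 regulon in macrophages and in day 15 blood of the Sephin1 group. Regulon activity was not computed, and Atf3 mRNA changed by -0.15 in tumor macrophages and by -0.26 over all cells of day 15 blood. Pairs of Lgals9 between macrophages are stronger in the paper, and Lgals9 mRNA of tumor macrophages changed by -0.24. Fewer medium clonotypes in Sephin1 samples are reported in the paper. With equal numbers of barcodes, a setting chosen before the data were examined, the difference of Sephin1 less normal was 0 percentage points in day 0 blood and 2.45 in day 15 blood. A single barcode is then 0.344% and 0.943% of a library, so that each clonotype seen once falls in the medium class. These values thus cannot decide on the paper's statement.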

Other observations

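The tests on a macrophage and a T cell in the same droplet, on tumor cells among the kept cells and on the medium and small classes were chosen after the results had been seen, and the others were set before. Classes of clone size were lower in Sephin1 samples, and repertoires there were larger. With equal numbers of barcodes, the share of barcodes in clonotypes of 2 or more differed by -14.1 percentage points in tumor, where the groups stayed apart, which argues against repertoire size as the whole cause. Among barcodes of T cells alone the groups overlapped. The difference was -6.29 in day 15 blood, where the groups overlapped with and without equal numbers, so that size and expansion cannot be told apart. It rests on normal replicate 1, with 13.2% against 0.245% in normal replicate 2. For day 0 blood it was -1.86, and size and expansion cannot be told apart there because the spread between draws is near the gap of the nearest libraries. Normal replicate 1 had 0.784% and the Sephin1 libraries 0.247% and 0.247%, with SDs between draws of 0.489, 0.409 and 0.443. In each blood library at least 94.8% of clonotypes were seen once, so that the number of barcodes sets whether they are called medium or small. The lower TCR recovery in normal blood goes with the groups, and its cause was not tested.

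Barcodes of tumor macrophages carried TCR contigs at 22.2 times (range 15.6 to 31.9) the share that random loading of droplets gives, which argues against random loading as the whole cause in each library. Their contigs had a median of 9.62 UMIs (mean of 4 libraries) against 9.25 in T cells, which argues against free TCR RNA. Random pairs of cells would bring T and B cells in the ratio of the library. The ratio of barcodes with T to those with B transcripts was at least 2.72 times that in the libraries other than normal replicate 2. In normal replicate 2 it was 0.572 times, and the excess over random loading, 9.03% against 0.283%, is what argues there. A macrophage and a T cell in the same droplet, adhering pairs included, predicts T cell transcripts outside the receptor at the same fraction as those of the receptor. The fractions were 0.283 and 0.273 of the T cell level, and T cells have 0.253 of the UMIs of these barcodes. This is consistent with whole T cells in the droplet and could arise from adhering or engulfed T cells. A macrophage that makes only the receptor would lack the other transcripts. Whether the pairs formed in the tumor or during dissociation stays open. Between TCR+ and conventional macrophages, 1 of the 8 splits of the sums gave as many genes with an edgeR adjusted p under 0.05, the real one. With 8 splits the share cannot fall under 0.05, so that this count decides nothing.

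Melanin genes were higher in the sums over all kept cells of Sephin1 tumors and in B cells, which make no melanin. The B cells of normal replicate 2 held only 3 UMIs of these genes. In macrophages the median log2 fold change of the 2 genes tested was -0.35, and the groups overlapped when all melanin genes were counted together. RNA of tumor cells in all droplets cannot be told apart from a change within cells, because 2 genes are too few. Tumor cells among the kept cells are a further explanation. An unnamed cluster with melanin genes and T cell markers held 132 cells of the tumor libraries, 0.478% to 0.849% of each, and with it left out the melanin UMIs went from 1477 and 290 to 253 and 181 in the normal and from 5096 and 2380 to 1066 and 806 in the Sephin1 libraries. The lowest Sephin1 library then lay 1.80 CPM above the highest normal one, and tumor cells among the kept cells cannot be told apart from other causes, because this is less than the spread within the groups. The cytotoxicity score of tumor Cd8+ T cells was lower in the Sephin1 group. At 1000 UMIs per cell the difference was -0.0503, and depth per cell cannot be told apart from a change of the cells, because the libraries of the groups overlap with and without thinning. Same-numbered libraries of blood and tumor shared 0 clonotypes, as did those with other numbers. Whether a number marks the same mouse cannot be told apart from this, since no pair of these libraries shared a clonotype of both chains.

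Normal libraries of day 15 blood held transcripts of epithelium that Sephin1 blood and all tumor libraries nearly lacked, and some of these were also higher in normal day 0 blood. In day 15 blood of the normal group, Psca (ENSMUSG00000022598) had 1206 and 676 CPM, Krt13 (ENSMUSG00000044041) 499 and 301 CPM, Krt6b (ENSMUSG00000023041) 131 and 61.4 CPM and Lce3a (ENSMUSG00000054325) 385 and 121 CPM. Day 0 blood of the normal group had 109 and 122 CPM of Psca and 67.8 and 54.6 CPM of Krt13, but 9.40 and 1.24 CPM of Krt6b and 9.90 and 0 CPM of Lce3a, so that the latter genes barely set normal replicate 2 of day 0 apart from Sephin1 blood. In Sephin1 blood Psca was at most 0.283 CPM and Krt13 at most 7.09 CPM. These genes were singled out after their values were seen. An unnamed cluster of 31 kept barcodes, none of them from tumor, had Psca and Krt13 among its leading genes, and 35.5% of it came from normal replicate 1 of day 15 blood. Tissue taken up with the blood is an explanation that was not tested, nor was a biological one, and it goes with the groups in blood. Ddx3y was found in each of the 12 libraries at 28.9 to 89.0 CPM and Xist at no more than 0.165 CPM, and the labels state male mice.

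A hypothesis from these values is that conjugates of T cells and macrophages make up most TCR+ macrophage barcodes. It could be tested with sorted single cells that are imaged before lysis, since a pair in a droplet carries T cell transcripts outside the receptor, at 0.283 of the T cell level here. A second hypothesis is that lower clonal expansion in Sephin1 tumors lies in a few large clones. More mice per group and equal numbers of T cells would test it, as 2 libraries against 2 cannot reach an exact permutation p under 0.05.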
